# Increased mRNA translation delays tumour initiation and exposes a therapeutic vulnerability in lung cancer

**DOI:** 10.1186/s12943-026-02680-z

**Published:** 2026-05-21

**Authors:** Luis Pardo, Madeleine Moore, Ruhi Deshmukh, Ian Powley, Joseph A. Waldron, Bjorn Kruspig, Lynn McGarry, Lobsang Dolma, America V. Campos, Colin Wood, Holly Leslie, Mark Hughes, Emanuel Jeldes, June Munro, Louise Mitchell, Leah Officer-Jones, Rachel Baird, Hugo Coquelet, Nigel B. Jamieson, David Sumpton, Douglas Strathdee, John le Quesne, Martin Bushell, Daniel J. Murphy, Jim C. Norman

**Keywords:** mRNA translation, Rapamycin, eIF4A, Oncogene-induced senescence, Lung adenocarcinoma, KRAS, Trametinib, Metabolism

## Abstract

**Background:**

Although inhibitors of mRNA translation are being evaluated as anti-cancer agents, the dynamics of protein synthesis throughout tumour progression are still poorly understood. Here we assess how alterations in mRNA translation during early tumorigenesis affect tumour development in KRAS-driven lung adenocarcinoma (LuAd).

**Methods:**

We deployed autochthonous mouse models of LuAd driven by oncogenic KRAS^G12D^ combined with moderate overexpression of MYC and simultaneously manipulated mRNA translation by deleting the mRNA helicases eIF4A1 and eIF4A2 or by administering pharmacological inhibitors of protein synthesis, such as rapamycin. This permits synchronous assessment of LuAd initiation and progression in vivo and is amenable to parallel ex vivo culture of tumour-derived cells for detailed analysis of protein synthesis (using ribosome footprinting) and metabolic landscapes. These approaches also allowed us to perform multiplex imaging and spatial transcriptomics to characterise tumour formation in altered mRNA translation conditions and to compare results obtained in mice against the Lattice-A cohort of non-small cell lung cancer (NSCLC) patients.

**Results:**

Deletion of the mRNA-translation repressor, eIF4A2 in KRAS-driven LuAd leads to a dysregulated protein synthesis landscape characterised by a strongly upregulated secretome, enlarged secretory compartments, increased oxidative metabolism and acquisition of senescence-like characteristics. Paradoxically, this overdriven secretory protein synthesis landscape delays tumorigenesis and leads to the appearance of clusters of non-proliferative, p21-positive KRAS^G12D^-expressing cells in the lung. Consistently, reduction of mRNA translation with rapamycin in *Eif4a2*-deleted tumours suppresses senescence and restores tumorigenesis. Importantly, some *Eif4a2* knockout cells overcome senescence to form tumours that exhibit enhanced MAP-kinase signalling and, in contrast to eIF4A2^+/+^ lesions, these were eradicated by administration of a MEK inhibitor. Consistently, MAP-kinase signalling was significantly increased in human NSCLC expressing low levels of eIF4A2.

**Conclusions:**

Our study highlights that restraint of mRNA translation by eIF4A2 is critical in the early-stages of KRAS-driven LuAd to allow bypass of oncogene-induced senescence and tumour progression. Importantly, because tumours with dysregulated mRNA translation rely heavily on MAP-kinase signalling they are exquisitely sensitive to MEK inhibition, and this indicates the possibility that low expression of eIF4A2 could be used to identify potential responders to MEK inhibitors in clinical trials.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-026-02680-z.

## Background

Oncogenic events during tumour progression converge on the protein synthesis machinery to sculpt mRNA translation landscapes that drive cancer cell growth, survival and invasiveness [1, 2]. Control of mRNA translation initiation and elongation is, therefore, a key regulatory node that integrates oncogenic signalling and, consequently, has become a promising target for cancer therapeutics. Drugs targeting protein synthesis include those aimed directly at components of the mRNA translation initiation machinery (including inhibitors of the eIF4A RNA helicases such as rocaglamides, hippuristanol or the recently approved Zotatifin) and inhibitors of mRNA translation elongation (such as homoharringtonine) [1–3]. Furthermore, inhibitors of upstream regulators of mRNA translation, such as the mTOR inhibitors, are gaining ground as potential anti-cancer drugs [4, 5].

To date, mRNA translation inhibition strategies in cancer therapy rest on the premise that cancer cells have increased demand for protein synthesis. Therefore, inhibiting the mRNA translation machinery can compromise tumour progression with less effect on healthy cells. Indeed, the mTOR inhibitor rapamycin is well-tolerated by healthy cells but is a well-established inhibitor of tumour growth in preclinical models and humans [4, 5]. However, we have recently shown that this is not always the case. In initial stages of disease, decreased translation of secretory and membrane proteins may benefit the acquisition of a malignant phenotype by transformed cells, and administration of rapamycin during early-stage disease can result in increased tumorigenesis [6]. In this context, the role of the eIF4A RNA helicases is critical, as it is now becoming clear that these shape mRNA translational programmes during tumour development [6, 7]. There are two main eIF4A paralogues, eIF4A1 and eIF4A2 which appear to act antagonistically [8, 9]. eIF4A1 is an activator of mRNA translation that binds to the eIF4F complex to unwind 5’ UTR structures in RNA thus allowing binding of the 40s ribosomal subunit and ribosome scanning to find the translational start site. eIF4A2, however, preferentially binds the CCR4-NOT complex and participates in translation repression and mRNA decay [9, 10]. The tissue expression of eIF4A2 paralogues conforms to this view, with eIF4A1 being associated with proliferative tissues and eIF4A2 with secretory ones [6, 7]. We have recently shown that Ccr4-Not and eIF4A2 restrains translation of mRNAs encoding secretory and transmembrane proteins at the endoplasmic reticulum (ER) [6, 11], while eIF4A1 promotes proliferation in intestinal crypts by regulating translation of MYC and WNT target mRNAs [7]. Upon consideration of the potentially shifting mRNA translation landscapes from tumour initiation to growth and progression, and the likelihood that existing eIF4A inhibitors (such as Zotatifin) do not possess paralogue specificity, it becomes clear that the effects of these drugs should be carefully assessed using autochthonous pre-clinical models that recapitulate the tumorigenesis journey - from inception to later-stage progression - before being assessed in the clinic.

We have used an autochthonous mouse model to study the role of eIF4A1 and eIF4A2 in initiation and progression of lung adenocarcinoma (LuAd) [12]. Importantly, this model permits synchronous induction of oncogenes in combination with specific gene deletion in the lung epithelium, thus allowing us to study the effect of components of the mRNA translation machinery in various stages of LuAd initiation and progression. This approach has enabled us to demonstrate that selective restraint of mRNA translation by eIF4A2 reduces metabolic and proteostatic stress, thus allowing oncogene-expressing cells to escape oncogene-induced senescence (OIS) and proceed rapidly to establish LuAd. Incumbent in this finding is the caveat that administration of drugs to reduce mRNA translation early in tumorigenesis can ameliorate these stresses and accelerate tumour growth. Finally, we have shown that stresses imposed by deletion of *Eif4a2* can render tumour cells more dependent on MAP-kinase signalling and expose vulnerability of tumours expressing low levels of eIF4A2 to MEK-targeting drugs.

## Methods

### Assessment of *EIF4A2* mutations across cancer types

cBioPortal for Cancer genomics was used to query for *EIF4A2* mutations across the whole TCGA database [13, 14]. Mutational frequency per cancer type and survival curves were extracted from the cBioportal website. The Log Rank t-test was used to compare survival of patients with and without mutations in *EIF4A2*. A study with 1053 lung cancer patients from the Pan Cancer Atlas was used to query for correlations in mRNA expression of *EIF4A2*, *PI3K* and *MAPK3* using the Spearman index.

### NSCLC Patient cohort and Tissue Microarray (TMA) construction

The cohort (LATTICe-A: Leicester Archival Thoracic Tumour Investigatory Cohort – Adenocarcinoma) used for this study comprises a 994-patient retrospective cohort of resected lung adenocarcinomas and has been previously described [15]. The LATTICe-A cohort was originally constructed under REC 14/EM/1159 (East Midlands REC), and the ongoing management of the resource by the Greater Glasgow and Clyde Biorepository was approved under an amendment granted by the Leicester South REC. Ongoing use of the collection is now managed under REC 16/WS/0207. The full LATTICe-A cohort tissue microarray consisted of 966 tumors from the 1025 tumor cohort. 3 × 1 mm cores were obtained from each case. The entire cohort is represented in 23 tissue microarrays. All tissue microarrays were constructed in quadruplicate using a semiautomated TMArrayer™ (Pathology Devices). Sections were stained with Haematoxylin & Eosin (H&E), and all cores were assigned a growth pattern as per The International Association for the Study of Lung Cancer *(*IASLC) recommendations [16].

### Multiplex imaging

A multiplex immunofluorescence panel consisting of 8 markers was applied to 23 formalin fixed paraffin embedded sections (FFPE) lung adenocarcinoma TMAs of 4 μm thickness on TOMO slides (Matsunami TOM-1190). All antibodies were optimised in DAB on the Ventana Discovery Ultra (Roche Tissue Diagnostics, RUO Discovery Universal V21.00.0019) using human lung adenocarcinoma control tissue. Following DAB optimisation, each marker was assigned to an Akoya Opal fluorophore and optimised as a single fluorescent stain to obtain the optimal concentration of fluorophore by checking the exposure time using the Akoya Polaris V1.0.13, with recommended exposure times between 10 and 50ms. Each marker was then assessed in protocol positions 1–8 with its assigned fluorophore to find the optimal position within the multiplex protocol. The finalised multiplex protocol is as follows:

Discovery CC1 (Roche Tissue Diagnostics, 950 − 123) was applied to the sections for 32 min at 95 °C for antigen retrieval followed by anti-eIF4A1 (Abcam, ab31217) 1:50, followed by Discovery UltraMap anti-Rb HRP (RUO) (Roche Tissue Diagnostics, 760–4315), detected by Opal 650 (Akoya Biosciences, FP1496001KT) at 1:400, Phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) (D13.14.4E) XP^®^ (Cell Signaling, 4370) 1:100, followed by Discovery UltraMap anti-Rb HRP (RUO) (Roche Tissue Diagnostics, 760–4315), detected by Opal 480 (Akoya Biosciences, FP1500001KT) at 1:50, Anti-eIF4A2 (Abcam, ab31218) 1:100, followed by Discovery UltraMap anti-Rb HRP (RUO) (Roche Tissue Diagnostics, 760–4315), detected by Opal 520 (Akoya Biosciences, FP1487001KT) at 1:300, Anti-AKT1 (phospho S473) (Abcam, ab18206) 1:25, followed by Discovery OmniMap anti-Rb HRP (Roche Tissue Diagnostics, 760–4311), detected by Opal 540 (Akoya Biosciences, FP1494001KT) at 1:100, Anti-EIF4E (phospho S209) [EP2151Y] (Abcam, ab76256) 1:50, followed by Discovery OmniMap anti-Rb HRP (Roche Tissue Diagnostics, 760–4311), detected by Opal 690 (Akoya Biosciences, FP1497001KT) at 1:100, Pan-Cytokeratin (AE1/AE3) (Leica Biosystems, AE1/AE3-601-L-CE) 1:250, followed by Discovery OmniMap anti-Ms HRP (RUO) (Roche Tissue Diagnostics, 05269652001), detected by Opal 620 (Akoya Biosciences, FP1495001KT) at 1:100, Anti-EIF4E antibody [Y449] (Abcam, ab33768) 1:100, followed by Discovery OmniMap anti-Rb HRP (Roche Tissue Diagnostics, 760–4311), detected by Opal 570 (Akoya Biosciences, FP1488001KT) at 1:100, and finally Ki67 (30 − 9, Ready To Use) (Roche Tissue Diagnostics, 790–4286), followed by Discovery OmniMap anti-Rb HRP (Roche Tissue Diagnostics, 760–4311), detected by Opal 780 (Akoya Biosciences, FP1501001KT) at 1:25. QD DAPI (Roche Tissue Diagnostics, 05268826001, Ready To Use) was applied as a nuclear counterstain. A negative control was applied to a control slide by replacing the primary antibodies above with CONFIRM Negative Control Rabbit Ig, (Roche Tissue Diagnostics, 760–1029) and Negative Control Mouse Monoclonal Antibody (MOPC-211) (Roche Tissue Diagnostics, 760–2014).

Whole slide images were collected at 10x magnification with 7 different filter cubes using the Akoya Bioscience PhenoImager HT, a TMA map was applied to each whole slide scan using Phenochart software (v 2.2.0 ) and multispectral core images (MSI) were collected at 20x magnification. The MSI were spectrally unmixed using InForm (Akoya Biosciences, v 4.2) and the component image files were imported to Visiopharm (v2021.09.2.10918).

A Deep learning algorithm was trained 288 thousand times on a set of 106 images with diverse tissue morphology. DAPI, autofluorescence and cytokeratin channels were used to train the algorithm to detect regions of necrosis, tumour, stroma, and background tissue categories for subsequent cell level analysis. A deep learning algorithm was trained to detect nuclei and background features on 9 tissue cores with a range of cell types and sizes. The algorithm was trained for 1 million iterations using DAPI and Ki67 features. A separate calculations APP was created to measure area of tumour, stroma, necrosis and the mean intensities of each marker at the cell and regional level. Per-core mean pixel intensities in tumour and stroma were quantified using Visiopharm. Data analysis was conducted in R (v 4.4.2) using the tidyverse package suite (v 2.0.0). GraphPad Prism software v 10.0 was used to assess Pearson correlation between EIF4A1/2 levels and the ratio of pERK1/2/pAKT1.

### Mice

All animal experiments were performed in accordance with the UK Animal (Scientific Procedures) Act 1986 and EU direction 2010 and the UK Home Office licences 70/7950, PE47BC0BF and PP7768309. All procedures were ethically reviewed by the animal welfare and ethical review board, University of Glasgow and ARRIVE guidelines were followed for the reporting of in vivo experiments (see details below). Animals were housed under controlled conditions (19–22 °C room temperature, 45–65% humidity, high barrier conditions, 12 h light/dark cycle) with access to food and water *ad libitum*. All animals received environmental enrichments including gnawing sticks, plastic tunnels, and nesting material. To reduce pain, suffering and distress, single - use needles were used when administering virus and drug treatments, and non-adverse handling techniques were adhered to. All mice used were bred in-house and were of a mixed background. Genotyping was performed by Transnetyx Inc. using ear notches taken for identification purposes at weaning (approximately 3 weeks of age).

The following transgenic alleles were used throughout this study: *Kras*^*G12D*^ (*B6*.*129S4*-*Kras*^*tm4Tyj*/*J*^); *Rosa26*LSL-MYC (Gt(ROSA)26Sor^tm1(MYC)Djmy/J^) [12], *Hprt*-lsl-iRFP [17]; *Eif4a1*^*f*l/fl^ and *Eif4a2*^*f*l/fl^ (generated in-house by the CRUK Scotland Institute transgenic/GEMM production service) [6, 7]. For induction of the recombined alleles, mice between 12 and 16 weeks of age weighing a minimum of 20 g were injected with 1 × 10^8^ viral pfu/mouse of the recombinant adenovirus Ad5mSPC-CRE **(**VVC-Berns-1168). Virus was diluted in 45 µL of MEM and injected intranasally using the calcium phosphate precipitation method [18]. Mice were sampled at specific time points (see figure legends for details) or at a clinical endpoint defined in the project licence (PP7768309). Lungs were fixed in neutral buffered saline containing 10% formaldehyde (fixative) through intratracheal injection and posterior immersion in the fixative for 24 h. Sample sizes for survival analysis were estimated due to the absence of previous data. Lehr’s quick formula was used for sample estimation at 80% power {*n* = 16(c.v.)2(ln[r.m.])2, assuming a ratio of the means of 0.2 and a coefficient of variation of 0.3. For all other analyses, sample sizes were determined in accordance with the 3Rs and the number of biological replicates was ≥ 3 mice per cohort for all experiments (see figure legends for details). The Log-rank Mantel-Cox test was used to determine statistical significance for mice survival. Both males and females were used in all experiments. For drug treatments, mice were randomly divided into treatment and control groups and treated by the animal facility staff without knowledge of anticipated outcomes.

For rapamycin treatment, rapamycin (10 mg/kg) diluted in PBS with 5% ethanol, 5% PEG400 (Sigma) 5% Tween 20 (Sigma) or vehicle control was administered via daily *i.p.* injection and tissues were harvested at specific end points (see figure legends for details). For Trametinib treatment, Trametinib (1 mg/kg) diluted in 0.9% NaCl or vehicle control was administered via single daily *i.p.* injection.

### Pearl imaging

All quantifications were performed with Image Studio v5 (LI-COR) following a similar procedure as in [17]. Prior to imaging in vivo, mice were treated with depilatory cream (Nair) to reduce scattering and absorption of light, as well as to reduce influence of coat colour on individual images. Li-COR supplied filter sets and light sources were used for the PEARL imaging systems. For excitation of iRFP, an emission wavelength of 685 nm (700 channel) was used. The detection maxima was 730 nm and had a peak power rating of 0.5 W. iRFP signal intensity across time was analysed by linear regression using Graph Pad Prism 10.0 software.

### Spatial transcriptomics

Murine liver sections from 3 biological replicates per genotype plus healthy controls were analysed using the digital spatial profiling procedure [19]. Briefly, formalin fixed paraffin embedded tissue sections were treated with 0.1 µg/ml proteinase K (AM2546, Thermo Fisher Scientific) followed by heat mediated epitope retrieval and incubation overnight with RNA oligo probes (mouse Whole Transcriptome Atlas, Nanostring, GeoMx NGS RNA WTA Mm). Morphological markers were then detected by immunofluorescence using the conjugated antibodies Alexa532-PanCK, Alexa594-CD45 and the nuclear stain (SYTO13). Slides were imaged at ×20 magnification using the GeoMx digital spatial profiler (DSP) with the integrated software suite. To select regions of interest for eIF4A1 and eIF4A2 expression levels, serial sections were stained and imaged in the Akoya multiplex system (see multiplex methods) using the antibodies Alexa532-PanCK (Nanostring), eIF4A1 (ab31217 abcam), eIF4A2 (ab31218 abcam) and the DNA marker SYTO13 (Nanostring) and imaged at x20 magnification in the GeoMx DSP. Both sections were overlapped and aligned in GeoMx integrated software using PanCK and SYTO13 markers for the alignment. Images in the hybridised slides were then used to select regions-of-interest (ROIs) of 2,500 − 300,000 µm^2^ on which the instrument focuses UV light (385 nm), to cleave the UV sensitive probes with the subsequent release of the hybridised barcodes. 37 ROIs per condition (eIF4A2^wt/wt^ and eIF4A2^fl/fl^) and 9 for healthy controls were selected for UV-mediated cleavage and probe collection. Libraries were prepared using GeoMx Seq Code primers (NanoString) and 1× PCR Master Mix (NanoString) and AMPure XP purication. Library quality was checked using an Agilent Bioanalyzer. The libraries were run on an Illumina NextSeq2000 sequencing system at the University of Glasgow Shared Research Facility using a P3 50 cycle kit (Illumina). The FASTQ files from sequenced samples were converted into Digital Count Conversion (DCC) files using the GeoMx NGS pipeline on NanoString’s DND platform. The DCC files were uploaded onto the GeoMx DSP analysis suite (NanoString), where they underwent quality control, filtering, and Q3 normalisation. Normalised GeoMx data were downloaded into RStudio (v2023.09.1 + 494). Heatmaps were generated using *ComplexHeatMap*. Gene set enrichment analysis (GSEA) was performed using the *fgsea* package using Hallmark curated gene sets.

### Tissue staining and quantification

#### Immunohistochemistry (IHC)

All Haematoxylin & Eosin (H&E) and immunohistochemistry (IHC) staining was performed on 4 μm FFPE sections which had previously been placed at 60 °C for 2 h. The following antibodies were stained on an Agilent AutostainerLink48, eIF4A1 (ab31217, Abcam), eIF4A2 (ab31218, Abcam) and phospho-p44/42 MAPK (pERK1/2) (9101, Cell Signaling). Sections were loaded into an Agilent pre-treatment module to be dewaxed and undergo heat induced epitope retrieval (HIER) using high pH target retrieval solution (High pH TRS K8004, Agilent). All sections were heated to 97 °C for 20 min in the appropriate target retrieval solution (TRS). After HIER all sections were rinsed in flex wash buffer (K8007, Agilent) prior to being loaded onto the autostainer. The sections underwent peroxidase blocking (S2023, Agilent) for 5 min and washed with flex buffer. The specific primary antibody was applied at a previously optimised dilution for 35 min (eIF4A1, 1/2000; eIF4A2, 1/1000; pERK1/2, 1/400). The sections were washed with flex wash buffer before application of rabbit envision secondary antibody (K4003, Agilent) for 30 min. Sections were rinsed with flex wash then had liquid diaminobenzidine (DAB) (K3468, Agilent) applied for 10 min. The sections were then washed in water and counterstained with haematoxylin z (RBA-4201–00 A, CellPath). Staining for p21(ab107099) took place on a Leica Bond Rx autostainer. All FFPE sections underwent on-board dewaxing (AR9222, Leica) and epitope retrieval using ER2 solution (AR9640, Leica Biosystems) for 20 min at 95 °C. Sections were rinsed with Leica wash buffer (AR9590, Leica) before peroxidase block was performed using an Intense R kit (DS9263, Leica). Sections for p21 had blocking solution applied from the Rat ImmPRESS kit (MP-7404, Vector Labs) for 20 min. Sections were rinsed with wash buffer and then p21 antibody applied at 1/250 dilution. The sections were rinsed with wash buffer and Rat ImmPress secondary antibody applied for 30 min. The sections were rinsed with wash buffer, visualised using DAB and then counterstained with haematoxylin in the Intense R kit. H&E staining was performed on a Leica autostainer (ST5020). Sections were dewaxed in xylene, taken through graded ethanol solutions and stained with Haem Z (RBA-4201–00 A, CellPath) for 13 min. Sections were washed in tap water, differentiated in 1% acid alcohol, washed in tap water and the nuclei stained blue with Scotts tap water substitute (in-house). After washing with tap water sections were placed in Putt’s Eosin (RRSP34-F, Atom Scientific) for 3 min. To complete H&E and IHC staining sections were rinsed in tap water, dehydrated through graded ethanol’s and placed in xylene. The stained sections were coverslipped in xylene using distyrene, plasticizer, and xylene (DPX) mountant (SEA-1300–00 A, CellPath).

Immunofluorescence staining: antigen retrieval was performed using Citrate Buffer (10mM Citric Acid, pH 6, 0.05% Tween) for 20 min at 90 °C and tissue was blocked in 1% BSA for 1 h at RT and incubated with primary antibody overnight at 4 °C. Tissue was incubated with secondary antibodies (Alexa-488 or Alexa-647, Thermo Fisher Scientific, 1:400) before being mounted with VECTASHIELD containing DAPI (Vector Laboratories). Antibodies used were: eIF4A2 (abcam 31218, 1:100), KRAS^G12D^ (#14429 cell signalling, 1:50) and p21 (abcam 107099, 1:100). High-content automated microscopy: Stained slides were imaged at ×20 magnification using the Opera Phenix High-Content Screening System (Harmony High-content Imaging and analysis software v 4.9, PerkinElmer) and images were quantified using Columbus Image Data Storage and Analysis System (PerkinElmer v 2.8.0). IHC scanning and analysis: Stained slides were scanned using the Leica Aperio AT2 slide scanner and analysed using HALO^®^ image analysis software. Tumour burden was quantified in H&E-stained sections using HALO^®^ Area quantification v2.4.2. p21 protein expression levels were quantified using HALO^®^ cytonuclear v2.0.9 analysis trained to quantify the optical density of nuclear (p21) staining. T-test and one-way ANOVA were used in GraphPad Prism 10.0 software to assess the differences between conditions.

### Cells lines, antibodies and reagents

#### Mouse cell lines

KM cells were isolated from *Kras*^LSL−G12D/WT^; *Rosa26*^LSL−MYC/LSL−MYC^ mouse tumours with either *Eif4a2*^wt/wt^ or *Eif4a2*^fl/fl^ alleles. One clinical endpoint male (as defined by the clinical symptoms hunching and/or labour respiration) mouse was used to create each cell line (KM^NTC^/KM^4A2cr^; KM^A2+/+^; KM^A2-/-^). Briefly, left lobes from clinical endpoint mice bearing several tumours were mechanically disrupted and passed through a 70 μm mesh. Cells were then resuspended in DMEM supplemented with 10% fetal bovine serum (FBS), 2 mM glutamine, 100 IU/ml penicillin and 100 µg/ml streptomycin (all from Thermo Fisher Scientific) and cultured in the presence of cholera toxin to minimise fibroblast growth. Further enrichment for epithelial cells vs. fibroblasts was obtained using differential trypsinization. Cell identity was assessed by expression of KRAS^G12D^, alveolar type II cell marker surfactant protein C (SPC) and overexpression of MYC against a breast cancer mouse cell line. Expression of the iRFP reporter was also confirmed in the KM cells. All cell lines were tested for the presence of mycoplasma.

For Western blots, the following antibodies were used at a dilution of 1:1000: eIF4A1 (abcam 31217), eIF4A2 (Abcam 31218), pmTORC1 (Cell signalling 2971), pPERK (cell signalling 3179), ATF4 (Cell signalling 11815), pAKT1 (Cell signalling 3787), pERK1/2 (Cell signalling 9106), ERK1/2 (Sigma M5670) GAPDH (Sigma G8795), β-actin (Sigma A1978), p21 (Abcam ab107099) and p16 (Abcam ab211542).

For immunofluorescence, cells were cultured in glass-bottom plates, fixed in 4% PFA, permeabilized with Triton X-100 0.1% and stained for p21 (Abcam ab107099) and RCAS1 (Cell signalling 12290). Cells were imaged at ×20 and x63 magnification using the Opera Phenix High-Content Screening System (Harmony High-content Imaging and analysis software v 4.9, PerkinElmer) and images were quantified using Columbus Image Data Storage and Analysis System (PerkinElmer v 2.8.0).

#### CRISPR approaches

Guide RNA (gRNA) sequences targeting *Eif4a2* were cloned into a lentiCRISPR vector (Addgene 52961). gRNAs were as follows: *Eif4a2* (forward) CACCGGAAGCCCCTCACATTGTTGT; *Eif4a2* (reverse) AAACACAACAATGTGAGGGGCTTCC. Guides were designed to specifically target the coding region and avoid targeting potential snoRNA sequences within the *Eif4a2* gene. To produce lentivirus encoding Cas9, along with the desired gRNAs, HEK 293FT cells were used as the host packaging cell line. Virus-containing HEK 293FT supernatant was then filtered through a 0.45 μm PTFE filter membrane, polybrene was supplemented to a final concentration of 4 µg/ml and the medium incubated with recipient KM cells overnight at 37 °C/ 5% CO2. Virus transduced cells were then selected using puromycin (2 µg/ml), the antibiotic selection medium being replenished every 2 days, and the cells were passaged according to their confluence to generate stable cell lines. To ensure lack of eIF4A2 expression, stable cell lines were clonally selected by plating individual cells in 96-well plates, allowing growth and subsequent passaging to 24 and 6-well plates and assessing eIF4A2 expression by western blot. To eliminate clonal effects, 4 individual clones which were negative for eIF4A2 were pooled to form the KM^4A2cr^ cell line.

#### Cell growth, treatments and ROS measurements

Cells were seeded at 1 × 10^4^ cells per well in 24-well culture plates and incubated at 37 °C/ 5% CO_2_ in a humidified incubator for 12 h to adhere. Cells were treated with either Rapamycin (1 μm), eFT226 (100nM), Trametinib (100nM), Vemurafenib (5µM) (all MedChemExpress), or vehicle control. For reactive oxygen species (ROS) measurements, cells were labelled with the ROS marker CellROX green (Invitrogen) at 2.5µM and then transferred to an IncuCyte ZOOM live-cell imaging system (Sartorius). Four technical replicates were analysed per condition. Images were acquired (10x objective) every hour over a period of 72 h and analysed using the Incucyte Base Analysis Software (v 2023 A Rev2), Confluence was calculated as a % of the phase image area covered by cells and ROS as the Integrated density of CellROX signal (fluorescent units/µm^2^).

For β-galactosidase activity measurements, the Cell Event Senescence Green Detection kit (Invitrogen) was used following manufacturer’s instructions.

### Spheroids

#### Spheroid culture on low-attachment plates

To determine growth capacity of the KM cells, 1,000 KM^NTC^, and KM^4A2cr^ cells were suspended in DMEM F12 Advance (Thermo Fisher Scientific) supplemented with 25 ng/ml B-27 (Thermo Fisher Scientific), and 1X N-2 (Gibco) and seeded into low attachment 12-well plates. After incubation at 37 °C for 12 days, spheres > 70 μm diameter were scored. Differences in the spheroid number per condition were analysed by t-test and one-way ANOVA using GraphPad Prism software v 10.0.

#### Spheroid culture using hanging-drop approach

To determine the 3D growth capacity of KM cells, 100,000 KM^NTC^, and KM^4A2cr^ cells were suspended 20 µl of DMEM F12 Advance (Thermo Fisher Scientific) supplemented with 25 ng/ml B-27 (Thermo Fisher Scientific), and 1X N-2 (Gibco) and added as a drop on the lid of a 15 cm dish filled with PBS. Cells were incubated at 37 °C for 72 h and then fixed within the drop and retrieved into 96-well plates. Immunofluorescence and high-content imaging and analysis were performed as described above for 2D cultures.

### Colony formation

KM^NTC^, and KM^4A2cr^ cells were seeded at a density of 300 cells per well in 6-well plates with three technical repeats per experiment and left to adhere overnight. Cells were left to form colonies for 1 to 2 weeks prior to methanol fixation and crystal violet staining. Visible colonies consisting of a minimum of 50 cells were counted manually and differences between groups were analysed by t-test.

### Ribosome footprinting

KM^NTC^, and KM^4A2cr^ cells were plated in 10 cm plates and allowed to reach 90% confluency. Cells were then gently lifted, pelleted in ice cold PBS and lysed in 500 µl ice-cold lysis buffer (15 mM Tris-HCl pH 7.5, 15 mM MgCl_2_, 150 mM NaCl, 1% Triton X-100, 0.05% Tween 20, 2% n-Dodecyl β Maltoside (Thermo Fisher Scientific), 0.5 mM DTT, 100 µg/ml cycloheximide, 1× cOmplete EDTA-free Protease Inhibitor Cocktail (Merck), 200 U/ml RiboLock RNase Inhibitor (Thermo Fisher Scientific)) on ice for 5 min with agitation every minute. Lysates were centrifuged at 4 °C for 5 min at 12,000 g and 500 µl supernatant was pipetted into a fresh 1.5 ml tube. For cytoplasmic RNA samples, RNA was extracted from 25 µl of lysate with 975 µl Trizol (Thermo Fisher Scientific), as per the manufacturer’s instructions. A 20-µl aliquot of lysate was also added to 5 µl of 5× SDS gel-loading buffer for western blotting to check for depletion of eIF4A2. The remaining lysate was digested with 5 µl Ambion RNase I (cloned, 100 U/µl; Thermo Fisher Scientific) at 22 °C for 15 min, with agitation at 600 rpm in a thermo-mixer. The digestion was stopped with 10 µl SUPERaseIn RNase Inhibitor (20 U/µl; Thermo Fisher Scientific) and samples were loaded onto a 10–50% sucrose gradient, containing 15 mM Tris-HCl pH 7.5, 15 mM MgCl_2_, 150 mM NaCl, and 100 µg/ml cycloheximide, prepared using a BioComp gradient station and cooled to 4 °C for at least 1 h prior to use. Samples were centrifuged in a Beckman XPN-90 Ultracentrifuge with an SW40Ti rotor at 38,000 rpm for 2 h at 4 °C. Fractions of 0.5 ml were collected with a Biocomp gradient station and Gilson FC 203B fraction collector. Fractions containing the 80 S ribosome peak were extracted with acid phenol: chloroform, followed by two chloroform washes. RNA was precipitated with 2 µl glycogen (Roche), 300 mM NaOAc pH 5.2, and an equal volume of isopropanol overnight at -20 °C.

RNA was pelleted by centrifugation at 12,000 g for 45 min at 4 °C. The supernatant was removed with a pipette, and the pellet was washed twice with 70% ethanol and dissolved in 10 µl RNase-free water. RNA was diluted with 10 µl 2× urea buffer (Thermo Fisher Scientific, LC6876), heated at 80 °C for 90 sec, placed immediately on ice, and then loaded onto a pre-run 15% TBE-urea gel (Thermo Fisher Scientific, EC68852BOX) and ran at 200 V for 1 h alongside custom 28 nt (AGCGUGUACUCCGAAGAGGAUCCAACGU) and 34 nt (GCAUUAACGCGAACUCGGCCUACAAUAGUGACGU) RNA markers. The gel was stained with 1× SYBR gold (Thermo Fisher Scientific, S11494) and imaged on a Typhoon FLA 7000. An image was printed to size to allow bands, inclusive of 28 nt and exclusive of 34 nt markers, to be cut from the gel, placed into a 1.5 ml RNA low-binding microcentrifuge tube, and crushed with a scalpel. RNA was eluted from the crushed gel pieces in 500 µl extraction buffer (300 mM NaOAc pH 5.2, 1 mM EDTA, 0.25% SDS) overnight at 16 °C at 600 rpm in a thermo-mixer. Gel pieces were filtered out with a Costar Spin-X centrifuge tube filter (0.45 μm; Scientific Laboratory Supplies Ltd, 8163) and RNA was precipitated with 2 µl glycogen and 500 µl isopropanol overnight at -20 °C.

Precipitated RNA was pelleted, washed, and dissolved in 13.5 µl RNase-free water, as above. To deplete rRNA the following was added to the 13.5 µl RNA; 5 µl hybridisation buffer (10mM Tris-HCl pH7.5, 1mM EDTA, 2 M NaCl), 1 µl RNasin Plus Ribonuclease Inhibitor (Promega N2615) and 0.5 µl biotinylated DNA oligo pool (100 μm total DNA with rRNA_depl_1 and rRNA_depl_2 at a 3:1 molar ratio compared to all other oligos), that had been denatured at 95 °C for 3 min and then placed immediately on ice. The mix was incubated for 10 min at 68 °C at 1250 rpm in a thermo- mixer and then allowed to cool slowly to room temp by turning off the thermo-mixer. rRNA was depleted with 160 µl Dynabeads MyOne Streptavidin C1 (Thermo Fisher Scientific) as per manufacturer’s instructions. The depleted non-RNA was precipitated with 2 µl glycogen and three times the volume of ethanol.

Precipitated RNA was again pelleted, washed, and dissolved in 43 µl RNase-free water, as above. RNA was heated at 80 °C for 90 sec and immediately placed on ice before undergoing 5′ phosphorylation and 3′ dephosphorylation with 1 µl T4 PNK (NEB, M0201S), 5 µl 10× PNK buffer, and 1 µl SUPERaseIn RNase Inhibitor (20 U/µl) at 37 °C for 35 min, with 5 µl 10 mM ATP added for the final 20 min. RNA was extracted with acid phenol: chloroform and isopropanol-precipitated as above.

Purified RNA was input into the Bioscientific Nextflex small RNA v3 kit (NOVA-5132-06), using the alternative step F bead clean-up, 15 PCR cycles, and gel-extraction option.

Cytoplasmic RNA samples were run on an Agilent TapeStation to check RNA integrity (RIN > 7). RNA concentration and sample purity were measured on a NanoDrop spectrophotometer. rRNA was depleted from 1 µg cytoplasmic RNA with the RiboCop v2, and sequencing libraries were prepared from the rRNA-depleted RNA with the Corall Total RNA-Seq Library Prep Kit v1 (Lexogen, 095.96) using 13 PCR cycles.

Final cytoplasmic RNA and RPF libraries were quantified on an Agilent TapeStation, with a High Sensitivity D1000 tape (Agilent), and sequenced single-end on an Illumina NextSeq500 instrument with a 75 cycles high-output kit.

### Bioinformatic processing of ribosome footprinting data

Ribosome-protected fragments (RPF) and total cytoplasmic RNA files were processed using the https://github.com/Bushell-lab/Ribo-seq GitHub package, using R v 4.3.1. Briefly, fastQC was used to quality control (QC)-check raw fastq files. Cutadapt (v 1.18) was used to remove adaptors, trim 3’ bases with Phred scores < 20, and discard reads fewer than 30 and more than 50 bases after trimming. UMI-tools (v1.0.1) [20] was used to extract unique molecular indexes (UMIs) (4 nt of random sequence at the start and end of every RPF read) from the reads and appended to the read name. Reads were aligned with BBmap (v 38.18), first to remove reads that align to either rRNA or tRNA sequences. Non-rRNA/tRNA reads were then aligned to a filtered protein-coding FASTA (see below), with only the most abundant transcript per gene (calculated from cytoplasmic RNA samples). Samtools (v 1.9) was used to sort and index the resulting BAM files and UMI tools used to deduplicated with the directional method. The number of reads with the 5’ end at each position of every transcript was then counted. Protein coding aligned read lengths peaked at 29–31 nt and lengths 28–33 were used in this analysis, which showed strong CDS enrichment and periodicity (Fig. S3A-F). The offset for each read length was determined to be 12 nt for read lengths 28–30 nt, and 13 nt for 31–33 nt. Total counts across the entire CDS, except the first 20 and last 10 codons, were summed together and used as input into DESeq2 to test for differential expression. This was carried out separately on either the RPF or cytoplasmic RNA samples to calculate log2FCs and plot PCAs (Fig. S3H, I) Gene Set Enrichment Analysis (GSEA) was carried out using R package fgsea v 1.8.0, and comparison gene sets obtained from available sources (Gene Ontology Consortium).

The paired cytoplasmic RNA samples were processed as the RPFs but with the following exceptions: UMIs were 12 nt at the start of each read only. No maximum read length was set when trimming reads with Cutadapt. Reads were aligned to a filtered protein-coding transcriptome (see below) with Bowtie2 (v 2.3.5.1) [21], using the parameters recommended for use with RSEM, which are --sensitive --dpad 0 --gbar 99,999,999 --mp 1,1 --np 1 --score-min L,0,-0.1. Gene and isoform level quantification was performed using RSEM (v 1.3.3) [22]. The isoform quantification was used to determine the most abundant transcript per gene (see below), but differential expression was measured at the gene level with DESeq2.

The gencode.vM27.pc_transcripts.fa file was downloaded from https://www.gencodegenes.org/mouse/release_M27.html and filtered to include only transcripts that had been manually annotated by HAVANA and that have a 5’UTR, a 3’UTR, a CDS equally divisible by 3, an nUG start codon, and a stop codon. All PAR_Y transcripts were also removed. The cytoplasmic RNA-seq data were then aligned to this filtered FASTA sequence and the most abundant transcript per gene was determined, based on the mean TPMs across all samples from the RSEM output. The RPF reads were then aligned to a FASTA containing only the most abundant transcript for each gene.

### Oxygen Consumption Rate

Oxygen consumption rate (OCR) was determined using the Seahorse Extracellular Flux Analyzer (Agilent) according to the manufacturer’s instructions and as described in [23]. Briefly KM cells were plated at 3 × 10^4^ cells/well in a 96-well plate, and assay medium was prepared with phenol-free DMEM. OCR was measured during stepwise injection of 1 µM oligomycin, 1 µM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP), and 1 µM rotenone/antimycin A (Sigma-Aldrich). After completion, cells were lysed and OCR was normalised to protein content determined using a Pierce bicinchoninic acid protein assay kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Basal OCRs were calculated by subtracting the average post-rotenone/antimycin A OCR value from the average initial OCR value. Differences in basal OCR between group were analysed by one-way ANOVA on GraphPad Prism v 10.0 software.

### Metabolomics

#### Cell extracts

200,000 KM cells were seeded in 2 mL medium per well in 6-well plates and 24 h later the medium was replaced with 7 mL DMEM (Thermo Fisher Scientific) supplemented with 2 mM glutamine and 10% FBS. 48 h after seeding, cells were washed three times with ice-cold PBS and incubated for 5 min at 4 °C with 600 µL of LC–MS extraction solution (20% water, 50% methanol and 30% acetonitrile). 3 technical replicates were used per condition in each of 3 independent experiments.

Extracts from extracellular media: 500,000 cells were seeded in 2 mL medium per well in 6-well plates and the medium was replaced 24 h later with 2 mL DMEM (Thermo Fisher Scientific) supplemented with 2 mM glutamine and 10% FBS. 48 h after seeding, 20 µL of the extracellular medium was extracted in 980 µL of LC–MS extraction solution (20% water, 50% methanol and 30% acetonitrile). 6 technical replicates were used per condition in each of 5 independent experiments. LC–MS metabolomics: A Q Exactive Plus Orbitrap Mass Spectrometer (Thermo Fisher Scientific) was employed coupled with an Ultimate 3000 high performance liquid chromatography (HPLC) system (Thermo Fisher Scientific). The samples were injected (5 µL) and separated on a ZIC-pHILIC column (SeQuant; 150 mm by 2.1 mm, 5 μm; Merck 521 KGaA, Darmstadt, Germany) coupled with a ZIC-pHILIC guard column (SeQuant; 20 mm by 2.1 mm) 45˚C. The chromatographic separation was performed with a resolution of 35,000 (at 200 m/z) with electrospray ionisation and polarity switching, to detect both positive and negative ions over a mass range of 75–1000 m/z. The metabolites were separated with a 15 min mobile phase gradient, which started at 80% acetonitrile / 20% ammonium carbonate (20 mM, pH 9.2), and decreased to 20% acetonitrile / 80% ammonium carbonate with a flow rate of 200 µL/min (total run time of 24.5 min).

Targeted metabolomics analysis was performed using Skyline (23.1.0.455) [24], and the peak areas of metabolites were determined by using the m/z of the singly charged ions (extracted ion chromatogram, ± 5 ppm) and the retention time from our in-house metabolite library. The data were normalised to cell counts and plotted as fold change relative to the vehicle-treated KM^NTC^ cells from each biological repeat. Differences between groups were assessed by one-way ANOVA test on GraphPad Prism 10.0 software.

## Results

### *Eif4a2* deletion delays tumour initiation in a transgenic mouse model of KRAS-driven lung adenocarcinoma

To investigate the role of eIF4A translational regulators in the genesis and progression of lung cancer, we chose a CRE-inducible autochthonous LuAd [12] mouse model driven by endogenously expressed activated KRAS (*Kras*^LSL−G12D/WT^) in combination with two copies human cMYC expressed from the *Rosa26* locus (*Rosa26*^DM.LSL−MYC/LSL−MYC^) at levels that approximate *MYC* trisomy [25], known as the “KM” model. This model has been shown to recapitulate multiple clinically relevant features of human LuAd [26] through expression of well recognised lung cancer drivers KRAS and MYC, which shows low-level amplification in over a third of all lung cancers [27] and strongly promotes ribosome biogenesis and protein translation [28–30]. Intranasal administration of Ad5-SPC-CRE leads to expression of KRAS^G12D^ and modestly upregulated MYC in ~ 5% alveolar type II cells, the most common cell of origin in LuAd (Fig. 1A). For some experiments, we also incorporated a conditional allele of near infrared fluorescent protein (iRFP) (*Hprt*^LSL−iRFP^) to allow monitoring of tumour growth in living mice [17]. Following Ad5-SPC-CRE induction, KRAS^G21D^-expressing cells entered a pre-tumorigenic phase of approximately 28 days during which increased pERK1/2 was detectable in numerous cells scattered across the lung parenchyma (Fig. S1A), but these cells had not yet commenced proliferation. Transformed cells then started to proliferate to yield tumours that were detectable (by histological staining and iRFP imaging) from approximately 50 days following Ad5-SPC-CRE administration (Fig. 1A-D; Fig. S1A). These tumours continued to grow leading to a clinical endpoint with a median survival of 116 days (Fig. 1E; Fig. S1A). Some experiments were conducted in *Kras*^LSL−G12D/WT^ mice without inclusion of the MYC alleles. In this case, LuAd development was slower, and the clinical endpoint was reached with a median survival of 206 days indicating that modest upregulation of MYC is sufficient to significantly accelerate tumorigenesis [26] (Fig. S1B).

**Fig. 1:**
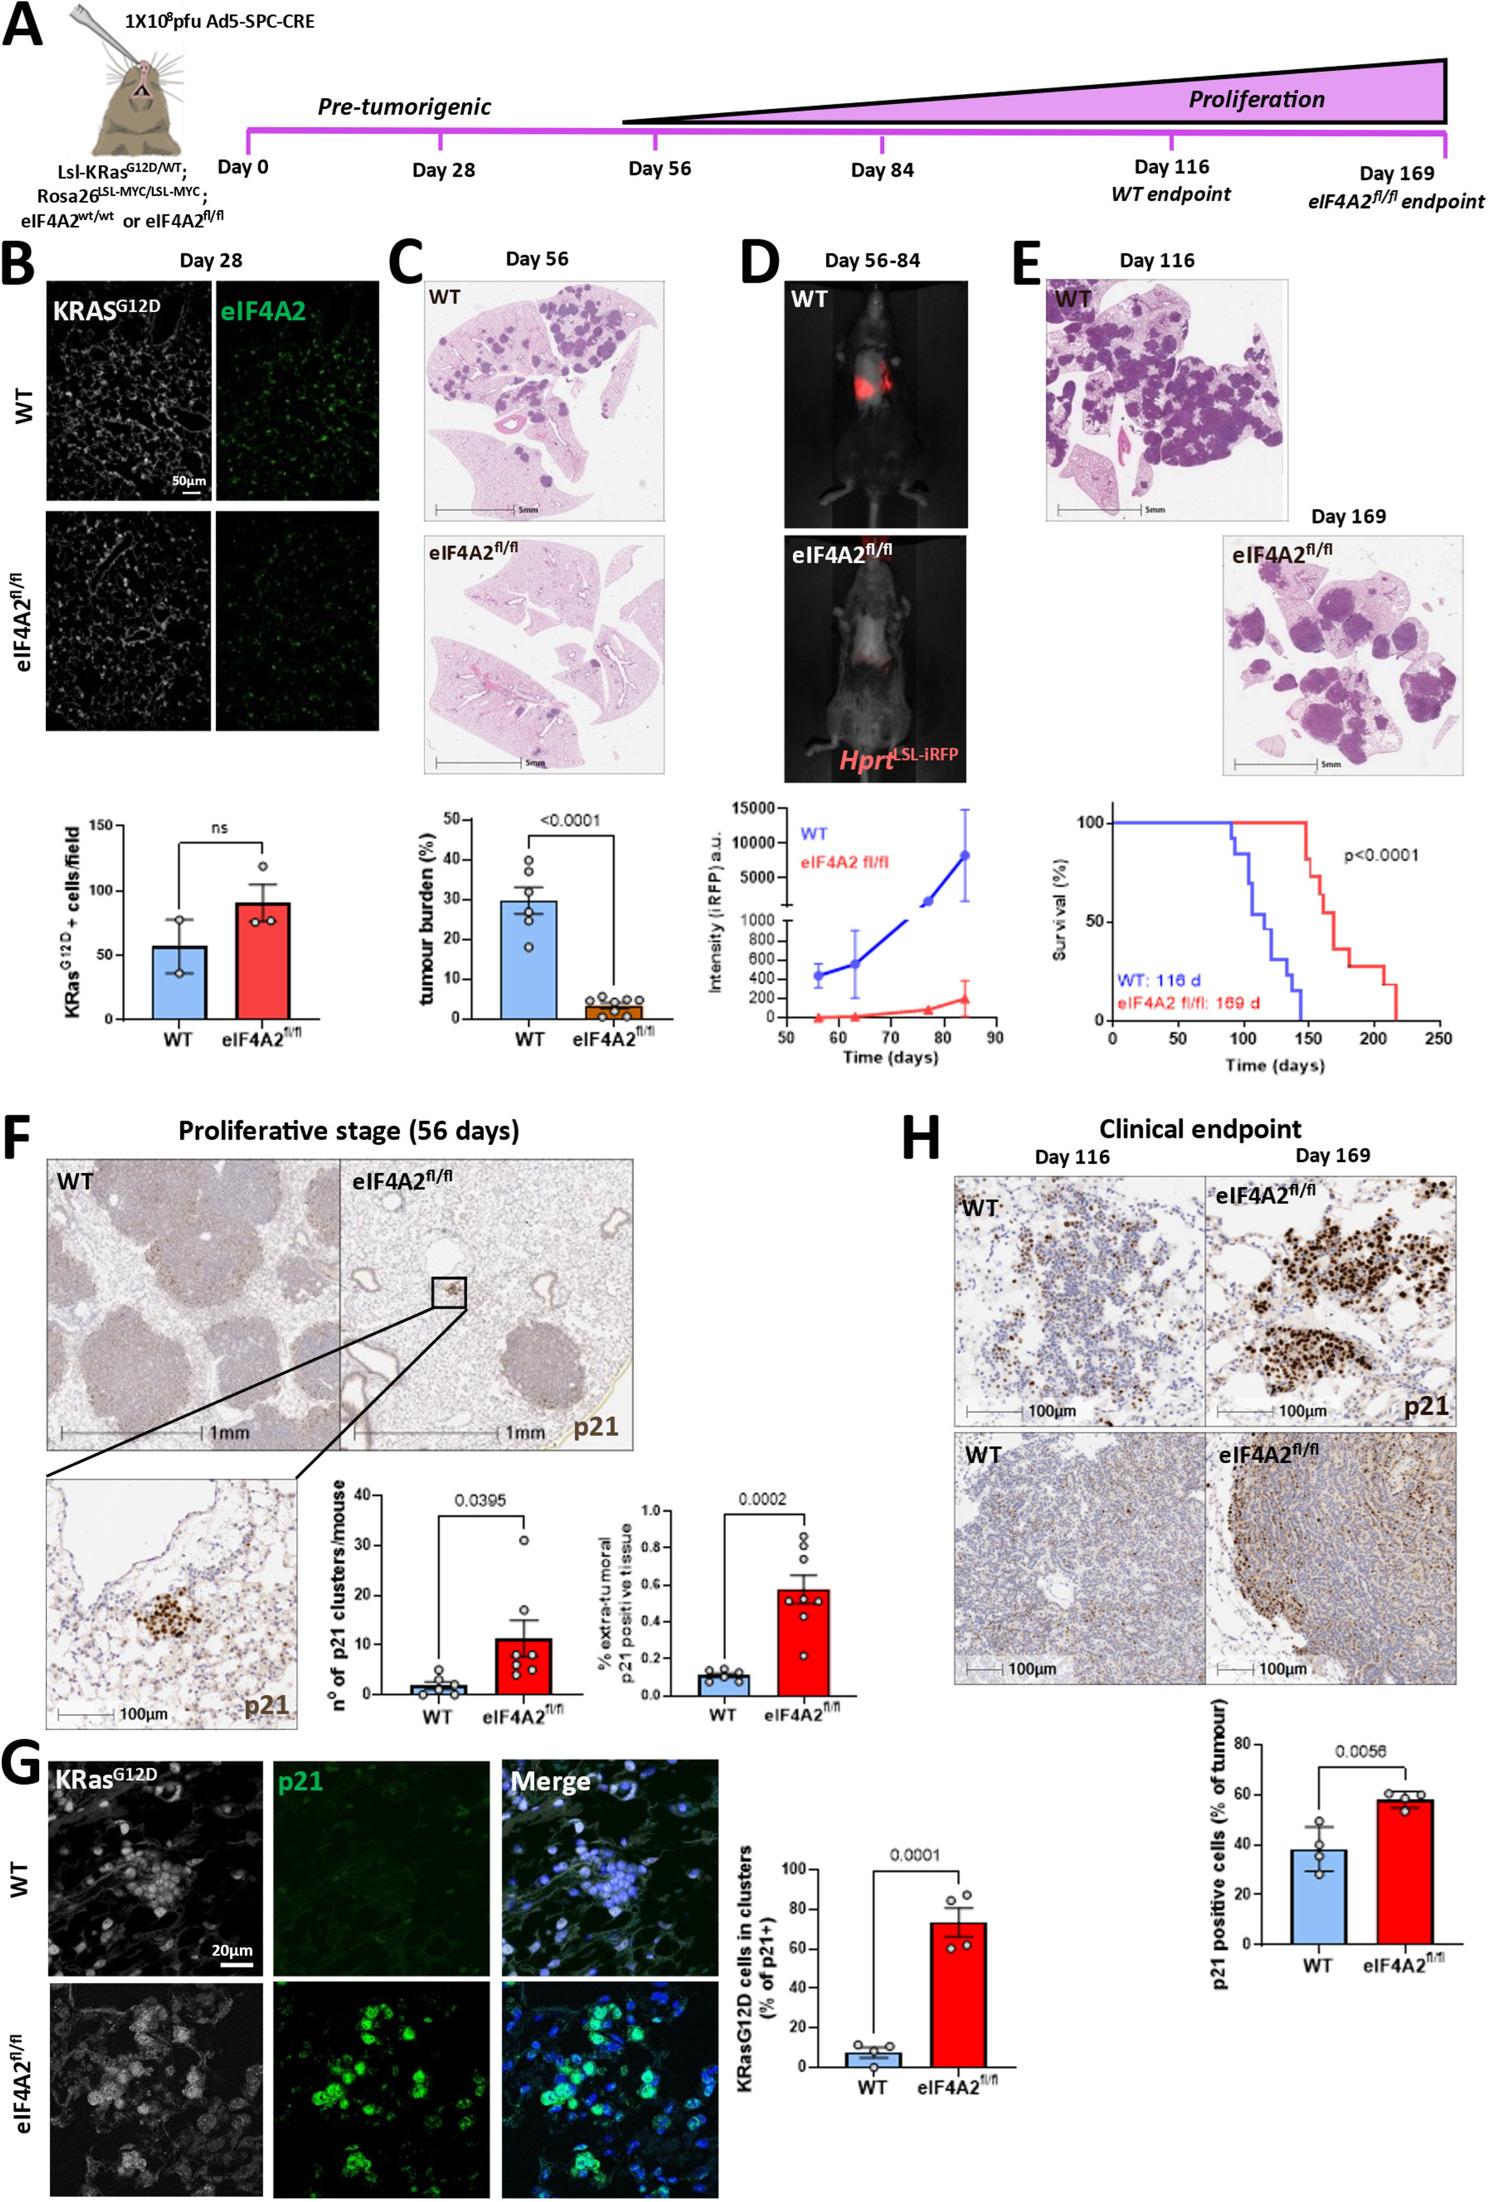
eIF4A2 deletion delays tumorigenesis of KRAS-driven lung cancer. **A**-**E** Ad5-SPC-CRE was administered intranasally to *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^ (KM) mice that were either *Eif4a2*^wt/wt^, or *Eif4a2*^fl/fl^ at a titre (1 X 10^8^ plaque forming units (pfu)/mouse) sufficient to evoke recombination in ≈5% alveolar type II cells (**A**; Day 0). Mice were sacrificed at the indicated time points (**B**, **C**) or at clinical endpoint (**E**) and lungs removed and fixed. Mutant KRAS^G12D^ and eIF4A2 were visualised using immunofluorescence (**B**) and lung tumour burden was determined by H&E staining (**C**, **E**). In **D**, Ad5-SPC-CRE was administered to *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^; *Hprt*^LSL-iRFP^; mice that were either *Eif4a2*^WT/WT^ or* Eif4a2*^fl/fl^ and lung tumour progression was monitored by whole body iRFP imaging. In (**B**,**C**) bars are mean ± SEM of N=2-8 individual mice, and statistical test is unpaired t-test. In (**D**) the graph represents mean ± SD, 2 individual mice per point. The statistical test for the Kaplan-Maier analysis in (**E**) is Logrank (Mantel-Cox) and cohort sizes were N=13 individual mice for *Eif4a2*^wt/wt^ (WT) and N=11 for *Eif4a2*^fl/fl^. (**F**-**H**) KM mice that were either *Eif4a2*^WT/WT^, or *Eif4a2*^fl/fl^ were induced with Ad5-SPC-CRE as for (**A**). Mice were sacrificed 56 days (**F**, **G**) following induction or at clinical endpoint (H) and lungs removed and fixed. p21 was visualised in the extra-tumoral regions of the lung and in lung tumours using immunohistochemistry (**F**, **H**), and *KRAS*^G12D^ and p21 were visualised using immunofluorescence (**G**). Bars are mean ± SEM of N=4 individual mice, statistical test is unpaired t-test

The eIF4A helicases, eIF4A1 and eIF4A2 are both highly expressed in lung adenocarcinoma [31]. Interestingly though, it is eIF4A2 – the eIF4A paralogue now established to act as a selective mRNA-translation repressor [6, 10] – that is most frequently amplified in LuAd, and this is associated with poorer overall patient survival (Fig. S2A, B). This suggested the possibility that an inhibitor of mRNA translation might be a driver of cancer aggressiveness and prompted us to study the role of eIF4A2 in the establishment and progression of LuAd. eIF4A2 was upregulated in KRAS^G21D^-expressing cells during the pre-tumorigenic phase (i.e. up to 28 days following Ad5-SPC-CRE administration) of LuAd (Fig. 1B; Fig. S1C). However, as tumours exited the pre-tumorigenic phase and started to grow, eIF4A2 levels declined (particularly in the more proliferative tumour periphery) while eIF4A1 expression increased (Fig. S1D, left panels and S1E). This is consistent with a role for eIF4A2 in initiation events occurring in early LuAd tumorigenesis and before transformed cells start to proliferate, whilst eIF4A1 expression is associated with growth of established tumours. To test this, we crossed KM mice with mice harbouring homozygous floxed alleles of *Eif4a2*. This led to efficient deletion of *Eif4a2* in KRAS-expressing cells when stained 28 days following Ad5-SPC-CRE administration without altering the number of transformed cells (Fig. 1B). Importantly, the ability of these KRAS-expressing tumour-initiating cells to commence proliferation and form tumours was severely retarded by *Eif4a2* deletion (Fig. 1C). Indeed, in KM*-Eif4a2*^fl/fl^ mice (named eIF4A2^fl/fl^ in the figures) tumour formation was largely undetectable using iRFP imaging approaches up to 85 days following Ad5-SPC-CRE administration (Fig. 1D). This retardation of tumour growth led to a significant extension of median survival (from 116 to 169 days); with these animals exhibiting fewer (but larger) tumours at clinical endpoint than KM*-Eif4a2*^wt/wt^ (named WT in the figures) mice (Fig. 1E). Importantly, the tumours that did grow in KM-*Eif4a2*^fl/fl^ mice did not express eIF4A2 and, therefore, were not ‘escapers’ that had evaded efficient recombination of the floxed *Eif4a2* alleles (Fig. S1D). By contrast, tumours arising in KM*-Eif4a1*^fl/fl^ mice (named eIF4A1^fl/fl^ in the figure) still exhibited eIF4A1 expression and had, therefore, originated from transformed cells that escaped recombination of the floxed *Eif4a1* allele (Fig. S1D). Finally, the ability of conditional *Eif4a2* deletion to increase survival was even more marked in the absence of MYC overexpression. Indeed, *Eif4a2* deletion extended median survival from 206 days to a value that exceeded 337 days; with 9 out of the 14 *Kras*^LSL−G12D/WT^; *Eif4a2*^fl/fl^ mice (K-eIF4A2^fl/fl^) displaying no signs of disease 375 days following Ad5-SPC-CRE administration (Fig. S1B).

Oncogene-induced senescence (OIS) is thought to suppress tumour formation by arresting proliferation in cells that have acquired potentially oncogenic mutations [32, 33]. Thus, the capacity of mutated cells to override OIS can enable tumour initiation. We hypothesised that eIF4A2, possibly by restraining mRNA translation, might influence the ability of KRAS^G12D^-expressing cells to override senescence programmes and commence proliferation. As outlined above, *Eif4a2* deletion delays transition from a non-proliferative pre-tumorigenic state to one in which there is rapid tumour growth. Whilst extensive tumour formation (≈ 30% of lung area encompassed by tumour tissue) was seen in KM-*Eif4a2*^wt/wt^ (WT) mice 56 days following KRAS/MYC activation, few tumours were present in the lungs of KM-*Eif4a2*^fl/fl^ mice at this time point (Fig. 1C). Instead, we observed clusters of KRAS^G12D^-expressing lung epithelial cells, the majority of which were positive for the senescence marker, p21 (Fig. 1F). Extra-tumoral clusters of KRAS^G12D^-expressing cells were much less frequent in KM-*Eif4a2*^wt/wt^ (WT) mice and contained fewer p21-positive cells (Fig. 1F, G). Interestingly, extra-tumoral clusters of p21-positive cells were still visible in the lungs of KM-*Eif4a2*^fl/fl^ mice at clinical endpoint, and the tumours that did grow in these animals had an increased proportion of p21-expressing cells than the corresponding ‘endpoint’ tumours in KM-*Eif4a2*^wt/wt^ mice (Fig. 1H).

### *Eif4a2* deletion evokes a senescence-like phenotype in lung tumour cells

Cellular senescence, whether evoked by oncogenes, toxic insults or replicative stress, is characterised by acquisition of phenotypic behaviours, termed ‘senescence hallmarks’, which can include: (i) exit from the cell cycle; (ii) altered nuclear morphology; (iii) expression of proteins associated with cell cycle arrest (e.g. p21 and p16); (iv) lysosomal expansion (as indicated by increased β-galactosidase activity) and; (v) acquisition of a highly secretory state characterised by expansion of biosynthetic secretory compartments and copious production of a secretome, termed the senescence-associated secretory phenotype (SASP) [34]. Acquisition of OIS is also reported to be associated with marked alterations to cellular metabolism characterised by activation of pyruvate dehydrogenase driving flux of glycolytic carbons into the Krebs cycle, increased oxidative phosphorylation (oxPHOS) and generation of reactive oxygen species (ROS) [35]. To investigate the role of eIF4A2 and the mRNA translation machinery in these cellular processes, we grew tumour cells from the lung tumours of a KM mouse. We then used CRISPR to delete *Eif4a2* from the KM cells (termed KM^4A2cr^) and generated non-targeting CRISPR control KM cells (termed KM^NTC^) (Fig. 2A, B). KM^NTC^ and KM^4A2cr^ cells grew at similar rates in culture, and both displayed clonogenic potential when adherent to plastic dishes (Fig. 2C). However, KM^4A2cr^ cells had significantly reduced ability to form spheroids when grown in low attachment conditions without serum (Fig. 2D) indicating compromised tumorigenic potential. Consistent with this, KM^4A2cr^ cells displayed several phenotypic characteristics associated with cellular senescence including: (i) upregulated expression of nuclear p21 (Fig. 2E); (ii) increased nuclear area (Fig. 2G); (iii) increased β-galactosidase activity (Fig. 2H); (iv) expansion of the Golgi apparatus (Fig. 2F); and (v) increased O_2_ consumption (indicating upregulated oxPHOS) (Fig. 2I) and ROS generation (Fig. 2J).

**Fig. 2:**
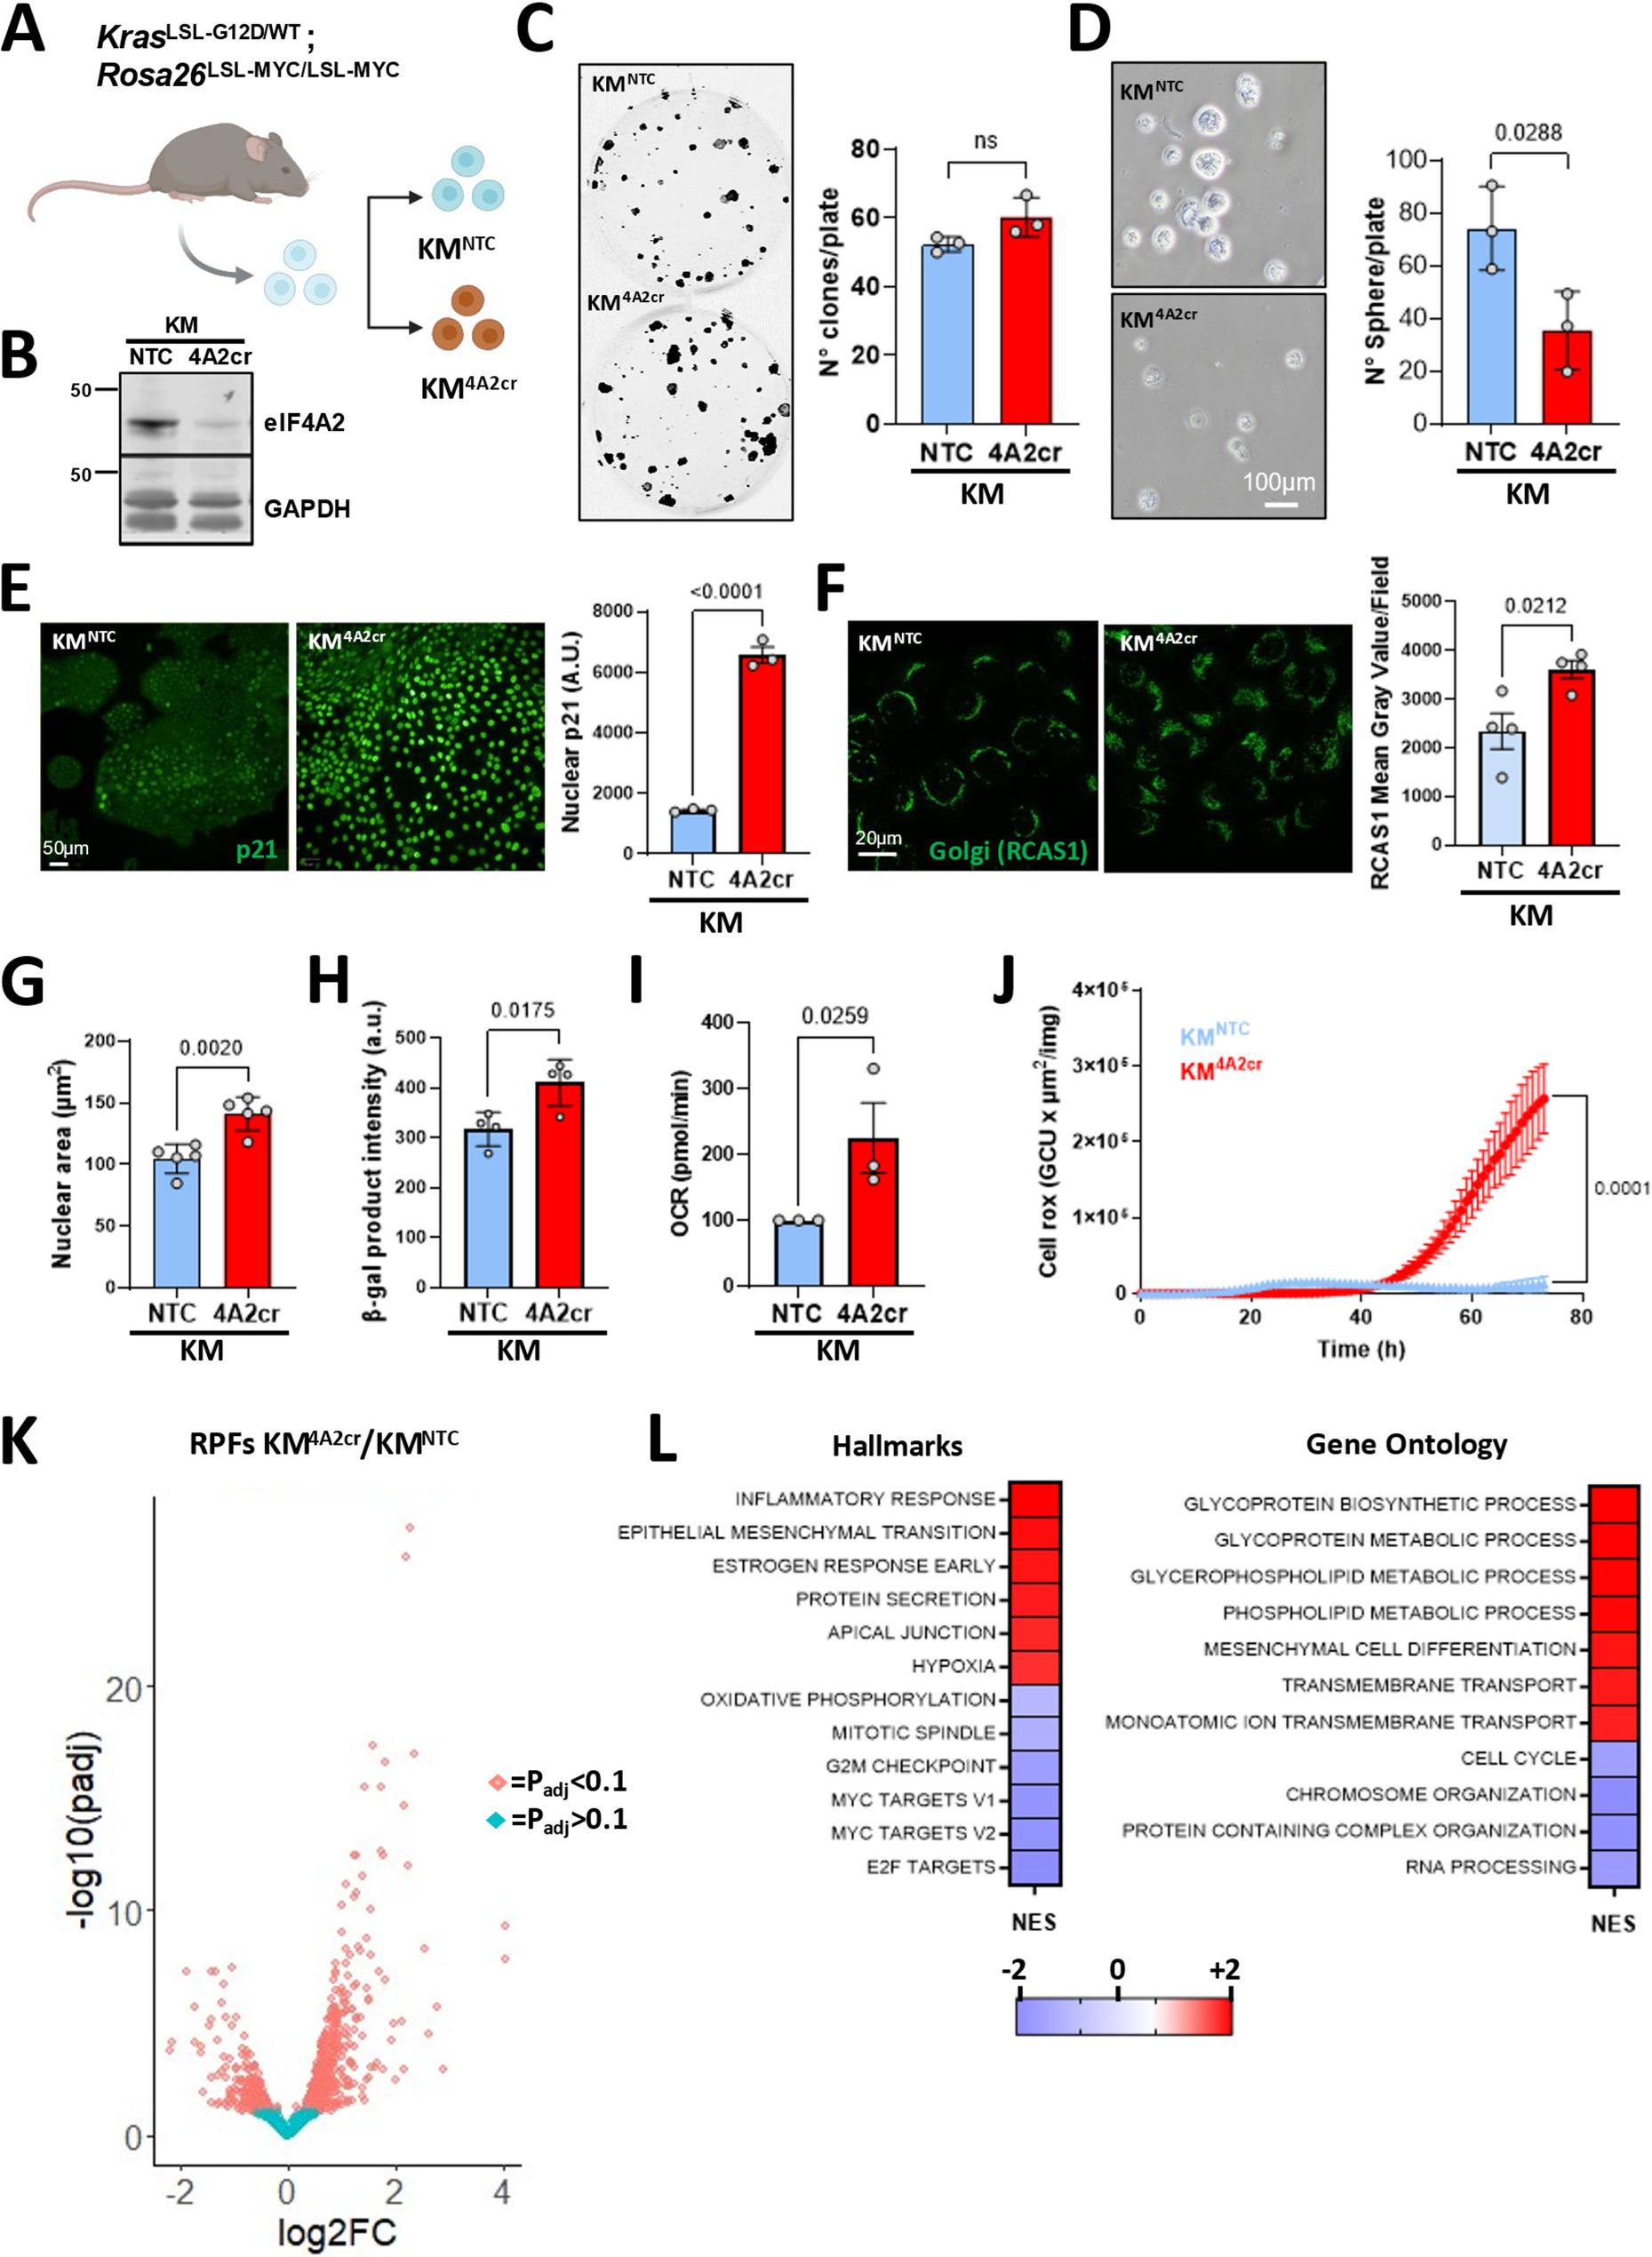
Eif4a2 deletion evokes a senescence phenotype in cells from KRAS-driven lung cancer. **A**-**B** *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^ (KM) mice were induced intranasally with Ad5-SPC-CRE. Lung tumours were resected from these mice and a cell line established from these (KM cells). KM cells were then transduced with lentiviral vectors bearing guide RNAs recognising non-targeting sequences (^NTC^) or sequences in Eif4a2 (4A2cr), and eIF4A2 expression in the resulting KM^NTC^ and KM^4A2cr^ cells was determined by Western blot using GAPDH as loading control (B). **C**, **D** KM^NTC^ or KM^4A2cr^ cells were plated at low density onto plastic dishes in serum containing medium (C) or into low adhesion wells in serum-free medium (D). The resulting number of colonies (C) and tumour spheres (D) respectively were then determined. Bars are mean ± SEM, N=3 individual experiments, statistical test is unpaired t-test. **E** - **J** KM^NTC^ or KM^4A2cr^ cells were plated onto plastic surfaces and allowed to grow for 48 hr. p21 expression (E), area of the Golgi (F; RCAS1 is a cis-Golgi marker), nuclear area (G) and β-galactosidase activity (H), were visualised and quantified using immunofluorescence. Graph bars are mean ± SEM of N=3-5 individual experiments, statistical test is unpaired t-test. Oxygen consumption rate (I; OCR) and cellular reactive oxygen species (J: CellROX) were determined using Seahorse XF analysis and the CellROX reagent respectively. Graph in I is mean ± SEM of N=3 individual experiments analysed by unpaired t-test. Graph in J is mean ± SEM of N=6 independent experiments analysed by linear regression, **K**, **L** KM^NTC^ or KM^4A2cr^ cells were grown for 48 hr on plastic dishes and lysates subjected to ribosome footprinting analysis in which the regions of mRNA which were protected from nuclease digestion by ribosome occupancy were sequenced. Volcano plot shows and increased number of ribosome-protected fragments (RPFs) in KM^4A2cr^ (positive log_2_FC values) than in KM^NTC^ (negative log_2_FC values). To reflect protein output, we have performed enrichment analysis on the RPF without normalisation to the total mRNA. The heatmap displays categories of RPFs significantly enriched (red indicates positive normalised enrichment score (NES)) or depleted (blue indicates negative NES) in KM^4A2cr^ cells categorised using the ‘Hallmarks’ (left column) and ‘gene ontology biological process’ (right column) tools. Data were obtained from N=4 individual experiments

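The RPF log2 fold changes of the called genes ran from -3.52 to 4.12, with a median size of 0.66. The genes that rose most with the same direction in all 4 pairs were scarce in KM NTC cells. *Acp5* (ENSMUSG00000001348.16), a lysosomal acid phosphatase, had 10 counts over the 4 KM NTC libraries and 149 over the KM 4A2cr libraries, or 0.256 ± 0.188 and 5.02 ± 2.55 CPM (SD, n = 4). Its log2 fold change was 4.12 (standard error 0.35, adjusted p = 0.00174 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tmem246* (ENSMUSG00000039611.3) had 13 and 178 counts and a log2 fold change of 4.03 (standard error 0.35, adjusted p = 0.00174 by edgeR), and its total RNA rose by 3.33. *Cdh16* (ENSMUSG00000031881.7), *Calcrl* (ENSMUSG00000059588.14) and *Sema6a* (ENSMUSG00000019647.17) followed with log2 fold changes of 2.85, 2.72 and 2.63. The largest fall was that of *Hcn4* (ENSMUSG00000032338.10), an ion channel, with 62 counts in KM NTC and 4 in KM 4A2cr. With 2 of the 4 KM 4A2cr libraries at 0, its fitted log2 fold change of -3.52 depends on how low counts are treated. *S100a9* (ENSMUSG00000056071.13) had a log2 fold change of -2.29, *Kdm5d* (ENSMUSG00000056673.15) one of -2.15, *Cda* (ENSMUSG00000028755.4) one of -1.95 and *Hist1h3f* (ENSMUSG00000100210.3) one of -1.90. *Kdm5d* is Y-linked and fell together with *Uty* and *Ddx3y*, and *Hist1h3f* belongs to a family of near-identical histone genes whose fragments can be exchanged. These 10 genes were chosen by a fixed rule of size.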

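A comparison with gene sets made by others used 20 mouse Reactome sets that correspond to categories of the heatmap, tested on the same RPF fold changes with fgsea. Past an adjusted p of 0.05 over the 20 sets, 10 were enriched and 6 depleted in KM 4A2cr cells. Glycosaminoglycan metabolism had the highest NES, 2.34 (adjusted p = 2.5e-08, 55 of 68 genes above 0), and extracellular matrix organisation followed with 1.87 (adjusted p = 9.3e-05, 81 of 118). Ion channel transport, transport to the Golgi and N-linked glycosylation had NES of 1.78, 1.77 and 1.77 (adjusted p = 0.00135, 0.00462 and 0.00135). The set for membrane trafficking did not rise, with an NES of 0.65 (adjusted p = 0.992, 58 of 123) and a median log2 fold change of -0.03. Transmembrane transport of small molecules had an NES of 1.75 (adjusted p = 1.5e-05, 165 of 249) and phospholipid metabolism one of 1.53 (adjusted p = 0.0118, 63 of 103). Cytokine signalling in the immune system had an NES of 1.35 (adjusted p = 0.0450, 91 of 151), which was 1.31 (adjusted p = 0.0676) without the replicate block and had an adjusted p of 0.188 by camera. The set of chemokine receptor ligands had an NES of -1.35 (adjusted p = 0.155, 5 of 12). Cell cycle was depleted with an NES of -2.36 (adjusted p = 5.1e-21, 125 of 443 above 0), as were chromosome maintenance with -2.30 (adjusted p = 2.7e-06) and processing of capped intron-containing pre-mRNA with -1.78 (adjusted p = 0.000233). The lowest NES, -2.74 (adjusted p = 8.1e-11), was that of the set for the senescence-associated secretory phenotype, of whose 50 tested genes 39 are also in the cell cycle set and 0 in the list of secreted inflammatory factors. Respiratory electron transport had an NES of -0.67 (adjusted p = 0.992). Of the enriched sets, only transport to the Golgi and cytokine signalling had a median above 0 in pair 4 (0.12 and 0.10). The others lay below 0 there, with the lowest median, -0.41, in O-linked glycosylation, against 0.52 to 0.60 in pairs 1 to 3.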

Ribosome footprinting determines the positions of ribosomes on mRNAs at the whole-genome level and can provide a quantitative indication of which mRNAs are being occupied by ribosomes and are therefore more likely to be translated [36]. Hence, we used ribosome footprinting to characterise how deletion of *Eif4a2* influences the mRNA translation landscapes of KM cells. 

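Ribosome footprints and cytoplasmic RNA were sequenced from KM NTC and KM 4A2cr cells, which both derive from the lung tumours of 1 male KM mouse. The KM 4A2cr line is a pool of clones that carry a CRISPR guide against the coding region of *Eif4a2*, and KM NTC carries a non-targeting guide. RNase I was used to digest mRNA that no ribosome covers, and the ribosome-protected fragments (RPFs) were sequenced together with intact cytoplasmic RNA (total RNA) from the same lysates. Each cell line had 4 replicates, collected on different days, which gave 8 RPF and 8 total RNA libraries. The replicates are repeat cultures of the same 2 lines. Their SDs and p-values thus measure the spread between cultures, and not between independently made knockout lines. A lasting difference between the lines passes such tests alike, whether it came from the loss of *Eif4a2* or from the choice of clones. The authors collapsed PCR duplicates by their unique molecular indexes, aligned the RPF reads to the most abundant transcript of each gene and summed the fragments over the coding sequence without its ends. The deposited RPF values are these counts. For total RNA, the authors deposited expected counts per isoform from RSEM, which were summed per gene here and rounded to whole numbers. RPF libraries held between 5703271 and 9621848 counts in KM NTC (median 7716891) and between 4512403 and 8515151 in KM 4A2cr (median 7462697.5). Total RNA libraries held between 5580726 and 9312622 counts in KM NTC (median 6908360) and between 5350919 and 7213596 in KM 4A2cr (median 5986020.5). The lowest total within each cell line and kind of library was in replicate 4. Of the 15235 transcripts with RPF counts, each belonged to a different gene. Genes with few counts were removed by edgeR's filterByExpr, library sizes were adjusted by TMM, and the cell lines were compared with edgeR's quasi-likelihood test with the replicate number as a block. Such a block removes what is shared by the 2 cell lines on a given day. RPFs and total RNA were tested separately, as in the paper, at the Benjamini-Hochberg adjusted p-value of 0.1 used in Fig. 2K. Libraries of the same replicate number deviated alike from their cell line means, with correlations across genes from 0.575 to 0.782 for RPFs and from 0.611 to 0.756 for total RNA. On simulated counts with the spread of these libraries and 200 genes changed by a log2 fold change of 1, the test with the block recovered 89.8% of the changed RPF genes tested and 92.4% of those in total RNA. The test without the block recovered none of them.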

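*Eif4a2* (ENSMUSG00000022884.17), the targeted gene, had 177 ± 142 RPF CPM (counts scaled to library size, TMM-normalised; SD, n = 4) in KM NTC and 140.0 ± 138 in KM 4A2cr cells. Within each pair the KM 4A2cr value was lower, at 0.522, 0.724, 0.749 and 0.889 of its KM NTC partner in replicates 1 to 4. The log2 fold change in RPFs was -0.49 (standard error 0.15, adjusted p = 0.0941 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). A 2-sided exact sign-flip test of the 4 pairs gave p = 0.125, the smallest p that 4 pairs allow, and an exact permutation test that ignores the pairs gave p = 0.457. In total RNA the log2 fold change was -0.18 (standard error 0.13, adjusted p = 0.504 by the same edgeR test), with 308 ± 145 CPM in KM NTC and 273 ± 132 in KM 4A2cr. The large SDs come from replicate 4, where *Eif4a2* stood at 388.7 and 345.7 RPF CPM in the KM NTC and KM 4A2cr libraries, against 97.7 to 122 and 51.0 to 88.4 in the other replicates. Without replicate 4 the RPF log2 fold change was -0.60 (adjusted p = 0.00304 by edgeR), and with each of the others left out it lay between -0.50 and -0.35 and did not pass the threshold. Over all alternatives its adjusted p ranged from 0.00304 to 0.998. The counts do not show whether the reading frame of a transcript is intact, so they carry no measure of eIF4A2 protein. The paper assessed the protein by Western blot (Fig. 2B) and pooled 4 clones that were negative for it. Fragments of the paralogue *Eif4a1* (ENSMUSG00000059796.17) could be counted on *Eif4a2* where their sequences match. The *Eif4a2* count equalled 5.03% to 6.85% of the *Eif4a1* count in RPF replicates 1 to 3 of KM 4A2cr and 50.2% in replicate 4. *Eif4a1* itself was lower in KM 4A2cr RPFs in 4 of 4 pairs and did not pass the threshold, with a log2 fold change of -0.26 (standard error 0.12, adjusted p = 0.230 by edgeR). With library size only it passed, at -0.38 (adjusted p = 0.0689 by edgeR), and over the alternatives its adjusted p ranged from 0.0689 to 0.998.

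**Figure D1:**
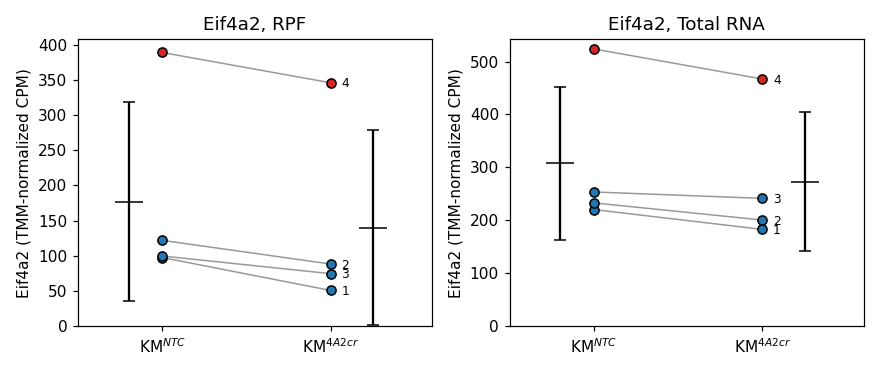
TMM-normalised CPM of *Eif4a2* (linear vertical axis) in RPF (left) and total RNA (right) libraries of KM NTC and KM 4A2cr cells. Points are single libraries numbered by replicate and joined within a pair, replicate 4 is red, and bars are mean ± SD (n = 4). The KM 4A2cr point lies below its partner in all 4 pairs of both panels.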

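Among 10291 genes tested in RPFs, 1062 passed the adjusted p-value of 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 679 were higher and 383 lower in KM 4A2cr than in KM NTC cells. All 4 replicate pairs showed the direction of the call for 624 of the higher and 378 of the lower genes. In total RNA, 667 of 10880 genes passed, with 473 higher and 194 lower. Higher genes thus made up 63.9% of the calls in RPFs and 70.9% in total RNA. Over all tested genes, called or not, 48.9% had a log2 fold change above 0 in RPFs and 51.6% in total RNA. The balance of higher and lower calls moved with the scaling of the libraries. With upper-quartile factors, 534 RPF genes were higher and 464 lower (53.5% higher), as were 325 and 216 genes in total RNA (60.1%). Scaling by library size alone shifted the median log2 fold change of all genes by -0.13 in RPFs and -0.16 in total RNA. It gave 482 higher and 1137 lower RPF genes (29.8% higher) and 262 higher and 868 lower genes in total RNA (23.2%). Counts scaled within a library give the change of a gene relative to the other genes, and carry no measure of the total footprints or RNA in a cell. Without the replicate block, 0 genes passed in either kind of library, while 365 RPF genes and 362 total RNA genes had an unadjusted p under 0.05. Leaving out replicate 4 raised the RPF calls to 3469 and the total RNA calls to 3260, and leaving out replicate 3 lowered them to 32 and 63. On chromosome 2 of the GRCm38.p6 annotation lay 85 of the 383 lower RPF genes (22.2%), against 8.09% of the genes tested.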

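Machinery for entry into the ER and transport through the Golgi was followed with a hand-written list of 91 genes (translocon, signal peptidase, oligosaccharyltransferase, COPI and COPII coats, cargo receptors and golgins), in place of the gene sets of Fig. 2L and S3K. Of its 89 members tested in RPFs, 71 were above 0 in KM 4A2cr relative to KM NTC, with a median log2 fold change of 0.24. Their normalised enrichment score (NES) from fgsea was 2.05 (adjusted p = 4.2e-06 over 9 lists). In total RNA, 74 of 89 members were above 0 and the NES was 2.17 (adjusted p = 7.5e-08). Single members passing the adjusted p-value of 0.1 by edgeR over all RPF genes numbered 12 higher and 2 lower, and 25 higher and 3 lower when adjusted over the list alone. The member with the smallest p, *Kdelr3* (ENSMUSG00000010830.9), an ER retention receptor, had an RPF log2 fold change of 1.08 (standard error 0.13, adjusted p = 0.00453 by edgeR, higher in 4 of 4 pairs). It was followed by the golgin *Golga4* (ENSMUSG00000038708.11) at 0.76 (standard error 0.15, adjusted p = 0.0253 by edgeR) and the cargo receptor *Tmed2* (ENSMUSG00000029390.14) at 0.62 (standard error 0.13, adjusted p = 0.0287 by edgeR), both also higher in 4 of 4 pairs. The median of the list by replicate pair was 0.52, 0.31, 0.25 and 0.04 in pairs 1 to 4. When the test took account of the correlation between genes over the replicates (fry), the adjusted p was 0.0612 in RPFs and 0.0702 in total RNA, against the threshold of 0.05 set for lists. Over the alternatives the adjusted p ranged from 1.5e-07 to 0.0612 in RPFs and from 2.8e-08 to 0.0702 in total RNA.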

KM^4A2cr^ cells exhibited a net increase both in ribosome occupancy and in total mRNA levels (Fig. 2K; Fig. S3J), which is consistent with eIF4A2 being a component of the Ccr4-NOT complex which plays an established role in repressing both translation and mRNA stability [10, 11] Enrichment analysis of both the total and the ribosome-occupied mRNAs indicated that secretory and transmembrane proteins, particularly those associated with post-translational processing in the ER and Golgi are more likely to be translated upon *Eif4a2* deletion (Fig. 2L, S3K). Indeed, *Eif4a2* deletion drove significant increases in the normalised enrichment score for categories of mRNAs encoding proteins involved in synthesis and processing of secretory glycoproteins and secreted components of the inflammatory response. Conversely, mRNAs encoding proteins driving cell cycle progression are amongst the (smaller) cohort of genes whose ribosome occupancy was decreased following *Eif4a2* deletion. These data are consistent with our view that eIF4A2 contributes to suppression of senescence-like features by restraining expression of proteins responsible for secretome production and promoting translation of mRNAs encoding cell cycle regulators.

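A list of 104 genes of glycoprotein synthesis, covering dolichol-linked assembly, N-glycan trimming and branching, O-glycosylation, sugar nucleotide supply and proteoglycan linkers, had an NES of 2.23 in RPFs (fgsea, adjusted p = 5.6e-08 over 9 lists). Of 95 members tested, 82 were above 0, 21 were higher and 0 lower past the adjusted p-value of 0.1 by edgeR over all genes, and 32 were higher and 2 lower when adjusted over the list alone. The median member had a log2 fold change of 0.32. In total RNA the NES was 2.41 (adjusted p = 2.1e-11), with 90 of 99 members above 0. *Mgat4b* (ENSMUSG00000036620.15), which adds a branch to N-glycans, rose from 32.4 ± 15.2 to 69.4 ± 28.4 RPF CPM (SD, n = 4), a log2 fold change of 1.13 (standard error 0.12, adjusted p = 0.00351 by edgeR). The fucosyltransferase *Fut8* (ENSMUSG00000021065.17) rose from 79.3 ± 23.1 to 182 ± 62.2 CPM (log2 fold change 1.20, standard error 0.16, adjusted p = 0.00846 by edgeR), and *Pofut2* (ENSMUSG00000020260.10) from 42.1 ± 26.0 to 78.2 ± 32.8 CPM (0.98, standard error 0.15, adjusted p = 0.0118 by edgeR). Each of these genes was higher in 4 of 4 pairs in both kinds of library. The list as a whole was not, with RPF medians of 0.63, 0.46 and 0.42 in pairs 1 to 3 and -0.23 in pair 4, and its adjusted p by fry was 0.308 in RPFs and 0.230 in total RNA. These were the highest over the alternatives, whose lowest were 7.9e-13 and 2.9e-16.

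Secreted inflammatory factors, a list of 100 cytokines, chemokines, growth factors, proteases and their inhibitors, had 51 members with enough RPF counts for a test. Of these, 25 were above 0, and the NES was -1.42 (fgsea, adjusted p = 0.0493), below 0 and close to the threshold. Adjusted over the list alone, 9 members were higher and 10 lower, and over all genes 5 were higher and 4 lower. *Il1a* (ENSMUSG00000027399.2) fell from 37.3 ± 8.48 to 16.0 ± 5.49 RPF CPM (log2 fold change -1.24, standard error 0.15, adjusted p = 0.00453 by edgeR, lower in 4 of 4 pairs). *Thbs1* (ENSMUSG00000040152.9) had a log2 fold change of -0.74 (standard error 0.19, adjusted p = 0.0679 by edgeR) and *Cxcl3* (ENSMUSG00000029379.11) one of -1.25 (standard error 0.34, adjusted p = 0.0712 by edgeR). Neither *Thbs1* nor *Cxcl3* passed without replicate 2 or without replicate 3. The value of *Cxcl3* was -0.80 without replicate 3 and -1.71 without replicate 1. *Il1a* and *Thbs1* lie on chromosome 2 in the GRCm38.p6 annotation, whose genes had a median RPF log2 fold change of -0.21. Replicates decided the sign, since the median of the list was 0.52, 0.21, -0.16 and -0.52 in RPF pairs 1 to 4 and the NES without replicate 4 was 1.18 (adjusted p = 0.253). In total RNA the NES was -1.49 (adjusted p = 0.0214) with all replicates and 1.28 (adjusted p = 0.154) without replicate 4. Over the alternatives the adjusted p ranged from 0.000146 to 0.907 in RPFs and from 0.000273 to 0.964 in total RNA.

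**Figure D2:**
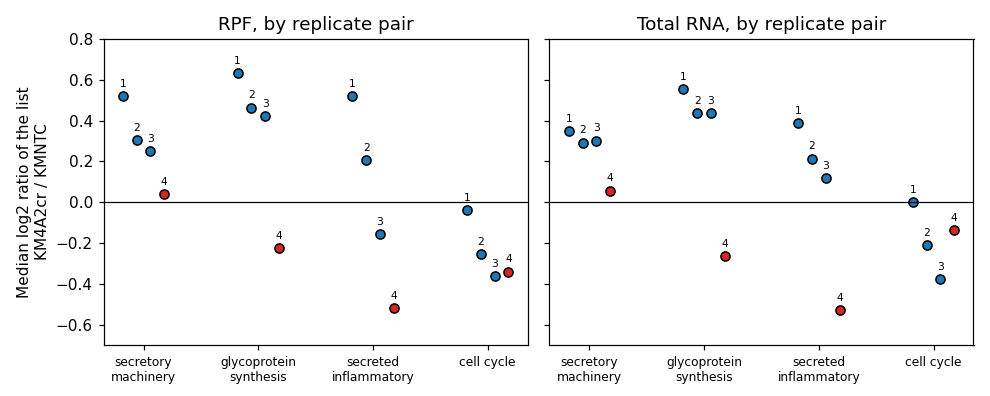
Median log2 ratio of KM 4A2cr over KM NTC across the tested members of 4 gene lists, within each replicate pair, in RPFs (left) and total RNA (right). Each point is 1 replicate pair, labelled by its number, with replicate 4 in red and the line at 0 marking no difference. The glycoprotein and inflammatory lists lie below 0 in pair 4 of both panels.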

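A list of 149 genes of DNA replication and mitosis was depleted in the RPFs of KM 4A2cr cells, with an NES of -2.48 (fgsea, adjusted p = 1.4e-12 over 9 lists) and a median log2 fold change of -0.23. All 149 were tested and 28 were above 0. Past the adjusted p-value of 0.1 by edgeR, 17 members were lower and 0 higher over all genes, and 21 were lower and 1 higher when adjusted over the list alone. *Cdc20* (ENSMUSG00000006398.16), an activator of the anaphase-promoting complex, fell from 43.3 ± 17.3 to 23.7 ± 9.83 RPF CPM (SD, n = 4), a log2 fold change of -0.87 (standard error 0.15, adjusted p = 0.0185 by edgeR). Separase, *Espl1* (ENSMUSG00000058290.5), had a log2 fold change of -0.77 (standard error 0.14, adjusted p = 0.0224 by edgeR) and cyclin B1, *Ccnb1* (ENSMUSG00000041431.17), one of -0.67 (standard error 0.13, adjusted p = 0.0243 by edgeR). The 3 genes were lower in 4 of 4 RPF pairs, and in total RNA their log2 fold changes of -0.40, -0.37 and -0.38 did not pass the threshold (adjusted p = 0.226, 0.319 and 0.127 by edgeR). Medians of the list in RPF pairs 1 to 4 were -0.04, -0.26, -0.36 and -0.34. In total RNA the NES was -2.44 (adjusted p = 3.7e-12), with 33 of 148 members above 0. By fry the adjusted p was 0.107 in RPFs and 0.230 in total RNA, the highest over the alternatives, whose lowest were 5.5e-18 and 2.1e-16. The NES stayed between -2.78 and -2.24 in RPFs with each replicate left out in turn.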

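Translational efficiency, the change in RPFs beyond the change in total RNA of the same gene, was tested as an interaction term in 1 edgeR model over the 16 libraries. Of 9989 genes, 287 passed the adjusted p-value of 0.1, with 187 higher (65.2%) and 100 lower in KM 4A2cr than in KM NTC cells. Of all tested genes, called or not, 47.4% had a log2 fold change above 0. DESeq2 with the same terms called 102 higher and 34 lower, scaling by library size alone 105 higher and 28 lower (78.9% higher), and the model without the replicate block 0, with 506 genes at an unadjusted p under 0.05. Without replicate 4 the test called 800 genes, and without replicate 1 it called 15. Simulated log2 fold changes of 1 in translational efficiency were recovered for 60.1% of the changed genes. Of 1032 genes called in RPFs and tested here, 995 (96.4%) had the same sign in total RNA and 104 (10.1%) were also called for translational efficiency. The count of shared signs includes genes that did not pass the threshold in total RNA. The largest rise among called genes with the same direction in all pairs was that of *Pcdhga2* (ENSMUSG00000103332.2), with a log2 fold change of 1.63 (standard error 0.32, adjusted p = 0.0146 by edgeR), although it shares its last exons with the other genes of its cluster. Next came *Cldn9* (ENSMUSG00000066720.8) at 1.15 and *Ror1* (ENSMUSG00000035305.6) at 1.09. The largest falls were those of *Rusc1* (ENSMUSG00000041263.15) at -1.66, *Myh10* (ENSMUSG00000020900.16) at -1.60 and *Nlrc3* (ENSMUSG00000049871.15) at -1.59. Such values can come from total RNA. The log2 fold changes in RPFs and total RNA were 0.35 and 1.93 for *Myh10* and -0.16 and -1.22 for *Ror1*. For *Pcdhga2* they were 2.07 and 0.40, and for *Nlrc3* -1.63 and 0.03. *Cldn9* (0.43 and -0.65) and *Rusc1* (-0.87 and 0.82) had opposite signs. *Rusc1* had only 60 RPF counts in KM NTC and 27 in KM 4A2cr. Tested on translational efficiency in the same way, a choice made after the RPF and total RNA lists had been seen, the secretory machinery list had an NES of 0.59 (fgsea, adjusted p = 0.998) and the glycoprotein list one of 1.05 (adjusted p = 0.646). The cell cycle list had an NES of -1.39 (adjusted p = 0.0722). Among CCR4-NOT subunits, *Cnot6* (ENSMUSG00000020362.14) passed the threshold, with a log2 fold change of 0.54 (standard error 0.13, adjusted p = 0.0534 by edgeR). The paper sets the net increase in ribosome occupancy and total mRNA beside the place of eIF4A2 in the Ccr4-NOT complex, which represses both translation and mRNA stability. The paper starts from the enrichment of secretory mRNAs and the lower occupancy of cell cycle mRNAs. It proposes that eIF4A2 restrains the expression of proteins that make the secretome and promotes the translation of cell cycle regulators. In its view both contribute to the suppression of senescence-like features. The paper's RPF enrichment was not normalised to total RNA. In translational efficiency here, the secretory machinery, glycoprotein and cell cycle lists did not pass the threshold of 0.05. A change of these lists beyond their total RNA was thus not shown.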

### eIF4A2 influences cellular metabolism via mRNA translation-dependent and -independent routes

Protein synthesis is thought to put significant demands on the cell’s energy metabolism and ATP-generating capacity [37, 38], suggesting that the increased mRNA translation of secretory proteins caused by *Eif4a2* deletion may contribute to increased energetic expenditure in KM^4A2cr^ cells. We, therefore, used liquid chromatography-mass spectrometry (LC-MS) to determine the consequences of deleting *Eif4a2* on the metabolic landscape of KM cells. Firstly, we measured exchange of key metabolic fuels/metabolites between the cells and the surrounding medium. *Eif4a2* deletion significantly elevated uptake of glucose, glutamine and pyruvate, and increased lactate release and O_2_ consumption (Fig. 3A, B), indicating that *Eif4a2* deletion elevates flux through glycolysis and increases oxPHOS. To determine which of these events were driven by the energetic demands of increased protein synthesis occurring following *Eif4a2* deletion, we treated KM^NTC^ and KM^4A2cr^ cells with drugs established to reduce mRNA translation initiation. Rapamycin, a drug with well-established pharmacokinetics and capacity to target the TORC1-4EBP1 and TORC1-S6K axes (and thus oppose mRNA translation) in vivo and in vitro, significantly opposed the ability of *Eif4a2* deletion to increase pyruvate uptake and O_2_ consumption but altered neither glucose and glutamine uptake nor lactate release (Fig. 3A, B). Moreover, eFT226, a potent and selective inhibitor of eIF4A paralogues [39], significantly opposed the ability of *Eif4a2* deletion to increase O_2_ consumption (Fig. 3B). These data suggested that mRNA translational programmes that are restrained by eIF4A2 require the activation of oxidative metabolism in cancer cells, presumably to cope with the energetic needs of secretory and transmembrane protein synthesis. We then conducted a more in-depth screen to characterise altered intracellular metabolite levels following *Eif4a2* deletion, and to identify which of these changes are reversed by rapamycin addition. This indicated that *Eif4a2* deletion suppressed levels of sugars (including glucose-6-phosphate, fructose-1,6-bisphosphate and glyceraldehyde-3-phosphate) in the proximal part of glycolysis, but significantly increased components of the pentose-phosphate pathway (PPP), the feed from glycolysis into the Krebs cycle (pyruvate and acetyl-CoA) and Krebs cycle metabolites themselves (Fig. S4A). Importantly, compounds downstream of the PPP, many of which are players in nucleotide synthesis and salvage, are some of the most significantly upregulated metabolites following *Eif4a2* deletion (Fig. S5). Indeed, we highlight that *Eif4a2* deleted cells exhibit > 10-fold increase in hypoxanthine with no corresponding alteration in the levels of xanthine and urate, indicating a hugely increased potential for nucleotide salvage and/or a shutdown of nucleotide catabolism (Fig. S5A). Importantly, very few of the alterations to intracellular metabolite levels driven by *Eif4a2* deletion were significantly reversed by addition of rapamycin. Taken together, these data suggest that eIF4A2-coordinately restrains both translation of secretory mRNAs and the activity of metabolic pathways involved with ATP generation through oxPHOS and nucleotide synthesis/salvage. However, because enhancement of oxPHOS in eIF4A2-deleted cells is particularly strongly reversed by rapamycin or eFT226 addition, this suggests that metabolism leading to ATP-generation is closely linked to translation of mRNAs encoding secretory proteins.

**Fig. 3:**
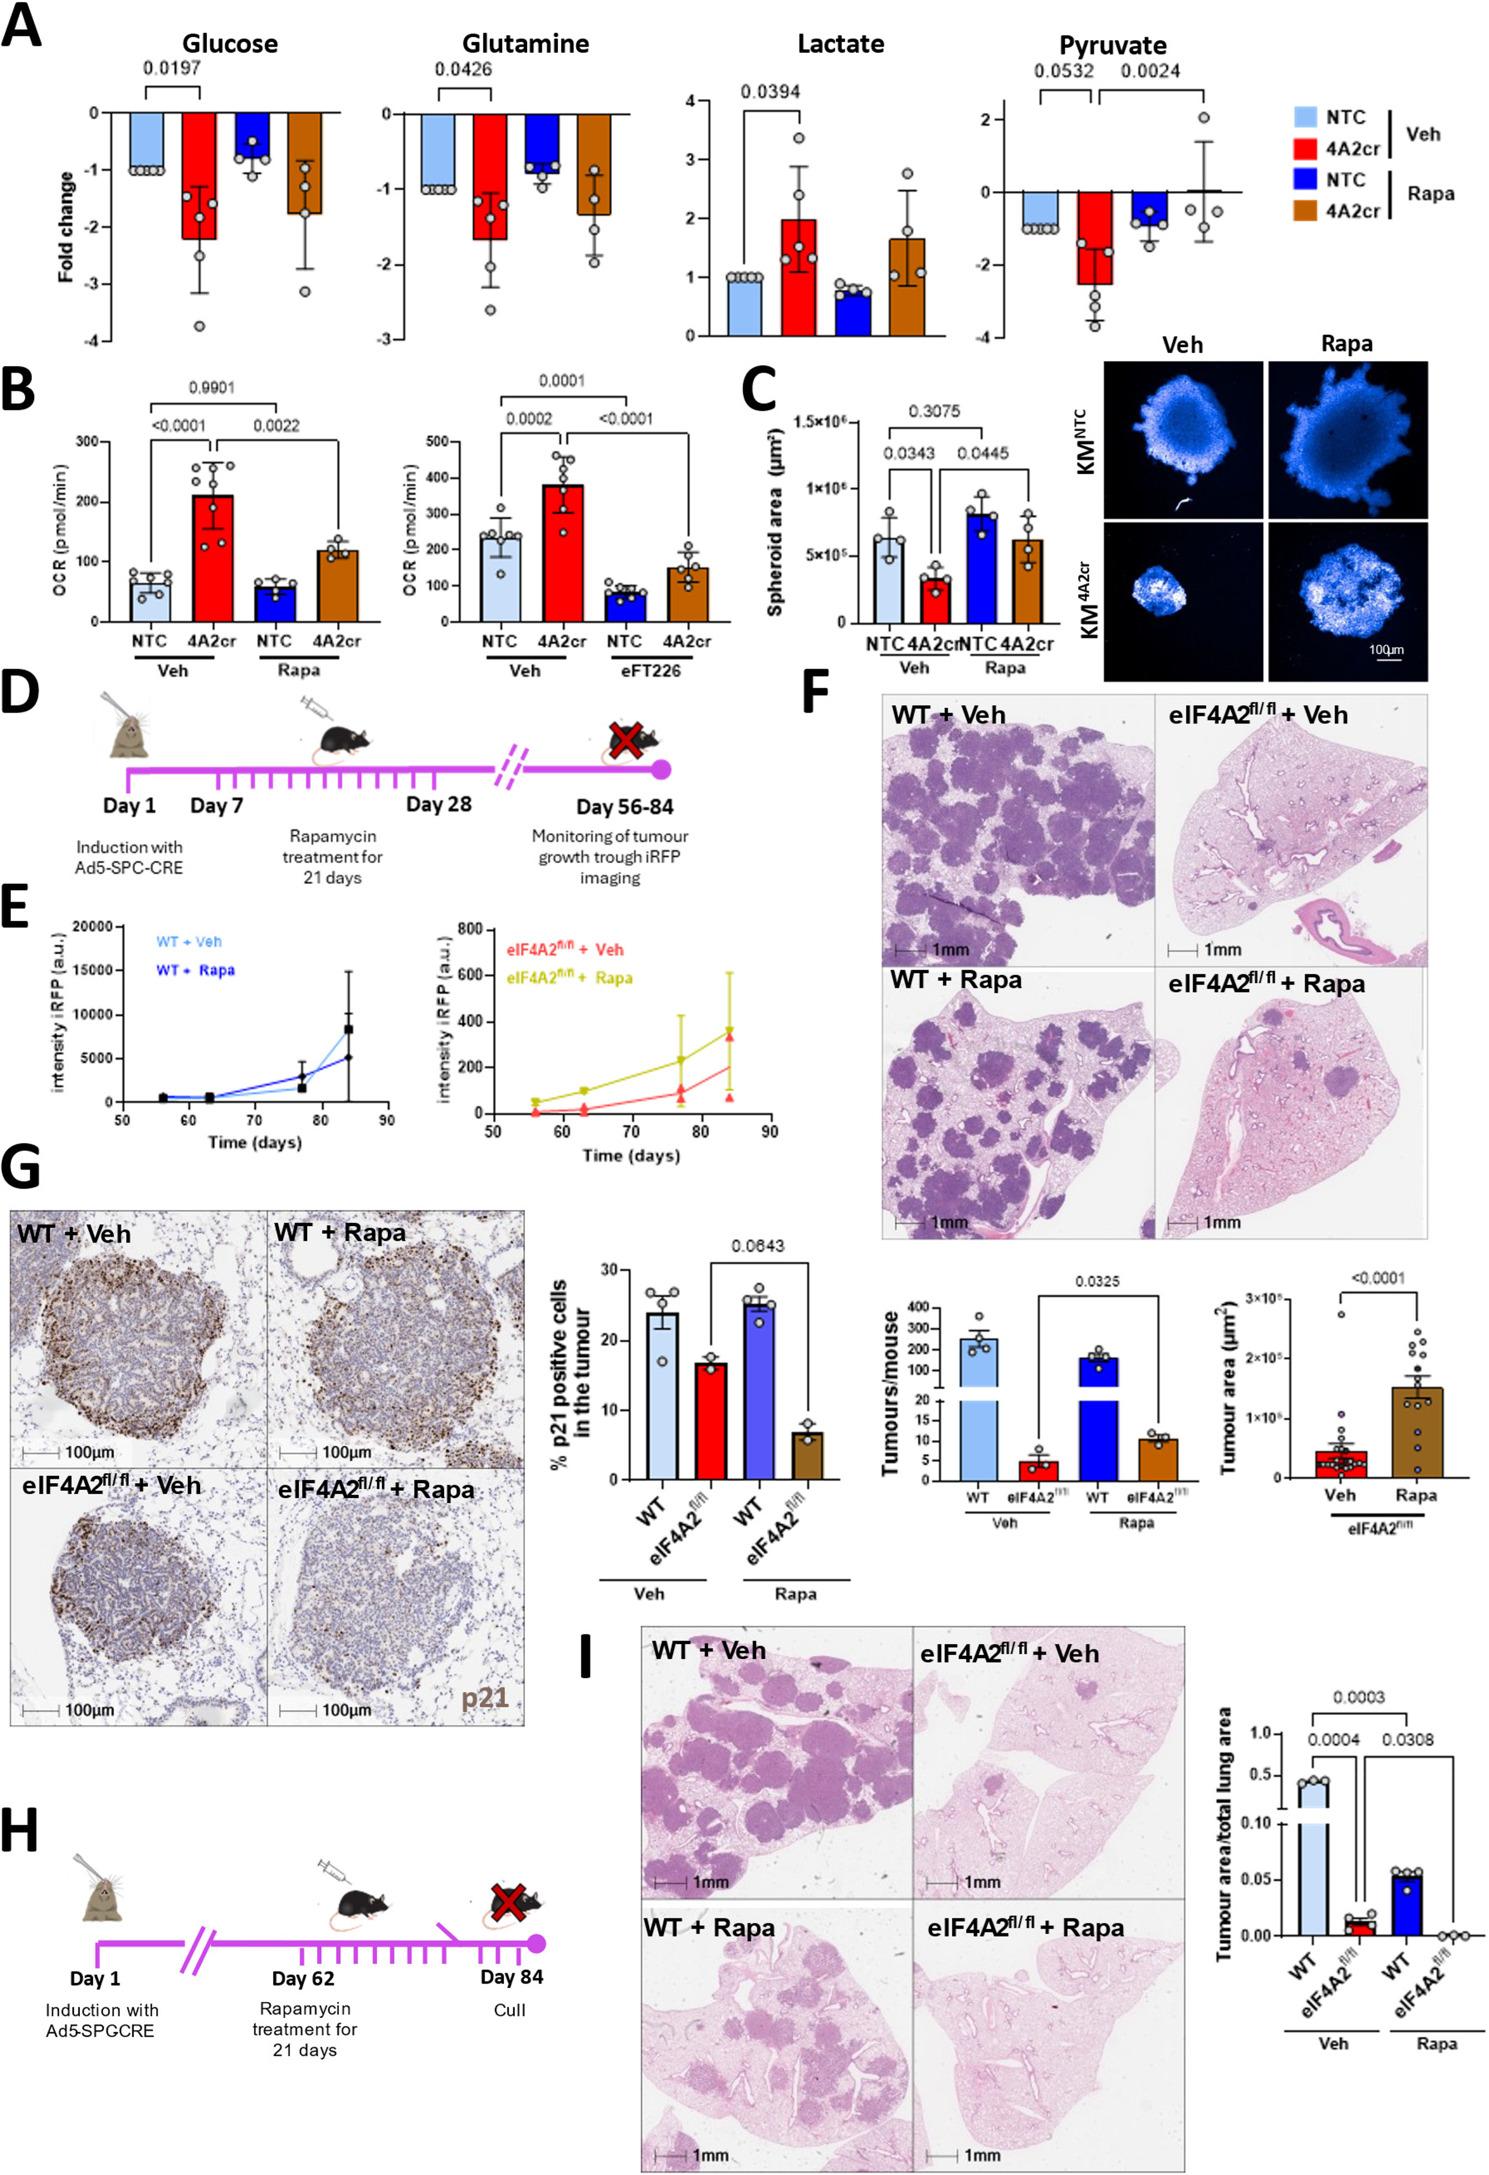
Rapamycin administration rescues increased pyruvate uptake and oxygen consumption and restores tumour growth in Eif4a2-deleted lung cancer. **A** KM^NTC^ or KM^4A2cr^ cells were plated onto six-well dishes and allowed to adhere overnight. Adherent cells were incubated at 37°C for 24 hr in the presence and absence of rapamycin (1 μM) or vehicle control (Veh.), medium was then aspirated, and levels of the indicated metabolites in the conditioned medium were determined using LC-MS-based metabolomics. Data are expressed as the fold-change difference between metabolite peak areas detected in cell-conditioned medium and those in medium incubated at 37°C in the absence of cells (normalised to KM^NTC^ cells). Thus, positive and negative values indicate production/release and consumption respectively during the 24 hr period. Bars are mean ± SEM, N>4 individual experiments analysed by one-way ANOVA. **B** KM^NTC^ or KM^4A2cr^ cells were allowed to adhere overnight and then treated with rapamycin (1 μM), eFT226 (1 μM) or vehicle control (Veh.) as indicated for 1 hr. The oxygen consumption rate (OCR) was then determined using Seahorse XF analysis. Bars are mean ± SD, n=7 (Veh.), n=4 (Rapa.) and n=7 (eFT226) technical replicates. Graphs are representative of 3 individual experiments. **C** KM^NTC^ or KM^4A2cr^ cells were cultured as spheroids in medium without serum, stained for DAPI and the spheroid projected area was calculated. Bars are mean ± SEM, N=3-5 individual experiments, statistical test is one-way ANOVA. **D**-**I** KRAS^LSL-G12D/WT^; Rosa26^LSL-MYC/LSL-MYC^ (KM) mice that were either *Eif4a2*^wt/wt^, or *Eif4a2* ^fl/fl^ were induced with Ad5-SPC-CRE as for figure 1A. Rapamycin (10mg/kg) or vehicle control was administered daily (by i.p. injection) for a 3-week period from either 7 (**D**) or 62 (**H**) days following Ad5-SPC-CRE administration. Mice were sacrificed 84 days following Ad5-SPC-CRE administration, and lungs were removed and fixed (**F**, **G**, **I**). In (**E**), KM mice carrying *Hprt*^LSL-iRFP^ allele in combination with either *Eif4a2*^wt/wt^ or *Eif4a2*^fl/fl^ were used, rapamycin administered as for (**D**) and monitoring was by whole body iRFP imaging. Graph represents mean ± SD of 2 individual mice per condition analysed by linear regression. Lung tumour burden was determined by H&E staining (**F**, **I**) and p21 visualised and quantified using immunohistochemistry (**G**). Bars are mean ± SEM, each dot represents an individual mouse, statistical test is one-way ANOVA. In the right graph of (**F**), bars are mean ± SEM of individual tumours (represented by dots) from N=3 mice per group (each mouse’s tumours are colour-coded in the graph), statistical test is unpaired t-test

### Rapamycin administration allows senescence exit and restores tumour growth to *Eif4a2* knockout LuAd

We have previously reported that *Eif4a2* deletion in oncogene-expressing hepatocytes delays liver tumorigenesis. This is because the aberrantly elevated mRNA translation in these cells upregulates trafficking of integrins to lysosomes, which in turn, reduces extracellular matrix (ECM) deposition. Importantly, this delay to liver tumorigenesis is obviated by administration of rapamycin to reduce mRNA translation and restore ECM deposition following oncogene-activation [6]. We, therefore, hypothesised that the increased oxidative metabolism (pyruvate and O_2_ consumption) evoked by *Eif4a2* deletion in lung epithelial cells might constitute a metabolic stress that helps to maintain OIS, and that translation inhibitors might alleviate this stress to restore tumour growth. We first tested this hypothesis by growing KM^NTC^ and KM^4A2cr^ cells as spheroids in hanging-drops of nutrient-restricted medium. CRISPR-mediated disruption of *Eif4a2* significantly reduced the ability of spheroids to grow in hanging-drop culture (Fig. 3C), in much the same way as we reported for growth on low-adherence plates (Fig. 2D). Importantly, the size of spheroids formed by KM^4A2cr^ cells in hanging-drop cultures was significantly increased by addition of rapamycin (Fig. 3C), suggesting that inhibition of mRNA translation may suppress acquisition of OIS through reduced metabolic stress. To determine whether rapamycin treatment might also suppress OIS and promote tumour progression in vivo, we treated *Hprt*^LSL−iRFP^ positive KM mice that were either *Eif4a2*^wt/wt^ (WT) or *Eif4a2*^fl/fl^ with rapamycin (by daily intra-peritoneal injection) 7 days following Ad5-SPC-CRE administration and maintained this treatment for 21 days (Fig. 3D). This protocol was designed to reduce the increased mRNA translation, that we hypothesise to be maintaining senescence, occurring up to 28 days following oncogene activation, but then to subsequently allow protein synthesis for tumour growth. We monitored tumour growth by iRFP imaging between 56 and 84 days following Ad5-SPC-CRE administration, then sacrificed the animals to assess tumour burden and p21 status. Our results indicate that rapamycin treatment partially restored growth to *Eif4a2* knockout tumours (Fig. 3E) leading to a significantly increased number and burden of tumours in KM*-Eif4a2*^fl/fl^ mice (Fig. 3F) and reduced expression of p21 (indicating senescence exit) (Fig. 3G) when assessed 84 days following Ad5-SPC-CRE administration. We also conducted experiments in which we treated mice with rapamycin between 62 and 84 days following Ad5-SPC-CRE administration; a time window after tumours have exited their non-proliferative/senescent-like phase (Fig. 3H). This indicated that rapamycin can restrict tumour growth, as would be expected for an agent that reduces protein synthesis, when administered once tumours have commenced proliferation (Fig. 3I).

Taken together, these data indicate that inhibition of mRNA translation, when enacted following oncogene activation but prior to establishment of a proliferative phenotype, facilitates escape from OIS and promotes tumorigenesis.

### *Eif4a2* knockout tumours upregulate MAP-kinase signalling to evade OIS

Analysis of lungs of KM*- Eif4a2*^fl/fl^ mice at clinical endpoint indicates that, despite a minority (≈ 10%) of ‘escaper’ tumours (in which recombination of the floxed alleles was incomplete and eIF4A2 expression was detectable), genuinely eIF4A2-negative tumours (Fig. S6A) were able to progress, but with a significant delay of 50–60 days. Once they reached the proliferative stage, eIF4A2 deficient tumours grew at a comparable rate than their eIF4A2-expressing counterparts (Fig. S6B, C) and, unlike tumours from WT mice, were strongly Ki67-positive at clinical endpoint (Fig. S6D). Coupling multiplex imaging with spatial transcriptomics enabled comparison of gene expression profiles of pan cytokeratin (pan CK)-positive endpoint tumours which were either eIF4A2-positive or negative and thus provided insight into how tumours circumnavigate the senescence-like state evoked by *Eif4a2* deletion and acquire the ability to proliferate (Fig. 4A). Profiling of *Eif4a2* deficient tumours indicated a more aggressive behaviour compared with their *Eif4a2*^wt/wt^ (WT) counterparts, showing upregulation of proliferative and pro-survival pathways like JAK-STAT, mTORC1 and KRAS, together with increases in TGFβ signalling and markers of EMT (Fig. 4B). Furthermore, *Eif4a2* deleted tumours displayed signatures consistent with increased metabolism (glycolysis) and dysregulated synthesis of secretory proteins (unfolded protein response) consistent with what we have described previously in KM^4A2cr^ cells. To further substantiate these observations, we resected lungs from KM-*Eif4a2*^wt/wt^ (WT) and KM-*Eif4a2*^fl/fl^ mice at clinical endpoint and grew cells from multiple tumours in culture (Fig. 4C). The resulting cell lines (termed KM^A2+/+^ and KM^A2−/−^ cells) recapitulated the aggressiveness of endpoint tumours. Indeed, KM^A2−/−^ cells showed increased growth in colony formation and spheroid formation assays (Fig. S7A, B) despite maintaining some senescent features including p21 expression and ROS production (Fig. S7C, D). We used these cells to assess signalling downstream of KRAS by Western blotting and observed that KM^A2−/−^ cells exhibited marked upregulation of pERK1/2, indicating that the upregulated ‘KRAS signalling’ observed in *Eif4a2* knockout tumours was manifested as a substantial increase in MAP-kinase activity (Fig. 4D). We then confirmed that phospho-ERK levels were also elevated in KM-*Eif4a2*^fl/fl^ mice during all stages of tumour development (Fig. S6E). Conversely, phosphorylation of AKT1, an indicator of increased PI-3 kinase signalling (which can also occur downstream of KRAS) was strongly suppressed in KM^A2−/−^ cells (Fig. 4D). Furthermore, KM^A2−/−^ cells exhibited increased phosphorylation of the ER-stress sensor, PERK and its downstream effector ATF4, indicating activation of the unfolded protein response as also identified in the spatial transcriptomic analysis of endpoint tumours (Fig. S7E).

The BRAF-specific inhibitor, vemurafenib, is established to drive ‘paradoxical’ MAP-kinase activation in tumour cells lacking BRAF mutations by promoting association of CRAF with KRAS [40]. Consistently, vemurafenib increased levels of active MAP-kinases in both KM^NTC^ and KM^4A2cr^ cells, particularly the latter (Fig. 4E). We exploited this property of vemurafenib to determine whether upregulated MAP-kinase activity might form part of the mechanism enabling *Eif4a2*-deleted cells to avoid OIS and growth arrest in spheroid culture. Vemurafenib blunted the increased nuclear area and β-galactosidase activity observed in *Eif4a2*-deleted cells, but did not influence other indicators of senescence, such as p21 expression and Golgi expansion (Fig. S7F). Importantly, vemurafenib opposed the ability of *Eif4a2*-deletion to suppress spheroid growth on low-adherence plates (Fig. 4F). These results suggest that OIS bypass and the acquisition of tumourigenic potential in eIF4A2 knockout tumours may be driven by MAP-kinase activation.

Taken together, these observations indicate that KRAS-driven tumours adapt to loss of eIF4A2 by upregulating MAP-kinase and downregulating PI-3-kinase signalling, and that this is sufficient to escape senescence and commence tumour growth. To determine whether reduced levels of eIF4A2 might predicate a similar signalling switch in lung cancer patients we used publicly available data from TCGA [13, 14] and the Lattice-A cohort of human lung cancer samples [15]. RNAseq data extracted from c-Bioportal showed that *Eif4a2* expression correlates positively with *PI3K* and negatively with *ERK1* in a cohort of 1053 lung cancer patients (Fig. S6F). We then interrogated the Lattice-A tissue microarray using a multiplex imaging approach and observed that relative activities of MAP-kinase and PI-3 kinase read-outs (phospho-ERK1/2/phospho-AKT ratio) inversely correlated with increasing levels of eIF4A2 (but not eIF4A1), indicating that human NSCLC with low eIF4A2 expression exhibits increased dependency on MAP-kinase signalling (Fig. 4G, H).

**Fig. 4:**
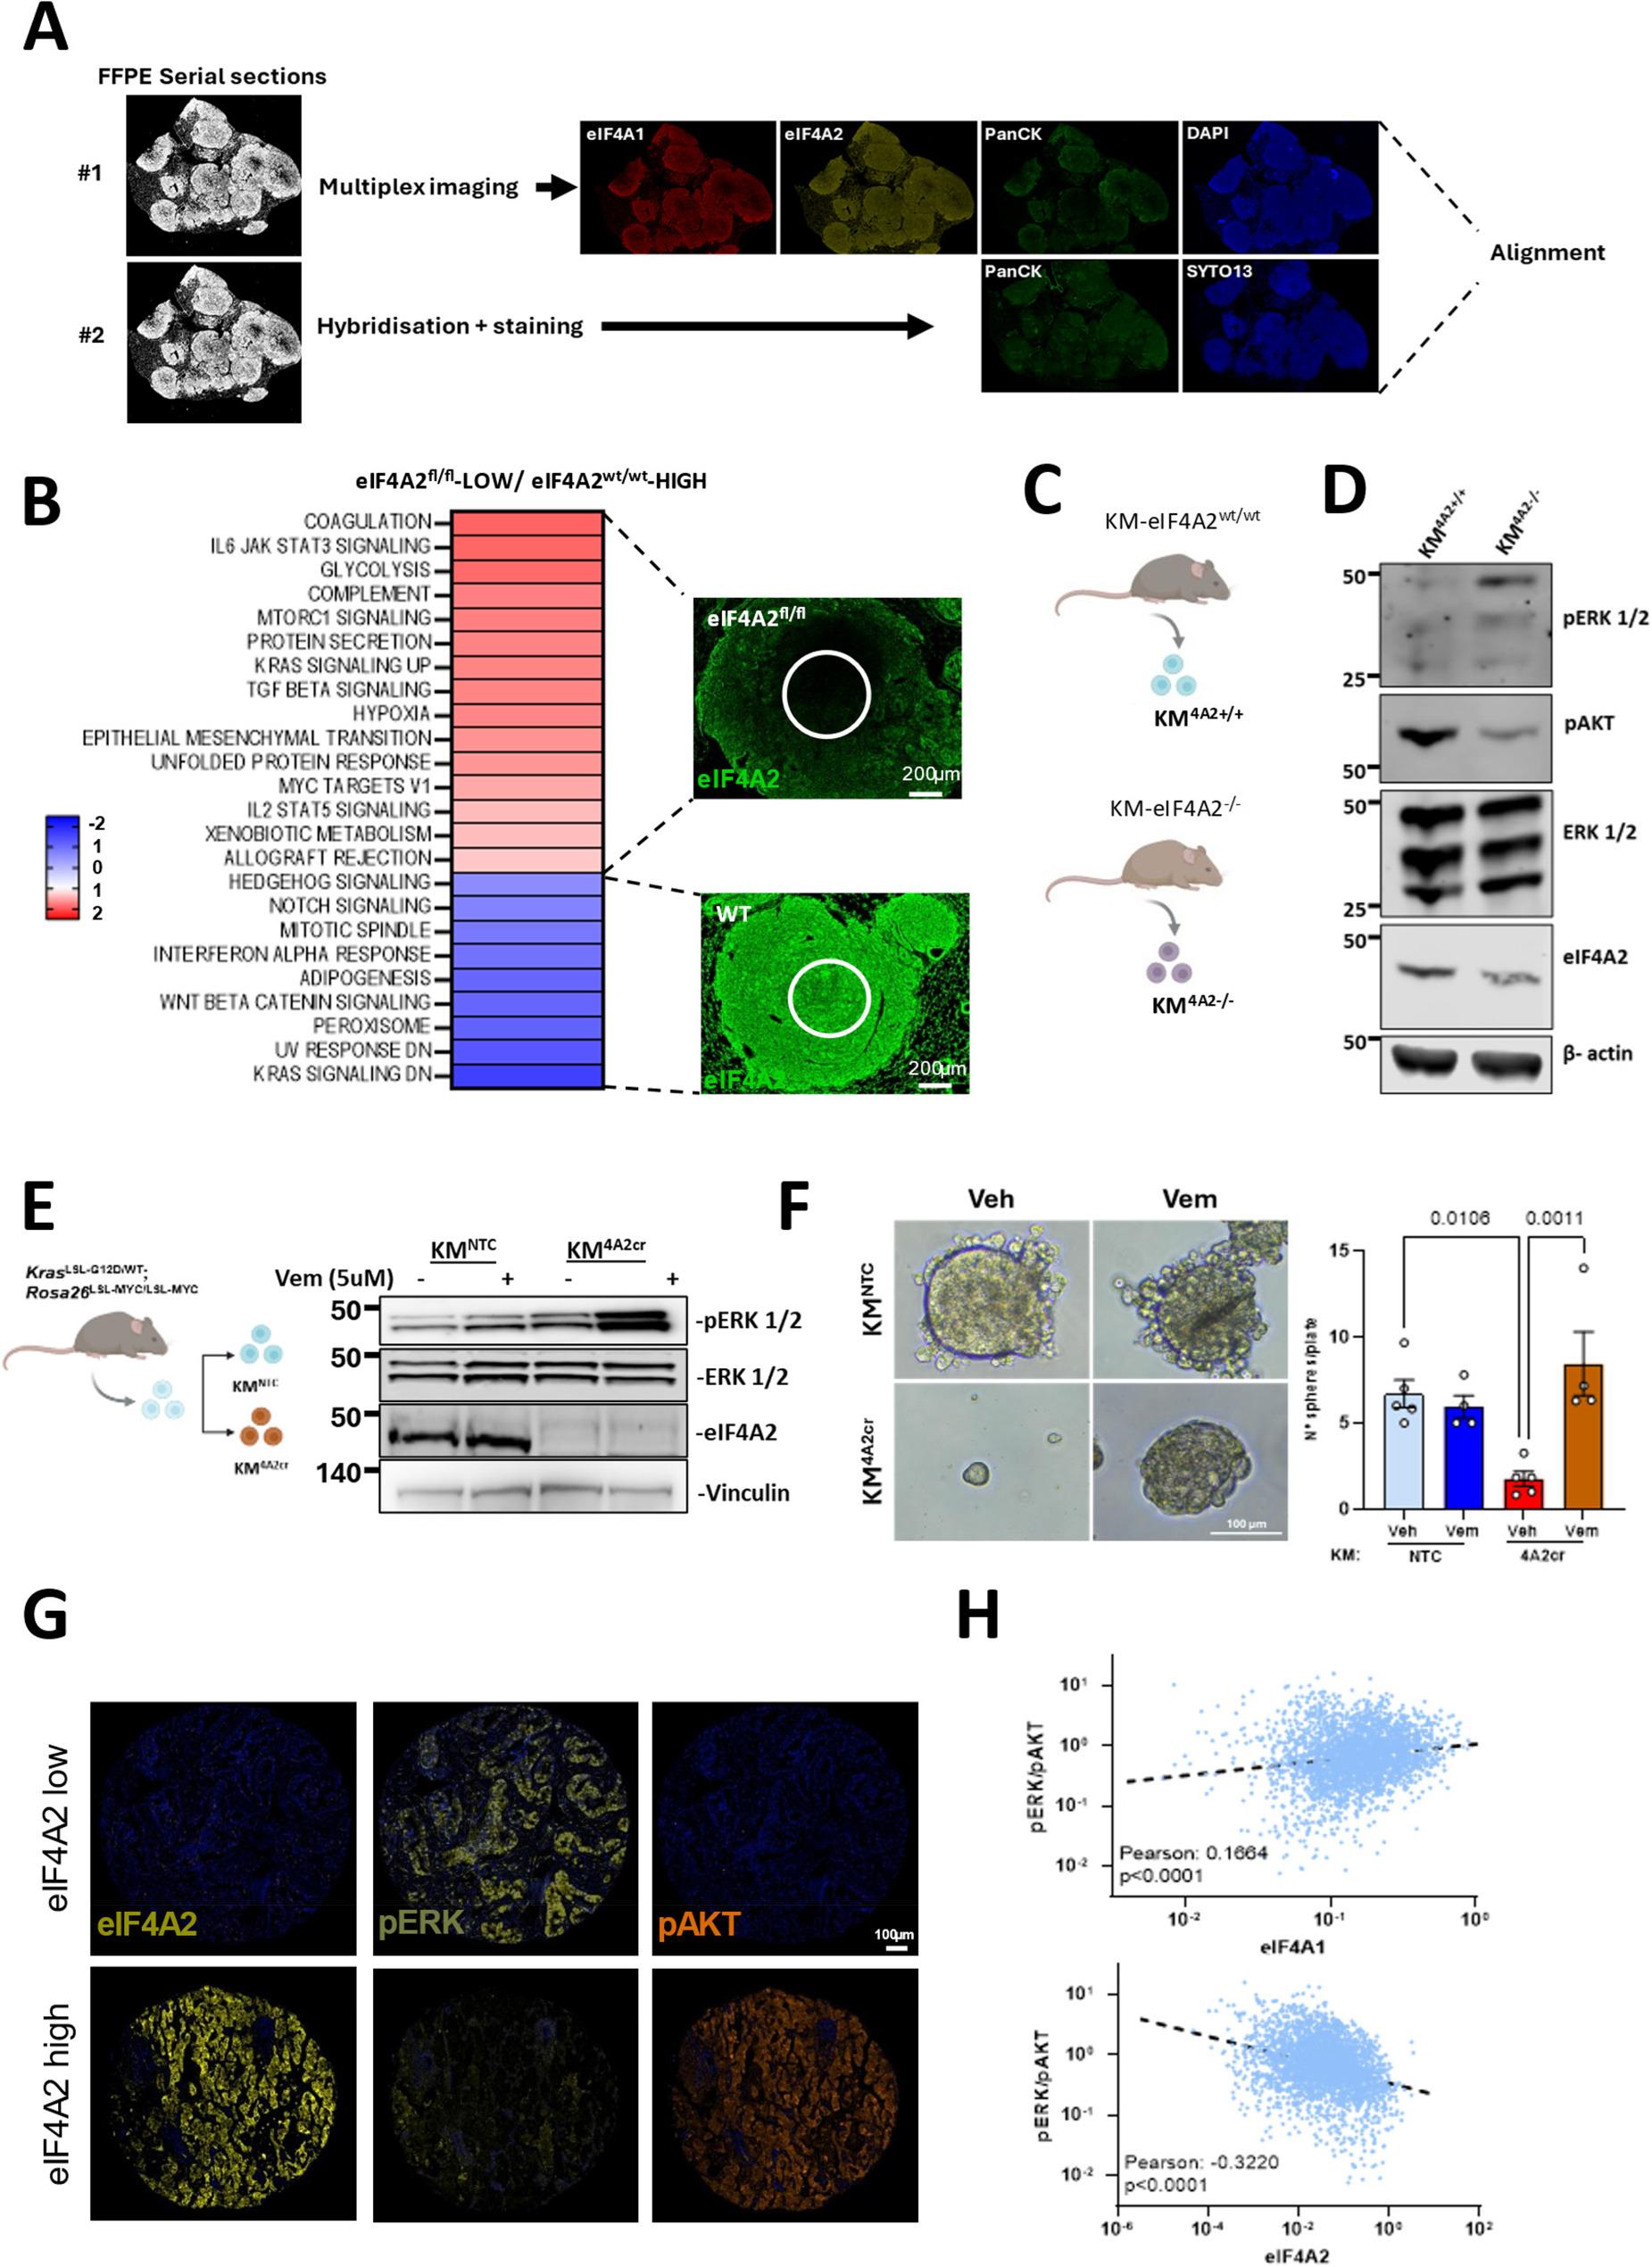
*Eif4a2* knockout tumours upregulate MAP-kinase signalling (**A**-**B**) *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^ (KM) mice that were either *Eif4a2*^wt/wt^, or *Eif4a2*^fl/f^l were induced with Ad5-SPC-CRE as for figure 1A. Lungs were removed at clinical endpoint, formalin-fixed/paraffin-embedded (FFPE) and sectioned. Consecutive serial sections were subjected to multiplex imaging using antibodies recognising eIF4A1, eIF4A2, cytokeratins (pan-CK) and nuclear staining (DAPI) (#1) or spatial transcriptomics hybridisation with pan-CK and nuclear staining (SYTO13) to enable alignment (#2). The transcriptomic signatures in regions of interest (ROIs) representing the eIF4A2-negative tumours from *Eif4a2*^fl/fl^ mice and the eIF4A2-positive tumours from *Eif4a2*^wt/wt^ mice were then compared (**B**). The heatmap displays the ‘Hallmark’ gene expression signatures that were upregulated (red) and downregulated (blue) in eIF4A2-negative tumours (**B**). (**C**-**D**) Tumours were resected at clinical endpoint from one KM mice of each genotype that were either eIF4A2^wt/wt^, or eIF4A2^fl/fl^ and cell lines established from these were termed KM^A2+/+^ and KM^A2-/-^ respectively (**C**). Activity of MAP- and PI-3 kinase signalling in KM^A2+/+^ and KM^A2-/-^ cells was then assessed using Western blotting with antibodies recognising phospho-ERK1/2 and phospho-AKT1 (**D**). β-actin was used as a loading control for eIF4A2 and total ERK as a loading control for pERK1/2 and pAKT1. (**E**-**F**) KM^NTC^ or KM^4A2cr^ cells were treated with 5μM vemurafenib at the time of seeding and MAPK activation was assessed by western blot of phosphorylated ERK1/2 (**E**). Treated cells were plated in low attachment plates in serum-free medium and spheres formation was quantified after 7 days (**F**). Bars are mean ± SEM, N=5 (Veh.) and N=4 (Vem.) individual experiments. Statistical test is one-way ANOVA. (**G**-**H**) Levels of eIF4A1, eIF4A2, phospho-ERK1/2 and phospho-AKT1 were quantified using multiplex immunofluorescence in tumour cores from the Lattice-A cohort of human lung cancer. The graphs indicate the relationships between the ratio of MAP- to PI-3 kinase signalling (phospho-ERK1/2/phospho-AKT1) expressed as a function of levels of eIF4A1 (upper graph) or eIF4A2 (lower graph) (**H**). Each blue dot represents an individual tumour core (N=994 patients, 3 cores/patient) and the dotted line denotes analysis by linear regression, regression coefficients and p-values are displayed. Representative examples of tumour cores exhibiting high and low eIF4A2 levels and corresponding phospho-ERK1/2 and phospho-AKT1 expression are displayed (**G**)

### *Eif4a2* deletion exposes a therapeutic vulnerability to MEK inhibition

Inhibition of MAP-kinases is currently proving effective in targeting solid tumours, and the MEK1/2 inhibitor, trametinib is now an approved therapy for melanoma [41]. However, intrinsic resistance to trametinib has limited its effectiveness in treating lung cancer [42]. We reasoned that the increased MAP-kinase signalling we observe in *Eif4a2* deleted LuAd might expose a potential therapeutic vulnerability to trametinib in tumours with low eIF4A2 levels. Initially, we measured proliferation of KM^A2+/+^ and KM^A2-/-^ cells in the presence and absence of trametinib. This indicated that proliferation of KM^A2-/-^ cells was significantly reduced by trametinib, whilst KM^A2+/+^ cells were unaffected (Fig. 5A, B). To determine whether trametinib might oppose growth of *Eif4a2*-deleted LuAd in vivo, we treated KM mice that were either *Eif4a2*^wt/wt^ (WT) or *Eif4a2*^fl/fl^ with trametinib from 28 to 84 days following Ad5-SPC-CRE administration (Fig. 5C). Following this, mice were sacrificed, and the number of tumours was determined. This showed that trametinib strongly suppressed growth of *Eif4a2*-deleted tumours leading to a profound reduction in the number of tumours in KM*-Eif4a2*^fl/fl^ mice, whilst tumour growth was unaffected by trametinib in KM*-Eif4a2*^wt/wt^ (WT) mice (Fig. 5D, E). Taken together, these data indicate that reduced eIF4A2 imposes pressures leading to selection of cells with reduced PI-3 kinase and upregulated MAP-kinase signalling which can evade OIS and grow aggressively, but that are exquisitely sensitive to trametinib.

**Fig. 5:**
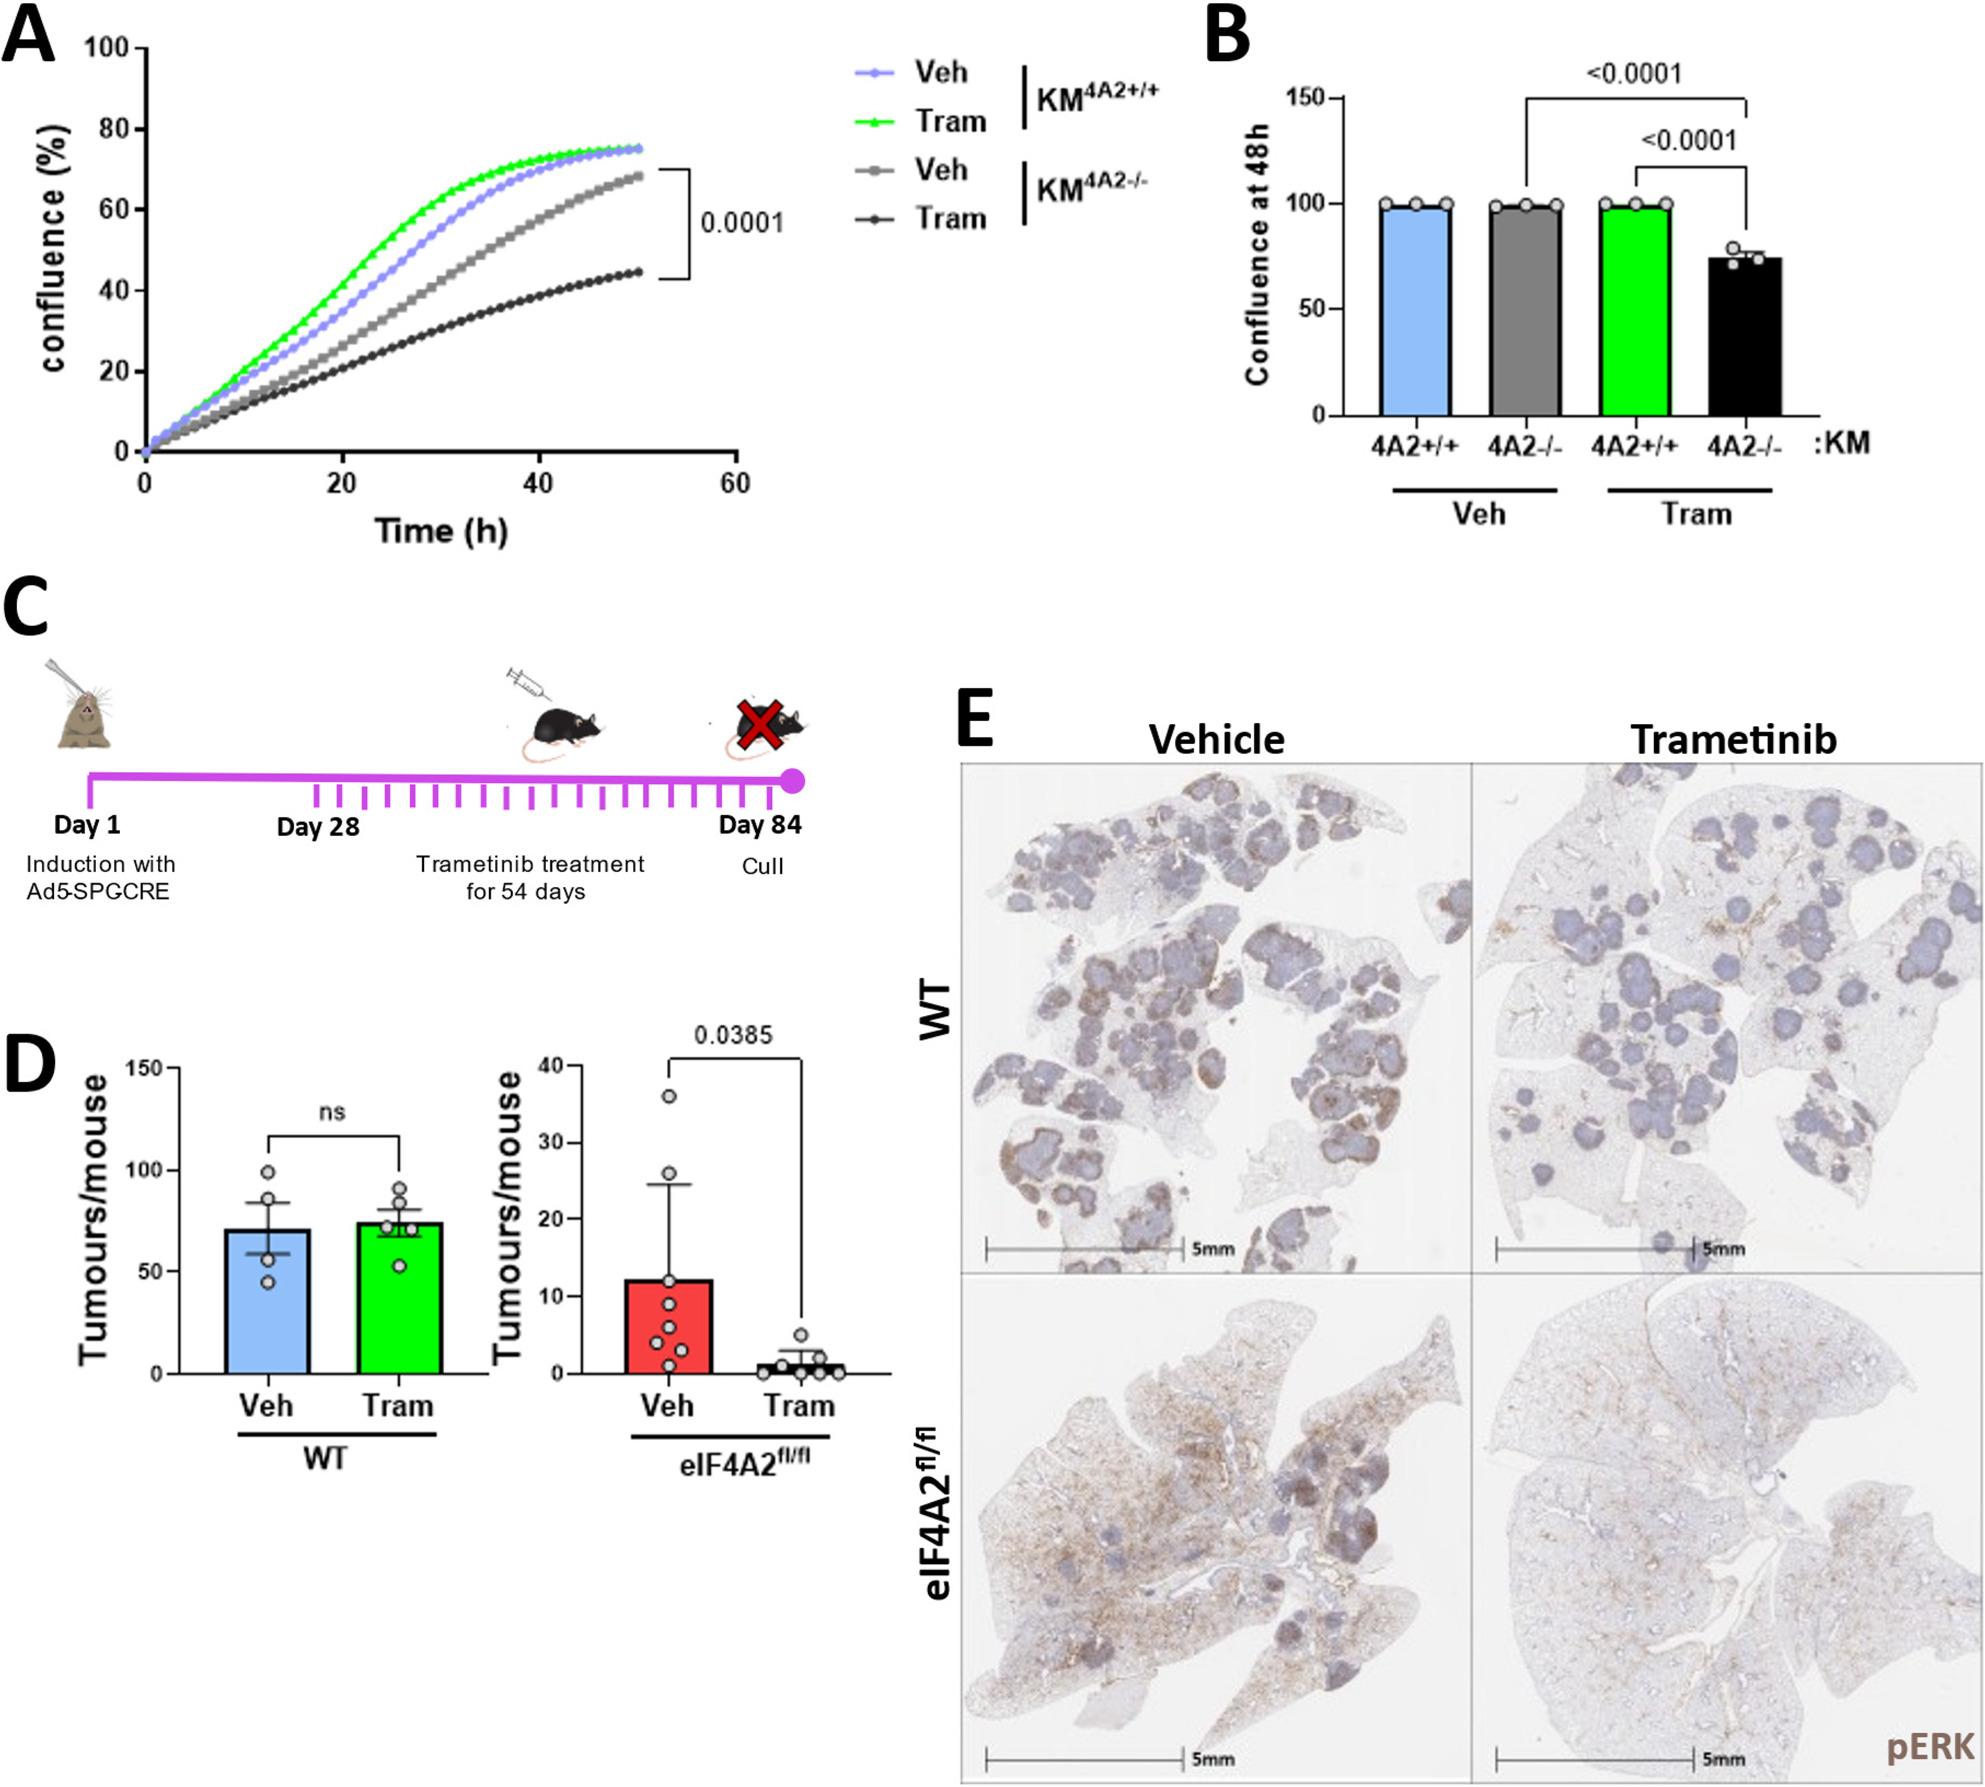
*Eif4a2* deletion exposes a therapeutic vulnerability to MEK inhibition (**A**-**B**) KM^A2+/+^ or KM^A2-/-^ cells were plated in the presence or absence of trametinib (Tram.; 100 nM) or vehicle control (Veh.) and cell growth monitored over a 48-hr period (**A**). Cell confluence was determined 48 hr following plating (**B**), Graphs represent mean ± SEM, N=3 individual experiments. Statistical tests are linear regression in (A) and one way ANOVA in (**B**). (**C**-**E**) *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^ (KM) mice that were either *Eif4a2*^wt/wt^, or *Eif4a2*^fl/fl^ were induced with Ad5-SPC-CRE as for figure 1A. Trametinib (1mg/kg) or vehicle control was administered daily (by *i.p.* injection) from 28 days following Ad5-SPC-CRE administration. Mice were sacrificed 84 days following Ad5-SPC-CRE administration, and lungs were removed and fixed. Lung tumour number was determined by H&E staining (**D**) and phospho-ERK visualised by immunohistochemistry (**E**). Values are mean ± SEM, each dot represents an individual mouse, statistical test is unpaired t-test

## Discussion

In this study we highlight an important role for a restrainer of translation of secretory mRNAs as cancer cells navigate the earlier stages of tumour initiation and establishment in the lung. Contrary to an established paradigm that asserts the need for continuous activation of protein synthesis to support tumour growth, our study demonstrates that during the early stages of tumorigenesis, translation of certain mRNAs encoding secretory proteins is restrained by the mRNA translational repressor, eIF4A2. Such restraint minimises metabolic and proteostatic stress, and suppresses senescence-like behaviour, allowing oncogene transformed cells to proliferate and tumours to progress without delay. Despite this delay, *Eif4a2* knockout cells can, with time, circumnavigate the block to tumorigenesis imposed by unrestrained mRNA translation of secretory mRNAs, and they achieve this by upregulating MAP-kinase signalling. In doing this, lung cancer cells acquire a vulnerability to MEK inhibitors that potentially may be exploited to target lung tumours with low expression of eIF4A2.

Despite sharing more than 80% homology at the amino acid level, the RNA helicases eIF4A1 and eIF4A2 play distinct roles in protein synthesis [43]. eIF4A1, which activates mRNA translation initiation, predominates in proliferative tissues such as intestinal crypts [7]. Indeed, eIF4A1 commands a translational programme comprising oncogenic drivers, such as components of the Wnt signalling cascade, which drives proliferation of intestinal cells following deletion of the APC tumour suppressor [7]. Conversely, eIF4A2 (predominantly via association with the Ccr4-NOT complex) reduces mRNA translation and is more widely expressed in less proliferative, secretory cells including those of the intestinal villi [6, 7]. eIF4A paralogue expression patterns shift during progression of NSCLC (Fig. S1C, D, E) in a manner that is consistent with eIF4A1 and eIF4A2 being activator and restrainer of mRNA translation respectively. eIF4A2 expression is high in mutant KRAS-expressing cells scattered through the lung parenchyma during the pre-tumorigenic stage of KRAS-driven NSCLC, whereas eIF4A2 levels decline with tumour progression and eIF4A1 expression predominates as lung tumour cells proliferate. Consistently, reducing mRNA translation by administration of rapamycin once eIF4A2 levels have declined inhibits tumour growth, indicating that it is primarily eIF4A1’s proliferative mRNA translation programme that is being targeted when protein synthesis inhibitors are successful in cancer therapy. However, our observations that rapamycin can promote tumour initiation when administered early in tumorigenesis – when a secretory phenotype prevails over a proliferative one - highlights that targeting secretory translatomes associated with eIF4A2 may be counterproductive in cancer therapy.

Adoption of OIS is often a primary response to acquisition of mutated oncogenes, and evidence suggests that this may be an important tumour suppression mechanism in several tissues. Mutation of *Kras* in the pancreatic ductal epithelium leads to accumulation of pancreatic intraepithelial neoplasia (PanINs) which are lesions with senescence-like characteristics and that can produce a SASP-like secretome [44, 45]. Similarly, mutation of NRAS or BRAF in the skin promotes formation of nevi containing senescent melanocytes with SASP-generating capacity [46]. The ability of the mutated cells to bypass this senescence-like state and to start proliferating permits progression of pancreatic ductal adenocarcinoma and melanoma respectively. Whilst cells in deep senescence undergo extensive chromatin cleavage resulting in stable cell cycle arrest, more circumspect adoption of senescence-like behaviour, which can occur without commitment to deep-senescence, may also oppose cell cycle progression, but in a reversible manner [47]. Therefore, it is thought that if activated oncogenes can evoke sufficient senescent hallmarks to slow growth and produce SASP to attract immune cells, thus providing opportunities for clearance of mutated cells, adoption of senescence hallmarks may constitute an important tumour-suppression mechanism [32, 33, 48]. Our findings indicate that deletion of *Eif4a2* evokes senescence-like behaviour that contribute to delay of tumour development. Deletion of *Eif4a2* increases ribosome occupancy of mRNAs encoding secretory cargoes and the machinery involved with the processing and transport of these through the ER and Golgi. This, in combination with the tissue expression patterns of eIF4A2 and its association with secretory phenotypes, indicates that a primary function of eIF4A2 is to restrain the secretory translatome; likely to moderate metabolic and proteostatic stress in secretory cells and tissues. Indeed, *Eif4a2* deletion increases metabolic activity and key facets of this – increased pyruvate uptake and oxygen consumption – are reversed by rapamycin indicating that this is the energetic cost of an overdriven/de-restrained secretome. Increased entry of pyruvate into the Krebs cycle and the resulting upregulation of oxPHOS is known to contribute BRAF-driven senescence in melanocytes [35], and more recent studies demonstrating that cysteine residues in p21 can act as redox sensors provides mechanistic insight into how one senescence hallmark (increased oxPHOS and ROS generation) can impact another (cell cycle progression) [49]. Furthermore, the unfolded protein response that we observe in eIF4A2-negative tumours, and in cells derived from these tumours, indicates that de-restraint of secretory mRNAs translation also puts pressure on the protein folding machinery in the ER. Activation of ER-stress sensors (such as PERK, IRE1α and ATF6α) is a characteristic of SASP generation and this, in turn, can drive other senescence hallmarks, including reduced proliferation/cell cycle progression and β-galactosidase expression [50]. The exaggerated secretory behaviour of *Eif4a2* knockout cells may, therefore, mimic SASP generation in a way that evokes additional senescence-like behaviour in these cells. Moreover, the SASP has a well-established role in evoking secondary senescence in neighbouring and more distant cells and tissues via paracrine/endocrine mechanisms [51–53]. Indeed, administration of rapamycin to reduce translation of secretory mRNAs in eIF4A2 knockout tumours reduces p21 expression and restores growth. These data are consistent with a paradigm in which overdriven secretory translatomes generate metabolic and proteostatic stresses which then drive additional senescence-like behaviour to slow tumour development in vivo.

Inhibition of signalling downstream of mutated *Kras* oncogenes is offering possibilities in cancer therapy, but intrinsic and acquired resistance to MAP-kinase inhibition limits use of drugs such as trametinib as single agents in NSCLC [54]. However, combination of MEK with IGF1R and mTOR inhibition has recently been shown to cause tumour regression in a KRAS-driven pre-clinical mouse model of LuAd [55]. On the face of it, we also show that combined targeting of MEK and mRNA translation opposes KRAS-driven LuAd, but closer analysis hints at a mechanism that is distinct from the ‘one-two punch’ paradigm currently prominent in cancer pharmacology [56]. Crucially, *Eif4a2* deletion does not inhibit mRNA translation initiation, but increases a secretory translational programme and does so in a manner that evokes senescence-associated behaviour, including metabolic and proteostatic stress. To overcome these stresses, cells in *Eif4a2 *knockout tumours have re-wired signalling downstream of KRAS by upregulating MAP-kinases and downregulating PI-3 kinase. Thus, it is probable that overdriven mRNA translation in *Eif4a2* knockout cells puts them under pressure to minimise activity of PI-3 kinase, thus increasing the dependency on MAP-kinase signalling and rendering *Eif4a2* knockout lung tumours exquisitely sensitive to trametinib. Our observation that human lung cancers with low eIF4A2 also exhibit increased MAP-kinase signalling indicates that eIF4A2 may represent a biomarker for response to therapies targeting MAP-kinases. It will be important in the future to determine the efficacy of MAP-kinase inhibition in targeting LuAd with low eIF4A2 expression, but also other cancers displaying senescence hallmarks linked to increased proteostatic and metabolic stress.

## Conclusions

mRNA translation has hitherto thought to be a process that drives tumour growth and progression, and that inhibiting it could, therefore, constitute an effective anti-cancer strategy. Our study concludes that, although this may be the case in established tumours, in the initial stages of LuAd high levels of mRNA translation maintain oncogene-expressing cells in a senescence-like state and slow tumour development. Therefore, as pharmacological inhibition of the overdriven mRNA translation associated with oncogene-induced senescence can accelerate LuAd tumorigenesis, we submit that this novel contribution of mRNA translation to tumour initiation must be considered when designing anti-cancer strategies involving drugs that oppose mRNA translation. A second key conclusion from this work is that cells with high levels of mRNA translation can, with time, bypass this senescence-like state by upregulating MAP-kinase signalling. This renders these tumours exquisitely sensitive to MEK inhibition, and this indicates the possibility that low expression of eIF4A2 could be used to identify potential responders to MEK inhibitors in clinical trials.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon request. Ribosome footprinting data is stored in the GEO with the accession number GSE327213 and code is available in Github (https://github.com/Bushell-lab/Ribo-seq). Spatial transcriptomics data and code are available upon request to the corresponding author. Any materials used in this study such as mice, reagents or cell lines are available upon request to the corresponding author.

## Abbreviations

iRFP: Near-infrared fluorescent protein
LC-MS: Liquid chromatography mass spectrometry
LuAd: Lung adenocarcinoma
MAP-kinase: Mitogen-activated protein kinase
MEK: Mitogen-activated protein kinase kinase
NSCLC: Non-small cell lung cancer
OIS: Oncogene-induced senescence
oxPHOS: Oxidative phosphorylation
PPP: Pentose phosphate pathway
ROS: Reactive oxygen species

# Supplementary material for: Increased mRNA translation delays tumour initiation and exposes a therapeutic vulnerability in lung cancer
**Source:** Mol Cancer. 2026 May 21;25:172. doi: 10.1186/s12943-026-02680-z

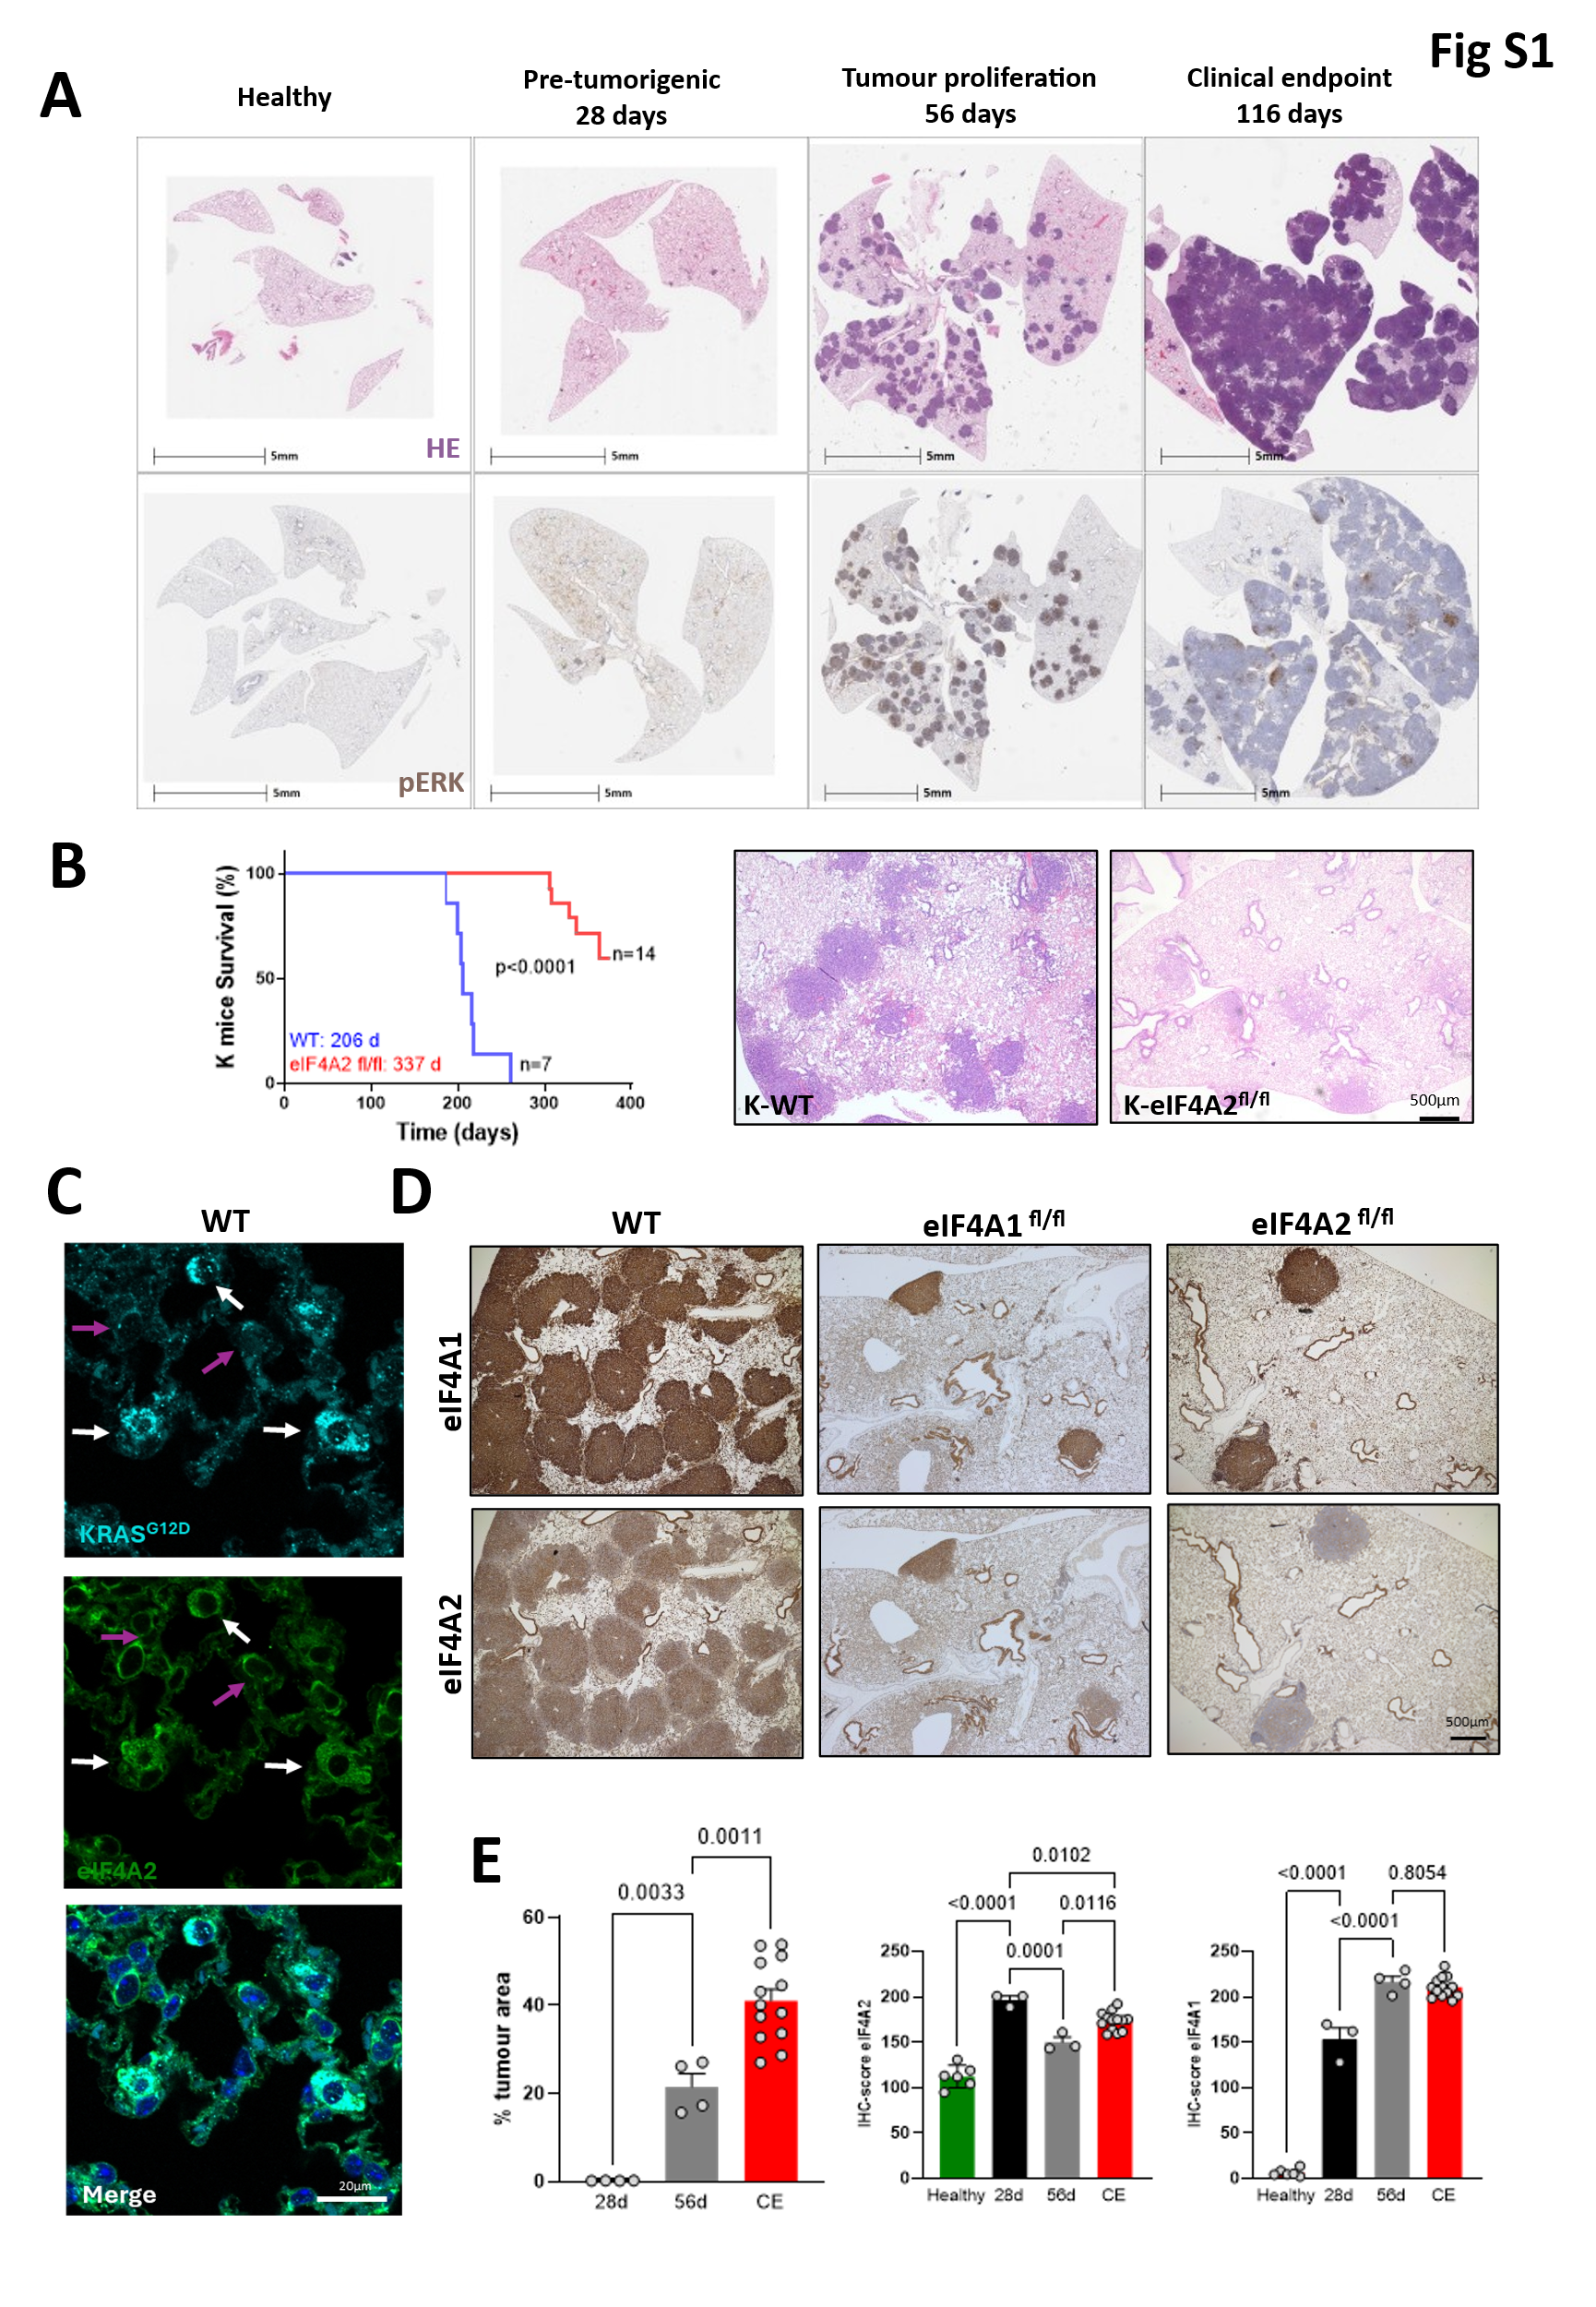

**Supplementary figure S1. KRAS-driven mouse of lung cancer and influence of eIF4A paralogues.**

(**A**) Ad5-SPC-CRE was administered intranasally to *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^ (KM) mice at a titre (1 X 10^8^ plaque forming units (pfu)/mouse) sufficient to evoke recombination in ≈5% alveolar type II cells. Some mice were left uninduced (healthy). Mice were sacrificed at the indicated time points and lungs removed and fixed. Tumour burden was visualised using H&E and phospho-ERK by immunohistochemistry.

(**B**) *Kras*^LSL-G12D/WT^; *Eif4a2*^WT/WT^ or *Kras*^LSL-G12D/WT^; *Eif4a2*^fl/fl^ mice were induced with Ad5-SPC-CRE as for (A). Mice were sacrificed at clinical endpoint or, in the case of several animals from the *Kras*^LSL-G12D/WT^; *Eif4a2*^fl/fl^ cohort at 375 days following induction with Ad5-SPC-CRE. The H&E images display the tumour burden of a *Kras*^LSL-G12D/WT^; *Eif4a2*^WT/WT^ mouse at clinical endpoint (left panel) and the lung field of a *Kras*^LSL-G12D/WT^; *Eif4a2*^fl/fl^ mouse taken 375 days following Ad5-SPC-CRE administration that had not displayed clinical signs of lung cancer. The statistical test for the Kaplan-Maier analysis in is Logrank (Mantel-Cox) and cohort sizes were N=7 individual mice for *Eif4a2*^WT/WT^ (K-WT) and N=14 for K-*Eif4a2*^fl/fl^. Only 9 of the 14 mice in the *Eif4a2*^fl/fl^ cohort had reached clinical endpoint by 375 days following Ad5-SPC-CRE administration when the experiment was terminated.

(**C**) Ad5-SPC-CRE was administered to KM mice. Mice were sacrificed 28 days following and mutant KRASG12D (blue) and eIF4A2 (green) were visualised in lung slices using immunofluorescence. eIF4A2 expression is increased in KRAS^G12D^ positive cells (white arrows) and reduced in KRAS^G12D^ negative cells (magenta arrows).

(D) KM mice that were either eIF4A1/2^WT/WT^, eIF4A1^fl/fl^ or eIF4A2^fl/fl^ were induced with Ad5-SPC-CRE. Mice were sacrificed 56 days following Ad5-SPC-CRE administration and eIF4A1 and eIF4A2 visualised in the lung using immunohistochemistry.

(E) Quantification of the tumour area by H&E staining, and of eIF4A1 and eIF4A2 expression by IHC at different stages of tumour progression in the KM mice. Bars are mean ± SEM of N=3-14 individual mice. Statistical test is one-way ANOVA. (28d and 56d = days post Ad5-SPC-CRE administration, CE= clinical endpoint).

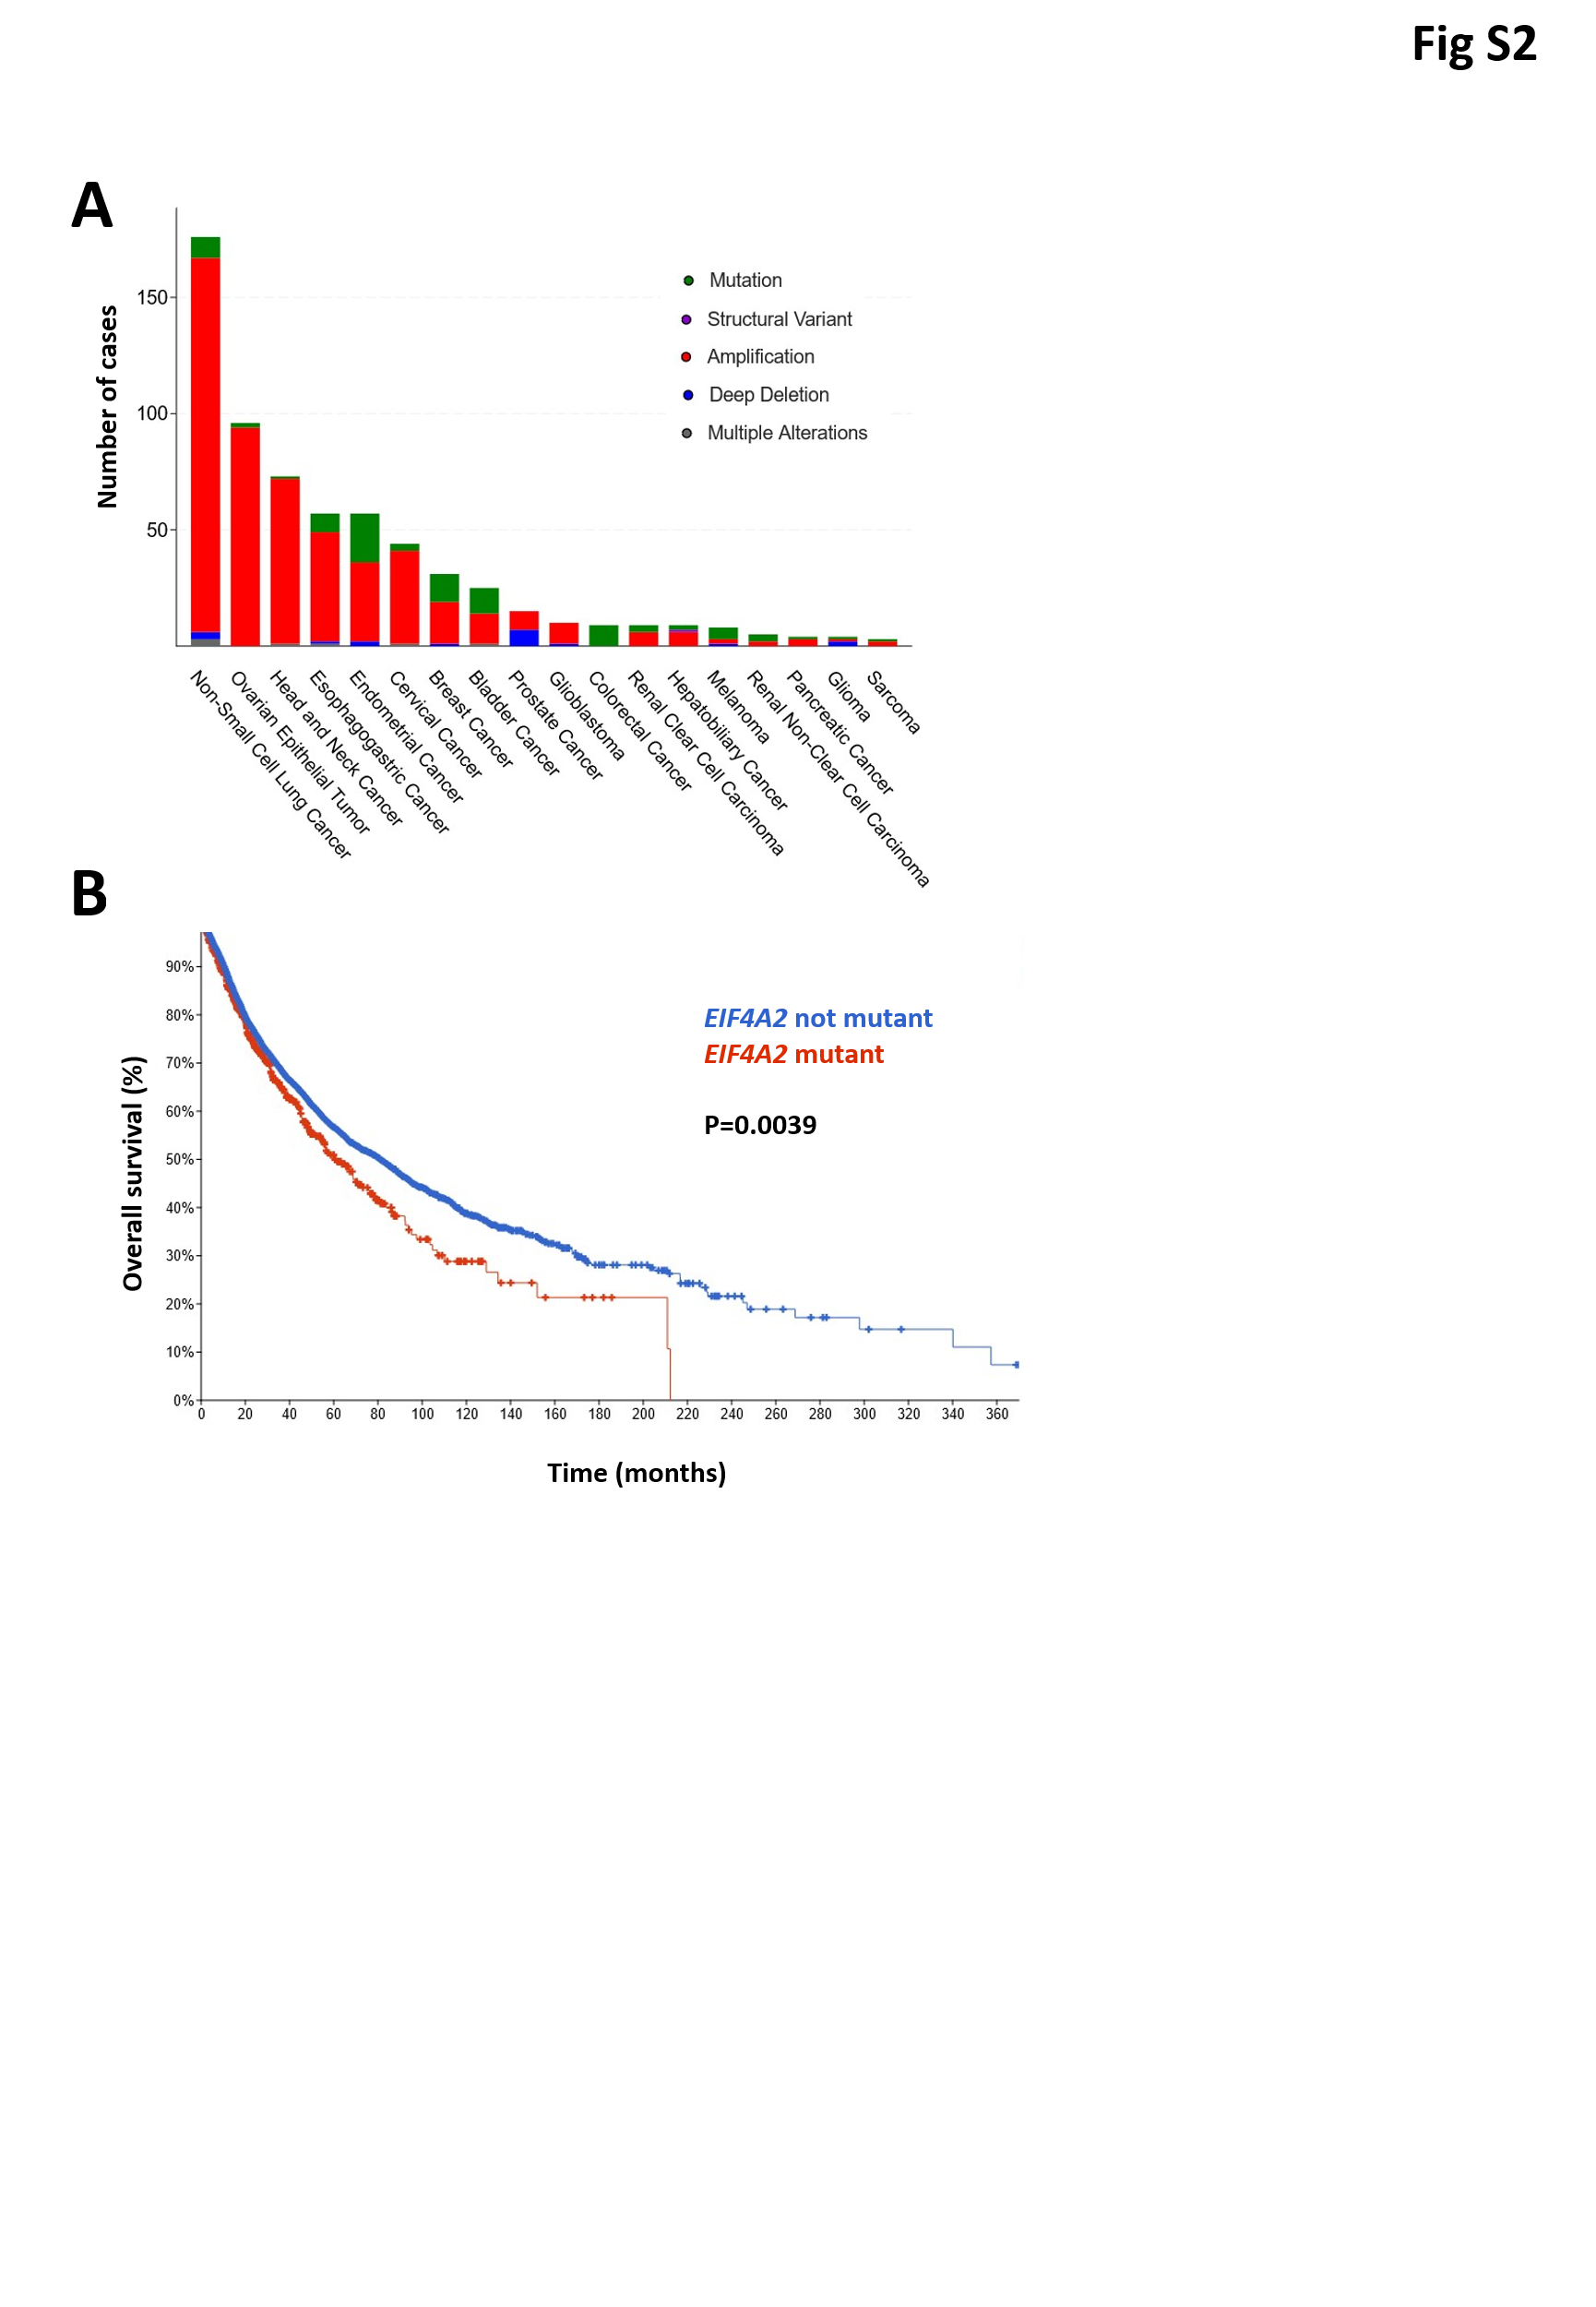

**Supplementary figure S2. Distribution of *EIF4A2* mutations across cancer types.**

(**A**) Number of patients with *EIF4A2* mutations were obtained from cBioportal by querying the TCGA dataset (10953 patients) [14]. *EIF4A2* mutations are present in 6% of cancers on average, but in 16.7% of Non-Small-Cell Lung Cancer. The majority of *EIF4A2* mutations in NSCLC lead to amplification of the gene.

(B) The TCGA dataset was used to interrogate the overall survival of patients with NSCLC which do (red, n=642) and do not (blue, n=10318) display mutation of the *EIF4A2* gene. Patients with NSCLCs harbouring mutations in *EIF4A2* exhibit poorer overall survival. The statistical test for the Kaplan-Maier analysis in is Logrank (Mantel-Cox).

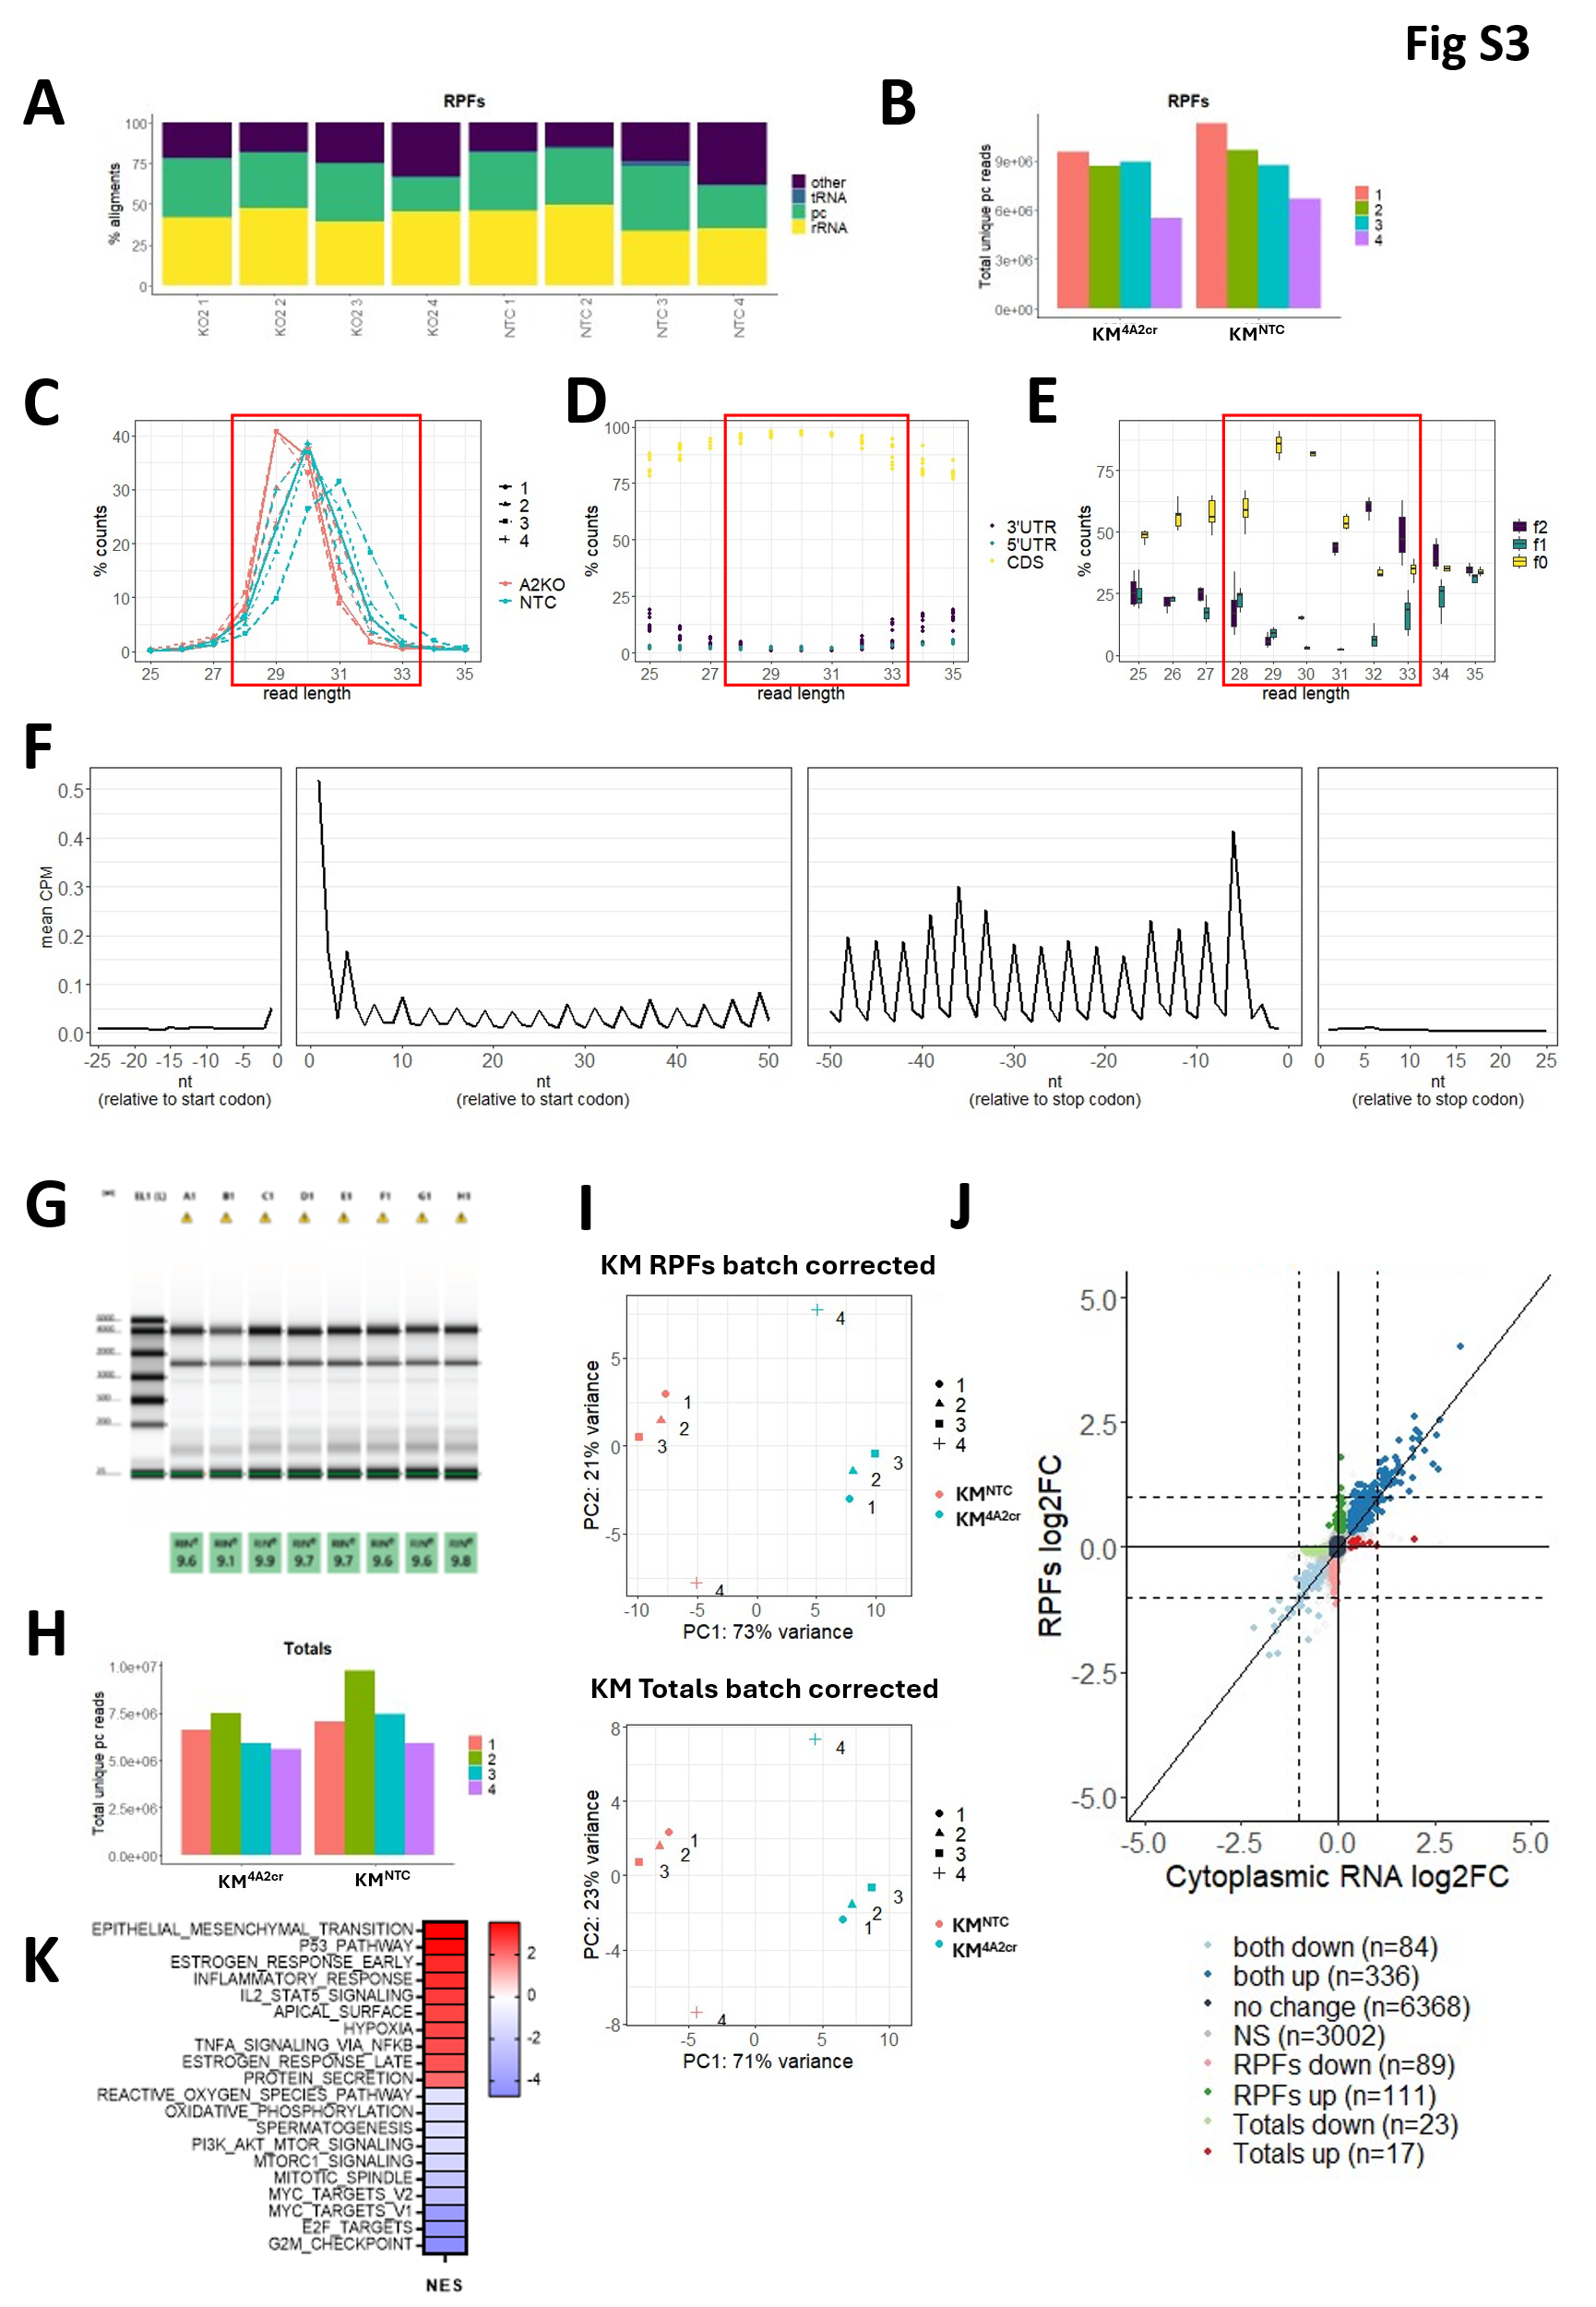

**Supplementary figure S3. RiboSeq Quality Control.**

(**A**) Alignment percentages across all ribosome-protected fragment (RPF) samples. (**B**) Total number of unique protein-coding reads for all RPF samples. (**C**) Distribution of read lengths for all protein-coding RPF samples. (**D**) Proportion of reads aligning to the 5'UTR, CDS, or 3'UTR for various read lengths. (**E**) Boxplot showing the percentage of RPF reads within each coding sequence frame, categorised by read length. 

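The counts in RPF libraries rest on fragments whose lengths fall in the peak of ribosome footprints and whose ends show the step of 1 codon, which is what the panels on read length, region and frame display for each length. Between 11591 and 12380 genes per RPF library had at least 1 count in the coding sequence, and between 9249 and 10587 had 10 or more. Total RNA libraries had between 13634 and 14543 genes with a count. A single gene took between 0.97% and 1.37% of the counts of an RPF library and between 0.94% and 2.12% of a total RNA library.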

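With the replicate term removed and the 500 most variable genes used, the first principal component held 67.1% of the variance of the RPF libraries and 69.6% of that of total RNA, and separated the KM 4A2cr from the KM NTC libraries in every pair. The next component, with 26.0% and 24.9%, set replicate 4 against replicates 1 to 3 with opposite signs in the 2 cell lines. Removal of the replicate term from pairs mirrors the 2 libraries of each pair around 0. Only differences within pairs are left, so genes picked by that variance favour differences between the cell lines. With all tested genes the first component held 51.4% in RPFs and 48.2% in total RNA. Without the removal, the first component of 500 genes held 62.8% and 68.7%. It then set replicate 4 of both cell lines apart from replicates 1 to 3. Across the 9989 genes tested in both kinds of library, the log2 fold changes in RPFs and total RNA had a Pearson r of 0.766 and a Spearman rho of 0.693, which are correlations over genes and not over independent replicates. Both kinds passed the adjusted p-value of 0.1 by edgeR and rose for 313 genes, and both fell for 96. Another 349 genes rose and 274 fell in RPFs alone, 137 rose and 85 fell in total RNA alone, and 0 moved in opposite directions. Such classes place a gene by 2 thresholds and do not test the difference between RPFs and total RNA. In total RNA, the genes that rose most after *Tmem246* were *Fzd3* (ENSMUSG00000007989.8), with a log2 fold change of 2.92 (standard error 0.39, adjusted p = 0.00406 by edgeR), and *Zfp503* (ENSMUSG00000039081.11), with 2.77 (standard error 0.35, adjusted p = 0.00292 by edgeR). *Gpx2* (ENSMUSG00000042808.11) fell most, with -2.41 (standard error 0.35, adjusted p = 0.00640 by edgeR), followed by *Peg3* (ENSMUSG00000002265.18) at -1.73 and the Y-linked *Uty* (ENSMUSG00000068457.15) at -1.72. On total RNA, the list of p53 targets had an NES of 1.91 (fgsea, adjusted p = 0.000501, 33 of 43 genes above 0) and that of ribosome biogenesis genes -2.49 (adjusted p = 1.4e-10, 13 of 97). The p53 result rested on replicate 4, with medians of 0.05, 0.08, 0.09 and 0.74 in pairs 1 to 4 and an NES of 0.92 without replicate 4 (adjusted p = 0.592, with a range from 6.3e-07 to 0.592 over the alternatives). The extracellular matrix and mesenchymal list had an NES of 1.56 (adjusted p = 0.0214, 33 of 47), which fell to 1.20 without replicate 1 and 1.36 without replicate 2 (adjusted p = 0.217 and 0.0864, with a range from 0.000295 to 0.230 over the alternatives). The oxidative phosphorylation list had an NES of -0.62 (adjusted p = 0.997, 43 of 81), and one above 0 without replicate 1, 2 or 3.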

The red boxes in panels C-E highlight the read lengths selected for further analysis. (**F**) Mean counts per million (CPM) for all transcripts and samples at the indicated positions, after applying the offsets described in the methods section, demonstrating periodicity specifically within the CDS. (**G**) Tapestation file indicating that total cytoplasmic RNA remains intact, with high RNA Integrity Number (RIN) values. (**H**) Total count of unique protein-coding reads from the total cytoplasmic RNA samples. (**I**) Batch corrected PCA plots showing distribution of the replicates per condition in RPF and total RNA. (**J**) KM^4A2cr^/KM^NTC^Log2FC of RPFs vs total RNA showing increased translational efficiency in KM^4A2cr^. (**K**) Gene Set Enrichment Analysis of KM^4A2cr^/KM^NTC^ Log2FC total RNA showing significantly enriched (red) or depleted (blue) hallmarks in KM^4A2cr^ cells ranked by the Normalised Enrichment Score (NES).

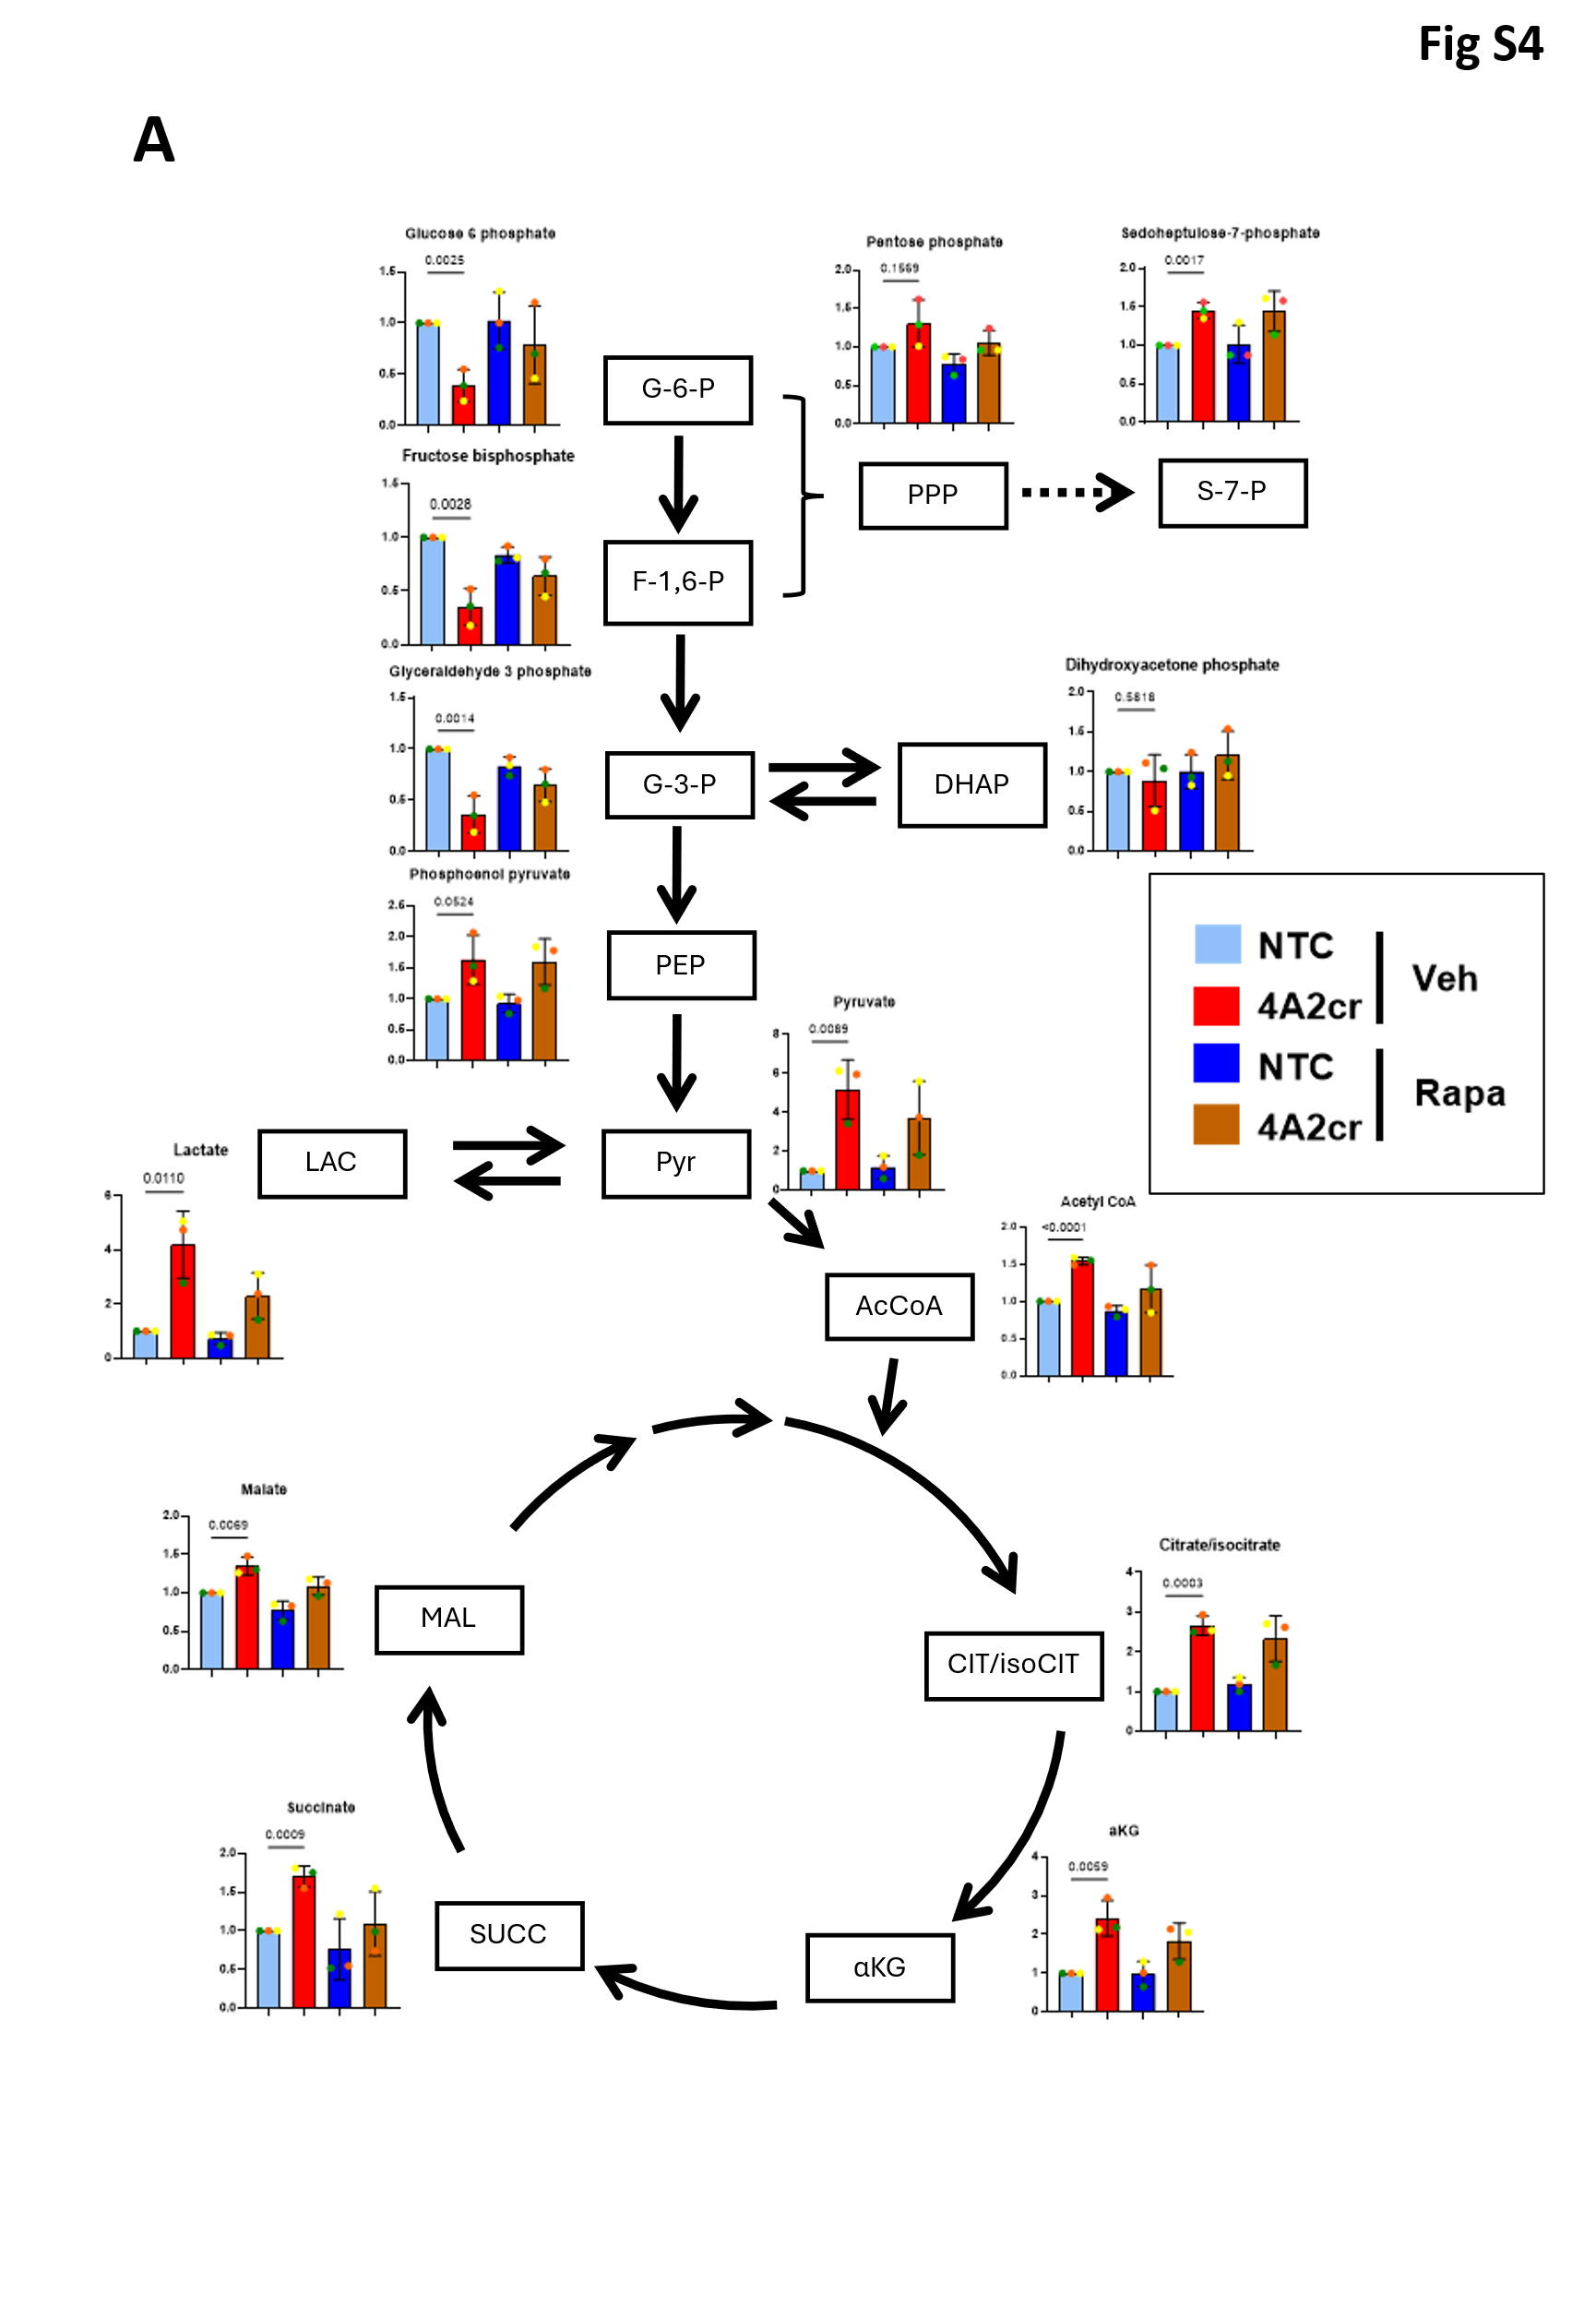

**Supplementary figure S4. eIF4A2 depletion influences metabolite levels**

(**A**) KM^NTC^ or KM^4A2cr^ cells were plated onto six-well dishes and allowed to adhere overnight. Adherent cells were incubated at 37°C for 24 hr in the presence and absence of rapamycin (1 μM) or vehicle control (Veh.). Cell lysates were used for extraction of polar metabolites. LC-MS was used to determine metabolites and levels of these are plotted as peak areas normalised to those of KMNTC cells. Bars are mean ± SEM, N=3, each coloured dot denotes an individual experiment. Statistical test is ANOVA with Tukey’s multiple comparison.

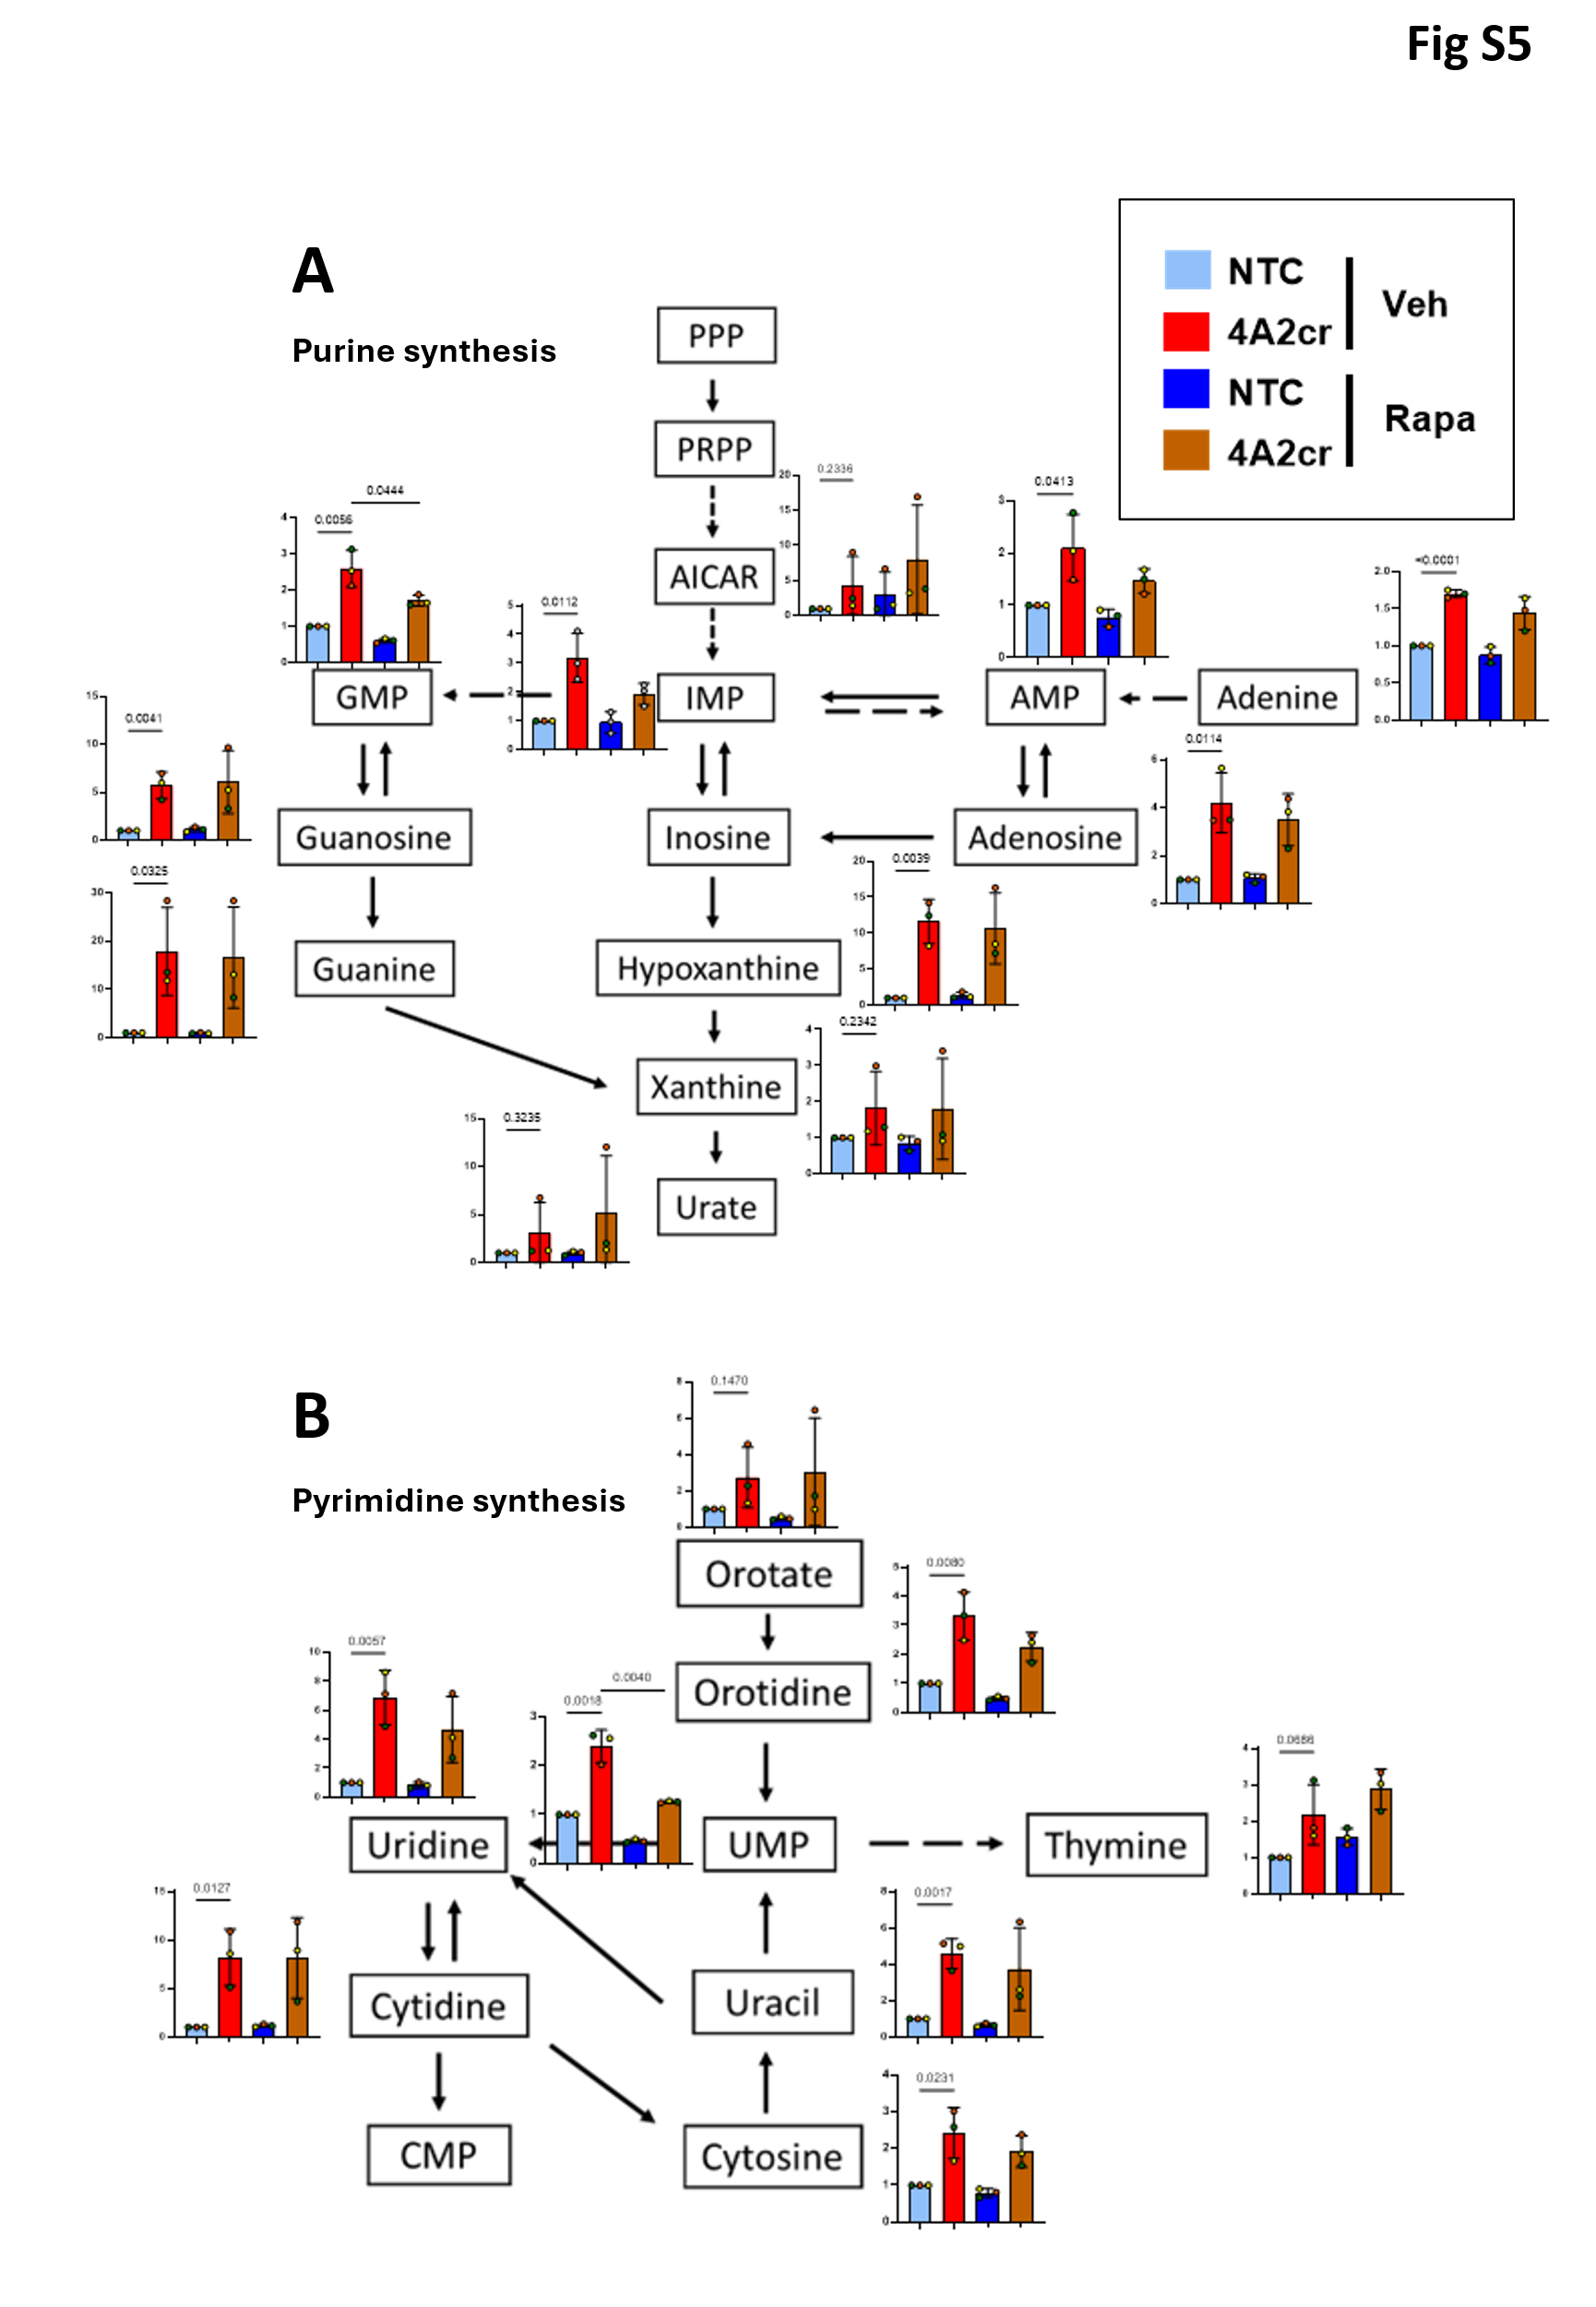

**Supplementary figure S5. eIF4A2 influences nucleotide synthesis and metabolism**.

KM^NTC^ or KM^4A2cr^ cells were plated onto six-well dishes and allowed to adhere overnight. Adherent cells were incubated at 37°C for 24 h in the presence and absence of rapamycin (1 μM) or vehicle control (Veh.) and polar metabolites were extracted after treatment. LC-MS was used to determine metabolites known to be involved in purine (A) and pyrimidine (B) synthesis and/or metabolism and levels of these are plotted as peak areas normalised to those of KM^NTC^ cells. Values are mean ± SEM, N=3, each coloured dot denotes an individual experiment. Statistical test is ANOVA with Tukey’s multiple comparison.

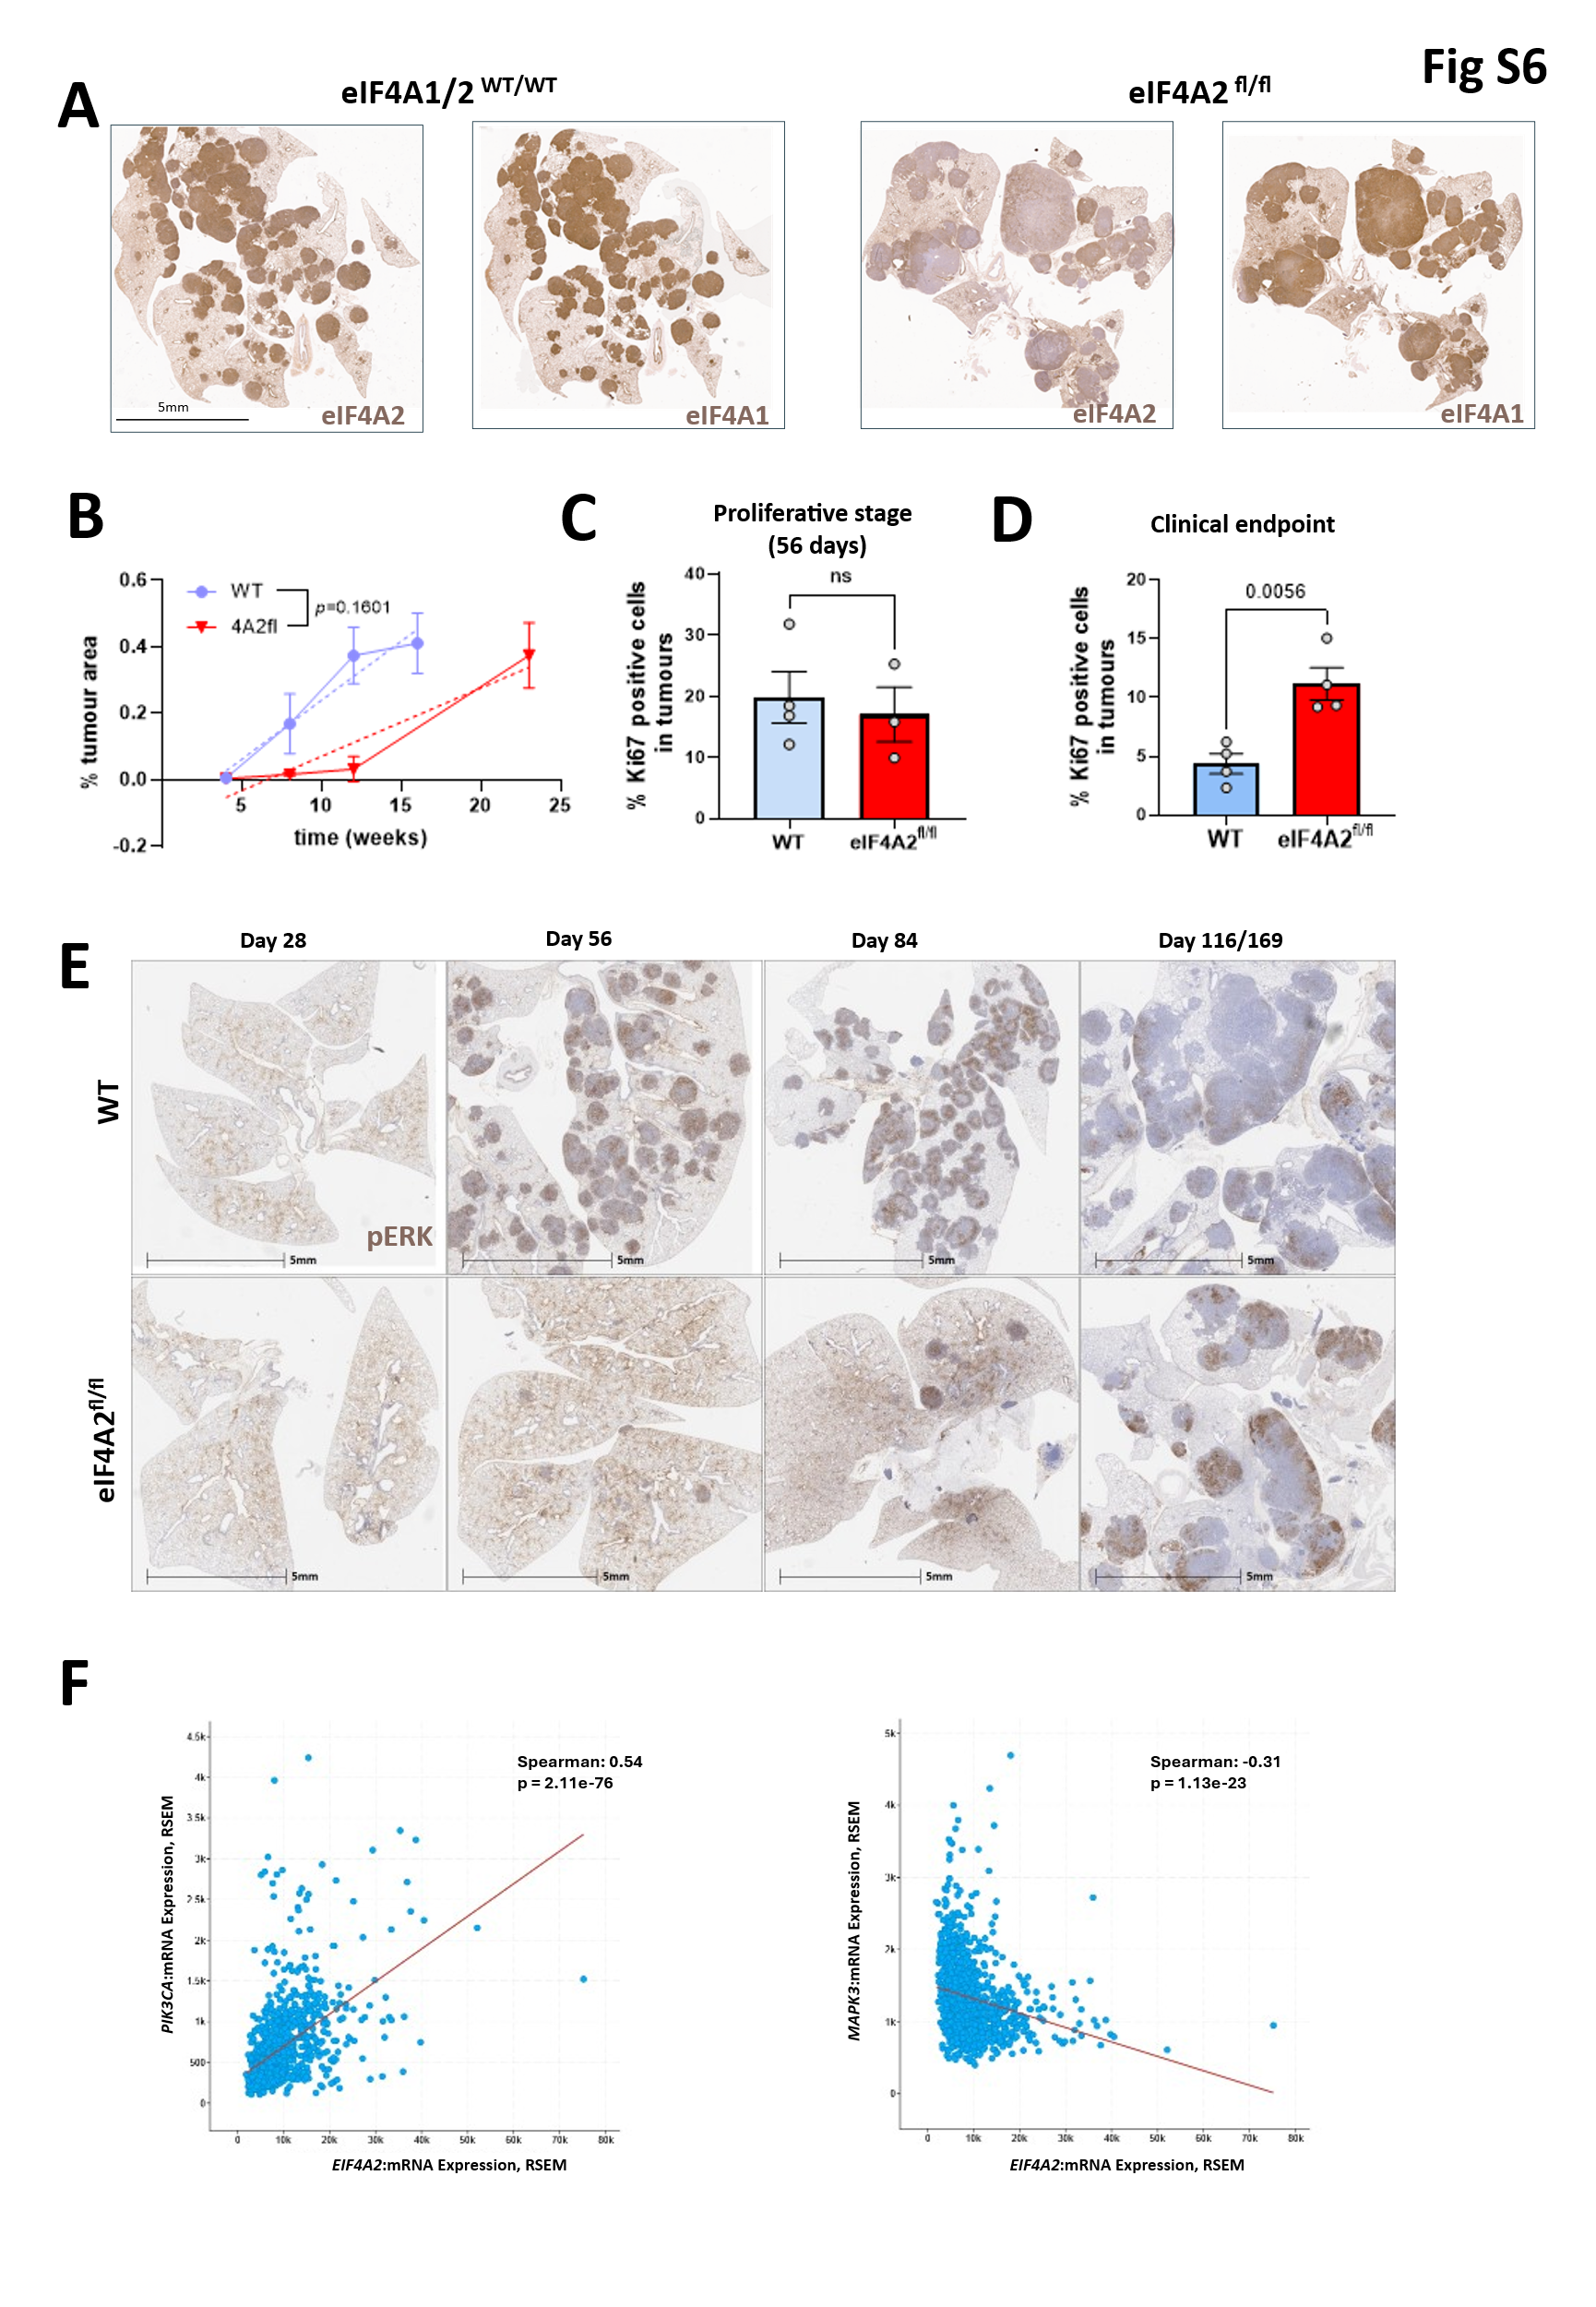

**Supplementary figure S6. Characteristics of eIF4A2 knockout tumours.**

(A-E) Ad5-SPC-CRE was administered intranasally to *Kras*^LSL-G12D/WT^; *Rosa26*^LSL-MYC/LSL-MYC^ (KM) mice that were *Eif4a2*^WT/WT^, or *Eif4a2*^fl/fl^. Mice were sacrificed at clinical endpoint and lungs removed and fixed and stained for eIF4A1, eIF4A2 (**A**) or phospho-ERK1/2 (**E**) using immunohistochemistry. In **(B)**, H&E was used to quantify tumour area overtime in KM-eIF4A2^WT/WT^ vs KM*-*eIF4A2^fl/fl^ mice and results were adjusted by linear regression. Each data point is the average of n=3-13 individual mice and *p-value* represents the difference in slope for each condition. For **(C)** and **(D)** mice were sacrificed at 56 days post induction or clinical endpoint and stained for the proliferative marker Ki67. Bars are mean + SEM of N=3-4 individual mice. Statistical test is t-test. (**F**) A NSCLC study (1053 patients) from Pan Cancer Atlas was queried in c-Bioportal for RNA expression of *EIF4A2*, *PI3K* and *ERK1 (MAPK3*). Graphs show Pearson and Spearman correlations of *EIF4A2* with either *PI3K* (positive correlation) or *ERK1* (negative correlation).

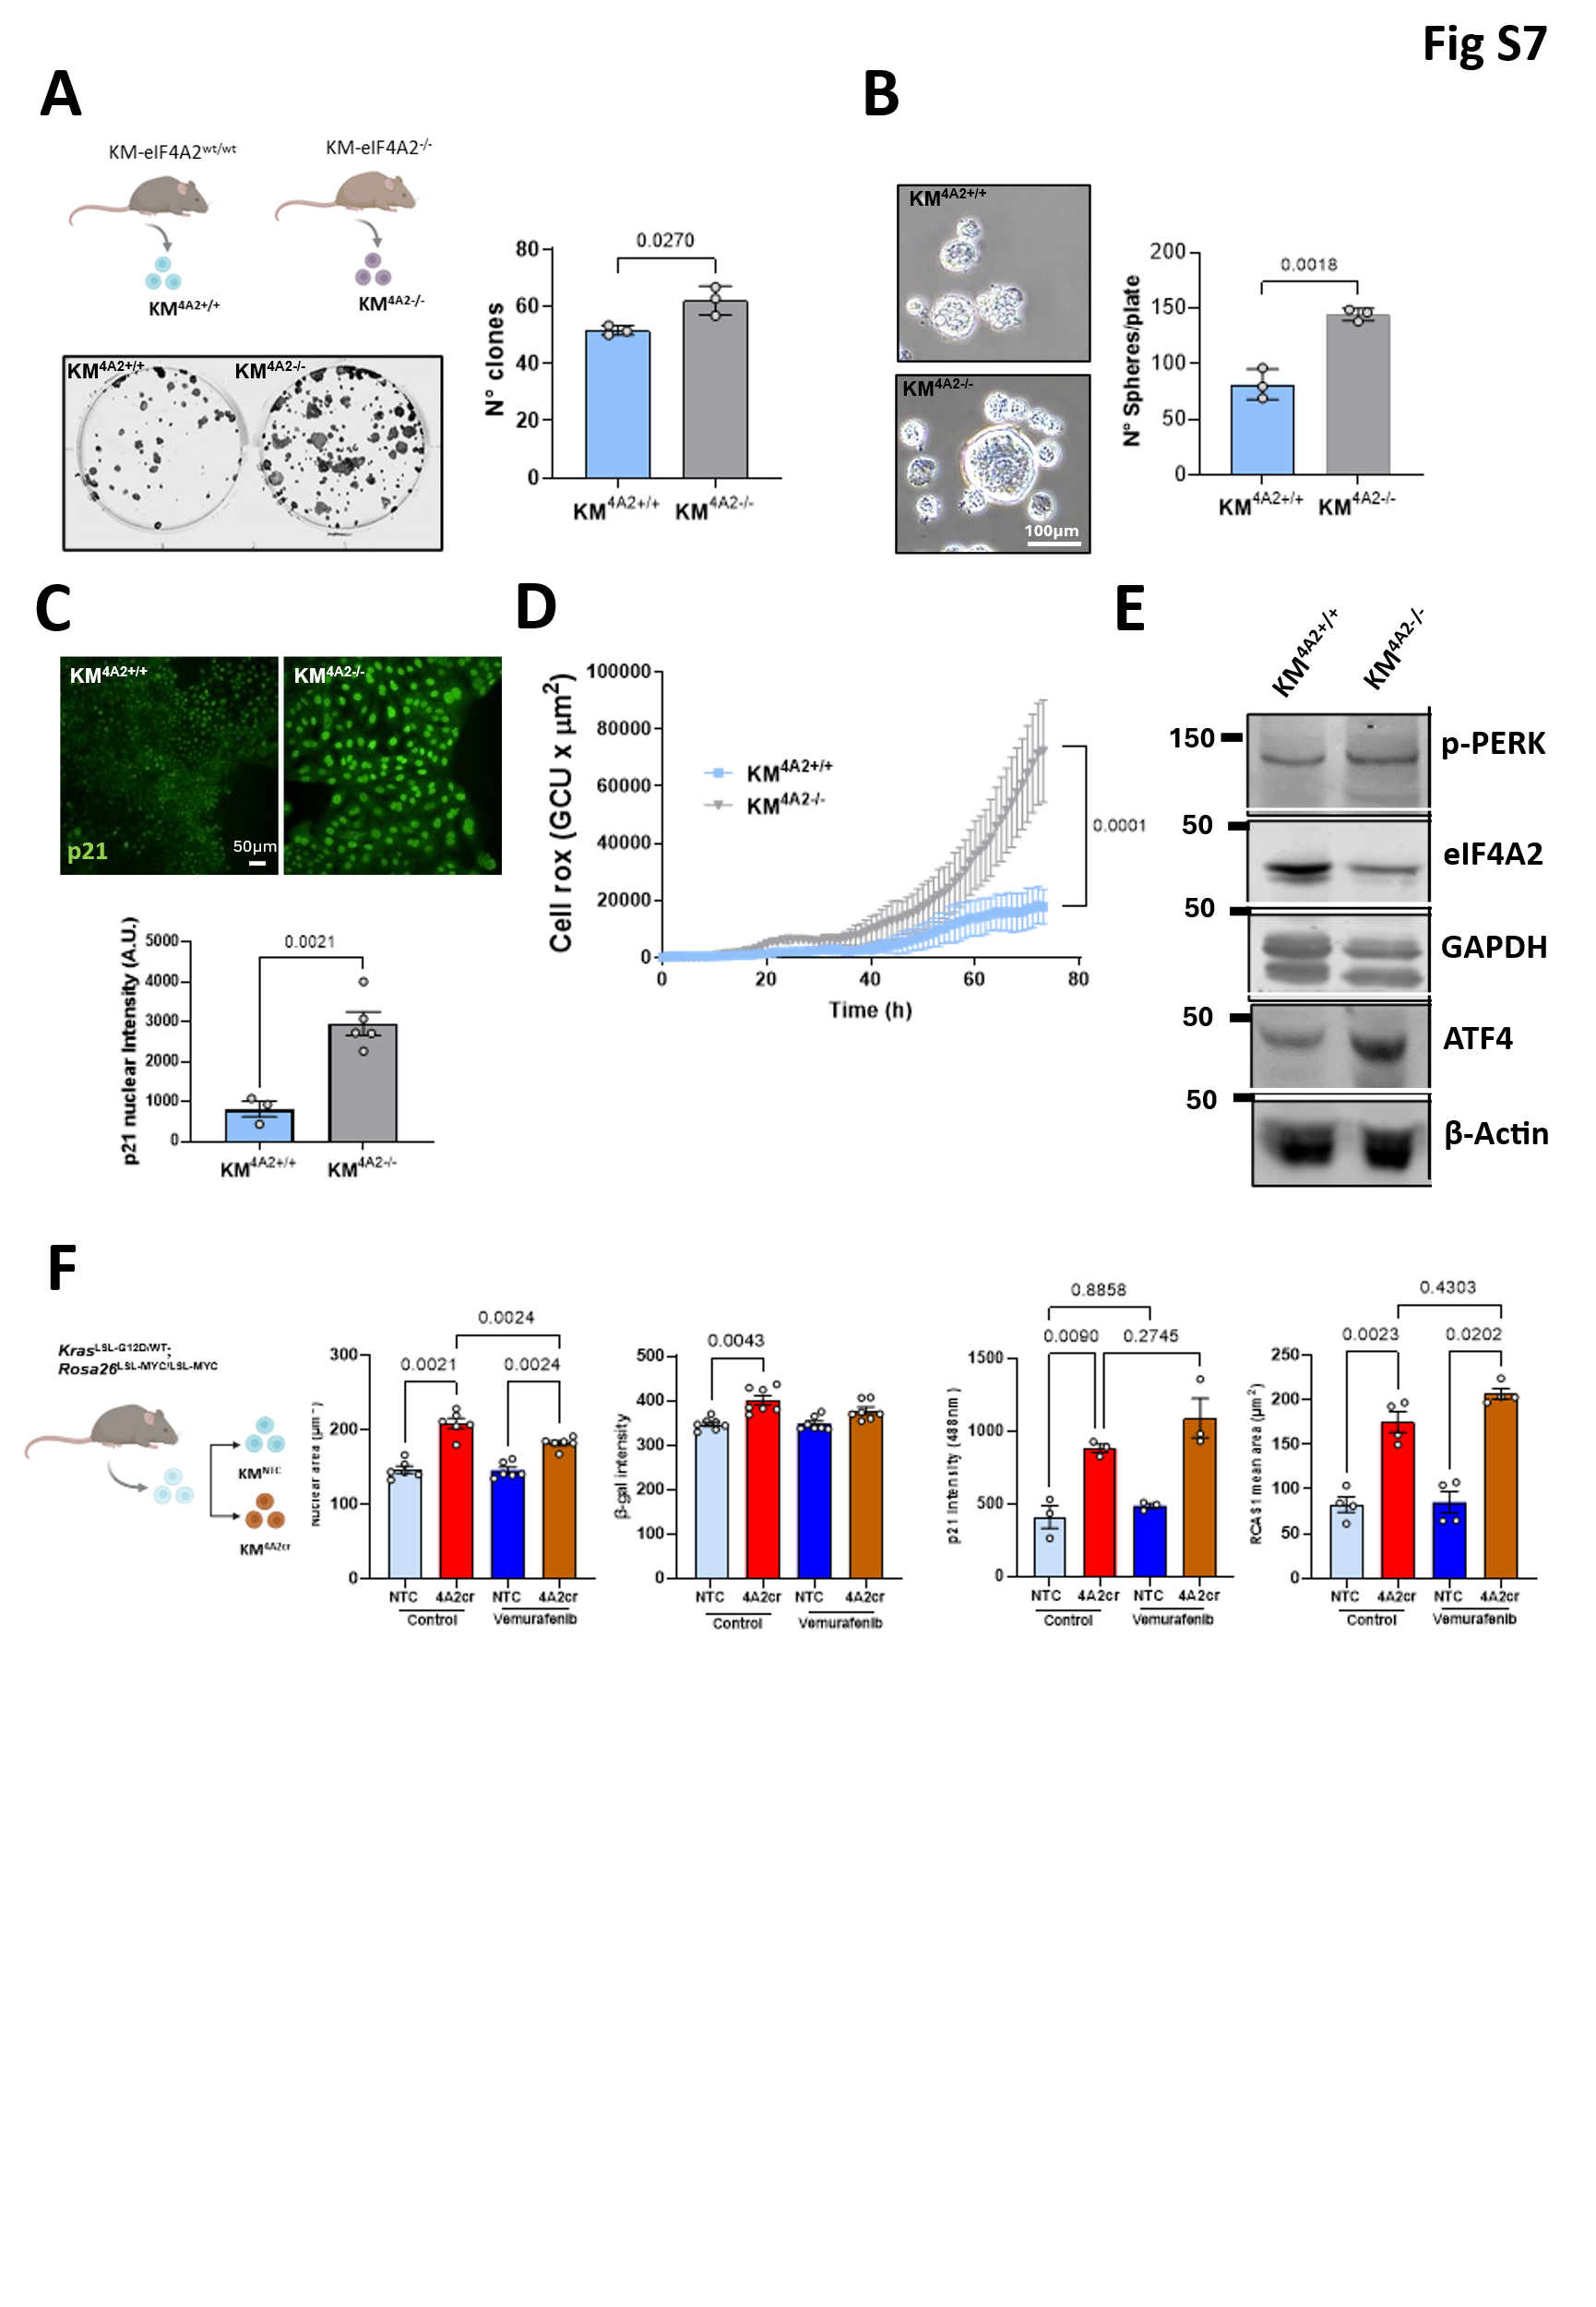

**Supplementary figure S7. Phenotypic analysis of KM^A2+/+^ and KM^A2-/-^ cells and Vemurafenib effects on senescence markers on KM^NTC^ and KM^4A2cr^ cells.**

(**A, B**) KM^A2+/+^ and KM^A2-/-^ cells were plated at low density onto plastic dishes in serum containing medium (**A**) or into low adhesion wells in serum-free medium (**B**). The resulting number of colonies (**A**) and tumour spheres (**B**) respectively were then determined. Bars are mean ± SEM, N=3 individual experiments, statistical test is unpaired t-test.

(**C, D**) KM^A2+/+^ or KM^A2-/-^ cells were plated onto plastic surfaces and allowed to grow for 48 hr. p21 expression was visualised and quantified using immunofluorescence (C) Bars are mean ± SEM N=3-5 individual experiments, statistical test is unpaired t-test. Cellular reactive oxygen species was determined using CellROX reagent (D). Data points are mean ± SEM N=3 individual experiments, statistical test is unpaired t-test.

(**E**) Activity of unfolded protein response signalling in KM^A2+/+^ and KM^A2-/-^ cells was assessed using western blotting with antibodies recognising phospho-PERK and ATF4. β-actin and GAPDH were used as loading controls.

(**F**) KM^NTC^ or KM^4A2cr^ cells were plated onto glass bottom plates and treated with 5μM Vemurafenib for 24h. Nuclear area and β-galactosidase activity, p21 expression and area of the Golgi ( RCAS1 is a cis-Golgi marker), were visualised and quantified using immunofluorescence. Graph bars are mean ± SEM of N=3-6 individual experiments, statistical test is one-way ANOVA.

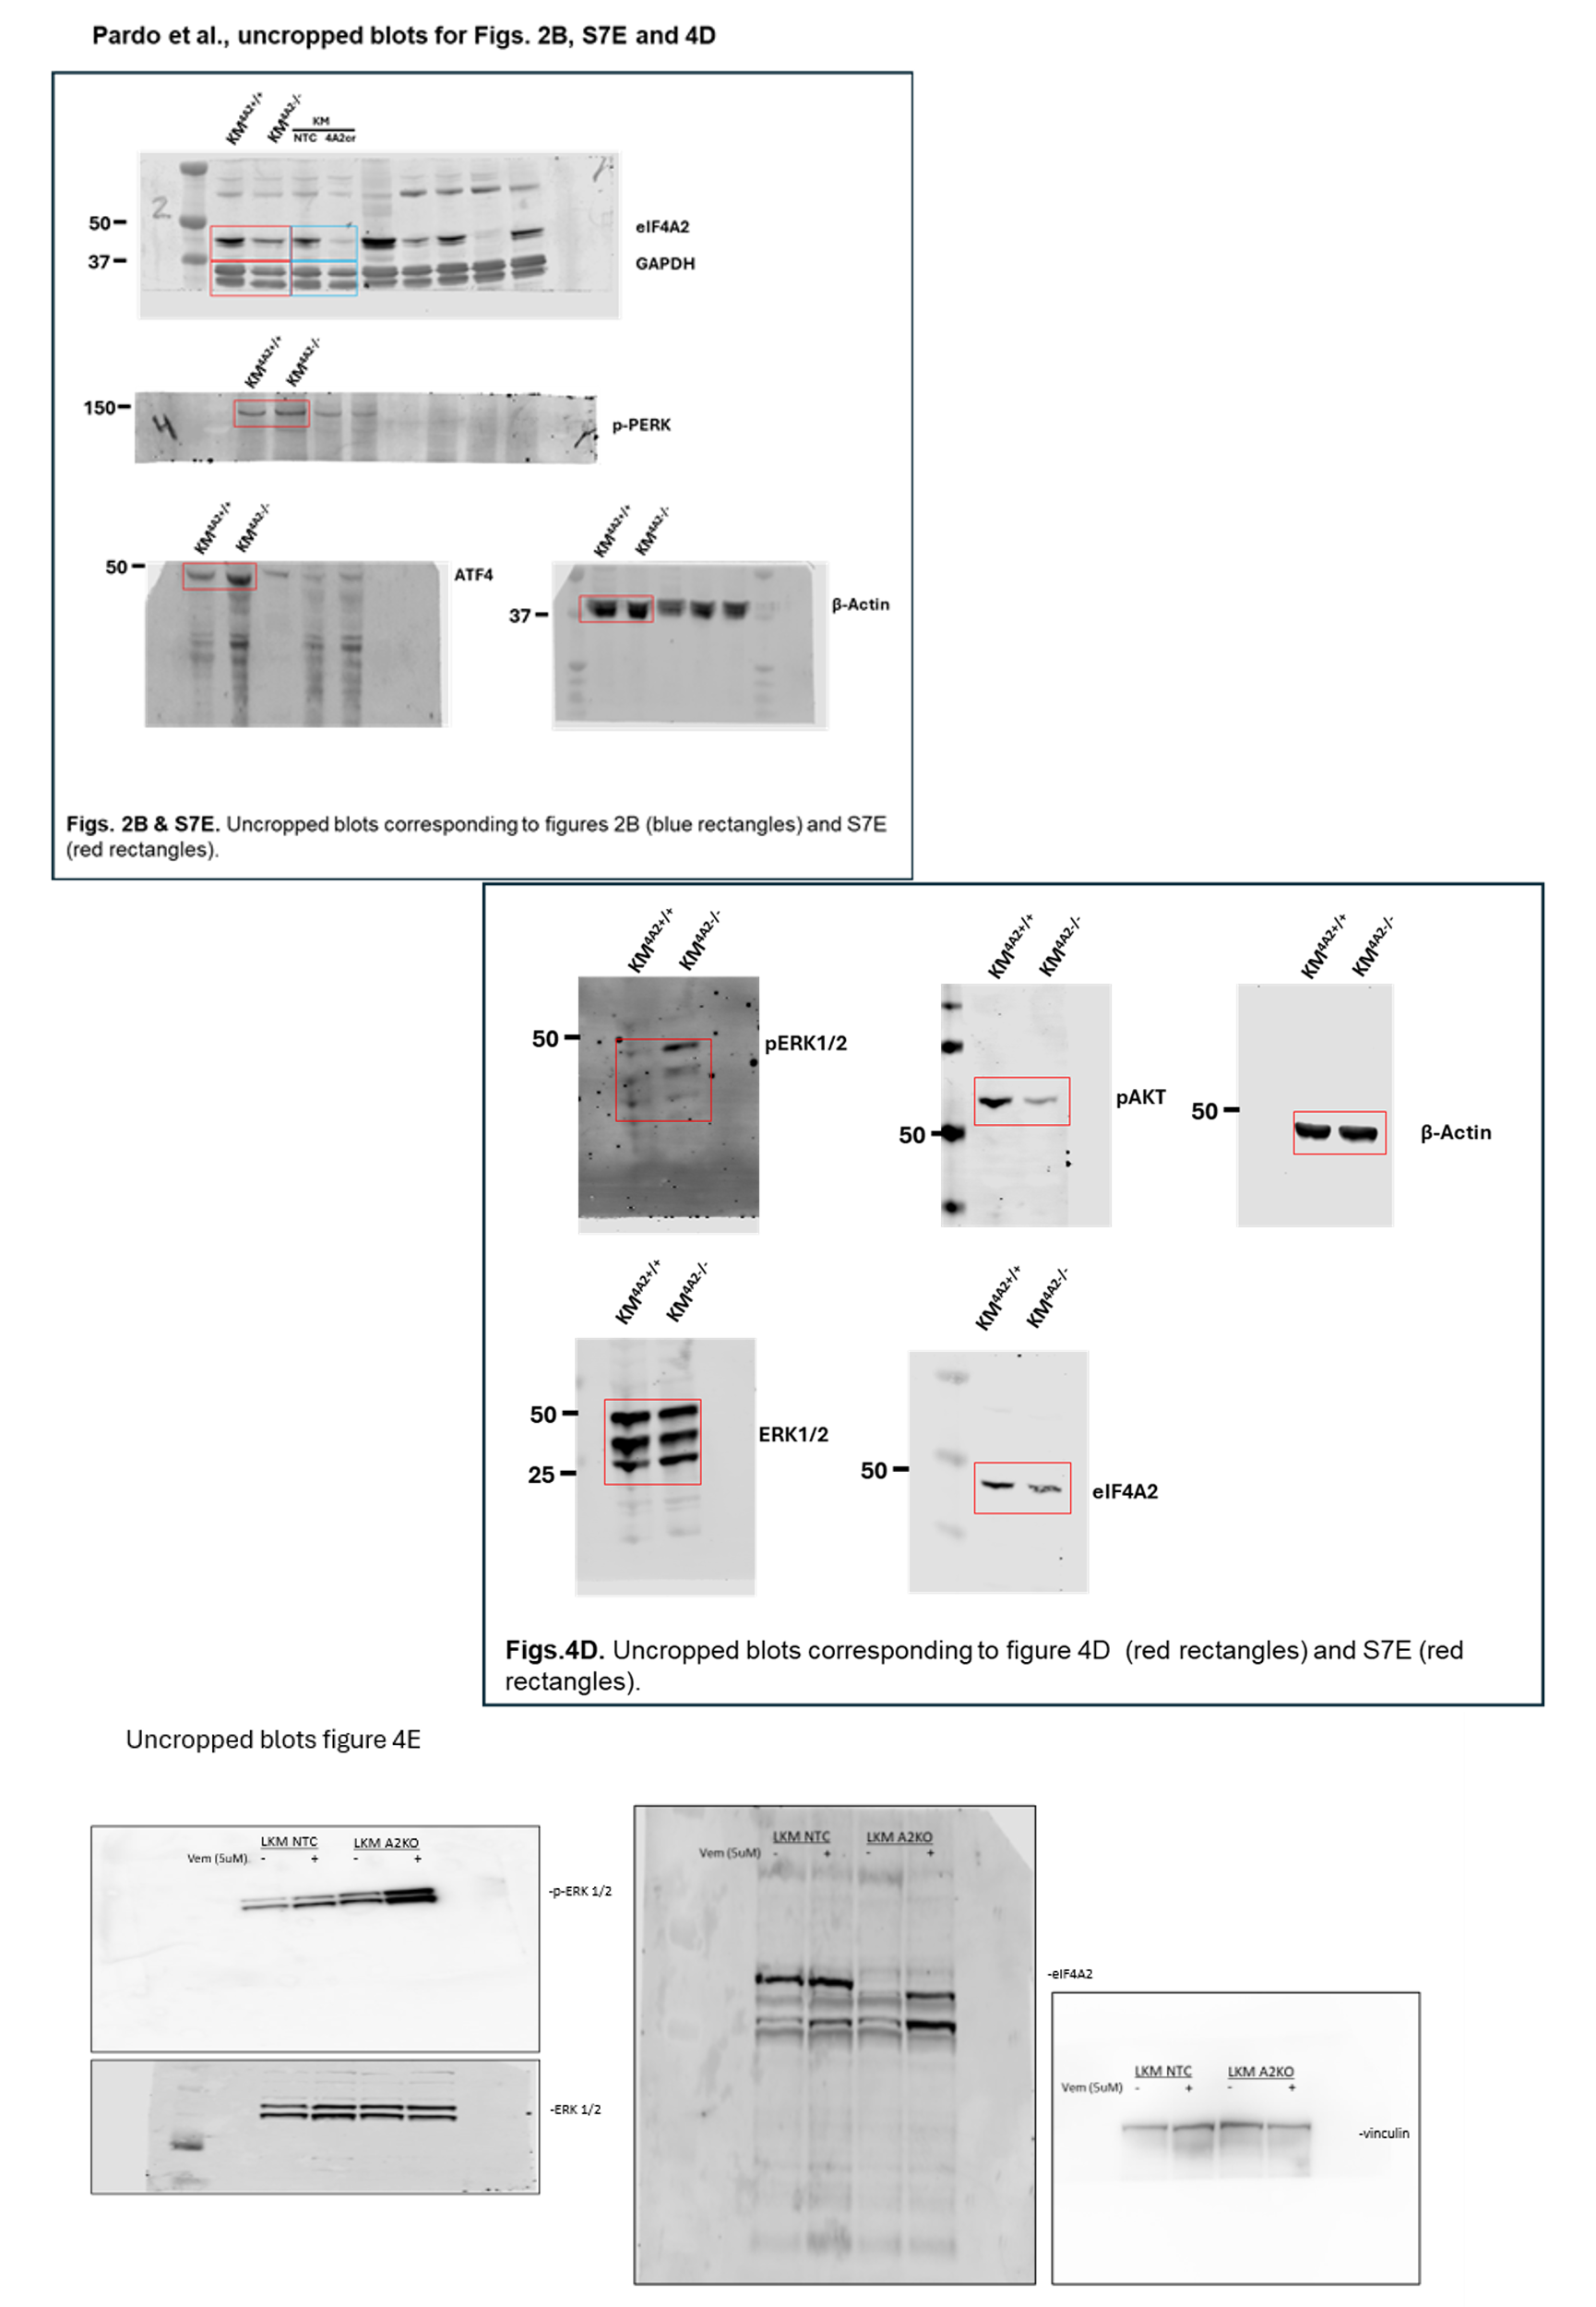

**Supplement:** Supplementary file 1 — Supplementary Material 1.

How the deposited data were processed for this re-analysis (not part of the article)

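Ribosome-protected fragments (RPFs) and cytoplasmic total RNA were measured in KM NTC and KM 4A2cr cells, with 4 libraries of each kind per cell line and 16 in all. The paper's methods and the sample labels give the cell line, the kind of library and the replicate number of each, and the labels describe the replicates as independent experiments on different days. RPFs and total RNA of 1 replicate come from the same lysate.

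For RPFs, the authors deposited whole-number counts per transcript. They had trimmed the reads with Cutadapt, removed ribosomal and transfer RNA reads, aligned the rest with BBmap to a protein-coding transcriptome (GENCODE release vM27, filtered for manual annotation) reduced to the most abundant transcript of each gene, and collapsed duplicates with UMI-tools. Fragments of chosen lengths were then assigned to codons and summed over the coding sequence without its first and last codons. For total RNA, the authors deposited RSEM output per isoform, with expected counts and TPM, after alignment with Bowtie2 and collapsing of duplicates. The paper tested both kinds of library with DESeq2 and does not name the terms of the model in its text. A batch-corrected PCA in Fig. S3I is what the replicate block used here was taken from.

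The 15235 RPF transcripts were joined to genes through the isoform tables, with 0 transcripts left without a gene. Of these, 15117 were the isoform with the highest mean deposited TPM of their gene and 118 were not. RPF tables listed between 12515 and 13250 transcripts per library, and a transcript missing from a library was taken as 0. Expected counts of the 38315 isoforms were summed over 20622 genes and rounded to whole numbers, a step that changed little since only 27 to 58 isoform values per library were not whole. Symbols were found for 20586 genes and Entrez numbers for 20372 through a gene name table. The genome and annotation release of the files were not used here, and chromosomes were taken from the RefSeq annotation of GRCm38.p6, another build, so no coordinates are given.

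Depth was taken as the sum of counts of each library. At these depths a gene near the filter has about 10 counts in a library, so folds of scarce genes are imprecise. The 2 kinds of library were normalised separately, within each kind, so a change of all footprints or of all mRNA in a cell leaves no trace in these values.

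Tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were filtered with filterByExpr, normalised by TMM and tested with glmQLFit and glmQLFTest, with cell line and replicate number as terms. Adjusted p-values are Benjamini-Hochberg values from edgeR over all tested genes, with a threshold of 0.1. Translational efficiency was the interaction of cell line and kind of library in 1 edgeR model over 16 libraries, with terms for each lysate and for the replicate within each kind. CPM values are TMM-normalised, and log2 CPM used a prior count of 2. Gene lists were tested with fgsea on edgeR log2 fold changes, with Benjamini-Hochberg adjustment over 9 lists, or over 20 for Reactome sets, and a threshold of 0.05.

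The replicate numbers pair the libraries. Deviations of the KM NTC and KM 4A2cr libraries from their cell line means correlated across genes at 0.763, 0.782, 0.575 and 0.687 for RPF replicates 1 to 4 and at 0.756, 0.736, 0.611 and 0.708 for total RNA. Libraries of different numbers had mean correlations below 0. That sign follows from taking deviations from a mean of 4 libraries, so it adds no evidence of pairing.

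Before the data were examined, the samples, the designs, the alternatives, the 9 gene lists, the 20 Reactome sets and the rule for named genes were fixed. The rule names genes that the paper names or stains and the CCR4-NOT subunits. It adds the 5 largest rises and 5 largest falls in RPFs, and 3 and 3 each in total RNA and translational efficiency, among called genes with the same direction in 4 pairs. It also adds, in each list at a claim, the 3 members with the smallest RPF p that moved with the list. The threshold of 0.05 for lists and the separate normalisation of each kind of library in the translational efficiency model were set later, before any result was seen. Tests of the Y-linked genes, of chromosomes and of lists in translational efficiency were added after results had been seen, and *Ddx3y*, *Zfy2* and *Uba1y* were named then. The Hallmark and gene ontology sets of Fig. 2L and S3K were not used here, and the hand-written lists share between 1 and 2 genes with each other in 5 pairs of lists.

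The alternatives were no replicate block, DESeq2, 3 other scalings, 2 other filters on low counts, a threshold of 0.05, each replicate left out in turn, counts of the RPF isoform only, and 3 other tests of gene lists. Each test was tried first on counts simulated from the means and spread of these libraries, with 200 genes changed. Of the RPF calls made there 12% were unchanged genes, and 12.0% of the total RNA and 15% of the translational efficiency calls. A shift of 0.3 put into the secretory list over 10291 ranked RPF genes gave an NES of 3.09. Of 8 other lists, 0 passed the threshold. Counts were drawn independently for each gene there, so lists whose members move together from day to day were not tried.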

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

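The tests of reads shared with *Eif4a1* and of the Y-linked genes in replicate 4 were chosen only after the result was seen. Groups of 4 libraries were searched for a library far from the other 3, and 6 of 52 groups had one, 5 of them in replicate 4. Chance gives about 1 in 20 such groups, and the groups are not independent.

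*Eif4a2* stood far above the other replicates in replicate 4 of both cell lines, at 388.7 CPM in KM NTC RPFs (97.7 to 122 in the others), 345.7 in KM 4A2cr RPFs (51.0 to 88.4) and 523.7 in KM NTC total RNA (220.5 to 253.7). In KM 4A2cr RPFs of replicate 4, the list of p53 targets had a mean log2 CPM of 6.14, against 4.94 to 5.04. *Eef1a1* took 2.12% of the counts of KM 4A2cr total RNA in replicate 4, against 0.726% to 0.939%. In replicate 2 of KM 4A2cr total RNA, the secretory machinery list had a mean log2 CPM of 6.73, against 7.05 to 7.10, and no explanation was tested for that library.

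Replicate 4 differed from replicates 1 to 3 across many genes. Between 2.94% and 4.91% of genes had their outlying value in replicate 4, against 0.368% to 1.56% in each other replicate. Lower depth is argued against. With replicates 1 to 3 thinned to the total of replicate 4, the lowest correlation among them exceeded the highest with replicate 4 by at least 0.00984 in the 4 groups of libraries. With the 50 most abundant genes left out, the excess was at least 0.0130, which argues against a few abundant genes as the whole cause.

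A swap of the 2 cell lines in replicate 4 was also tested. Under a swap, fewer than 50% of the genes called without replicate 4 were predicted to move the same way in pair 4. The share was 55.4% of 3435 genes in RPFs and 49.3% of 3233 genes in total RNA. The total RNA value lies on the side predicted for a swap, by a small margin. A pair with no shared change would also give about 50%, so this value does not point to a swap. Among the top genes by p, 58.2% in RPFs and 49.1% in total RNA moved the same way in pair 4. With another replicate left out, the share in the left-out pair was 84.8% to 97.8%. A swap of a pair like those would put it far below 50%. The Y-linked genes, whose median log2 ratio in pair 4 was -2.11 in total RNA, remained lower in KM 4A2cr, while a swap would have made them higher. This argues against a swap.

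Slower growth of the cells in replicate 4 stays open as a candidate explanation. The cell cycle and ribosome biogenesis lists lay below 95% of random lists in 8 of 8 combinations of list, cell line and kind of library. In RPFs, the median of the cell cycle list in replicate 4 relative to the other replicates was -0.80 in KM NTC and -0.96 in KM 4A2cr, and that of the ribosome biogenesis list was -0.67 and -0.72. The culture conditions of single days were not tested.

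For the *Eif4a2* counts that remain in KM 4A2cr cells, fragments of *Eif4a1* counted on *Eif4a2* were tested. In replicate 4 the *Eif4a2* count was 7.33 times the count that the highest share of *Eif4a1* in replicates 1 to 3 would give, which argues against such fragments as the whole of that count. In replicates 1 to 3, where *Eif4a2* was at most 6.85% of *Eif4a1*, shared fragments and footprints of *Eif4a2* itself cannot be told apart, because the counts do not separate fragments that match both genes. A coding-region cut that leaves the mRNA in place stays open as well, and was not tested.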

How the results depend on the processing

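No test in this part was chosen only after the result was seen, apart from the medians of the Y-linked genes. Of the named genes under the alternatives, 379 values kept their direction and side of the threshold, 106 were weaker and 1 was stronger. The secretory machinery, glycoprotein and cell cycle lists kept their direction in both kinds of library. They stayed past the threshold of 0.05 with each replicate left out and without the replicate block. The same held when ranked by the signed square root of F and by camera, and not by fry. Because fgsea ranks fold changes and not their spread, leaving out the block is a weak check. Camera took a preset correlation of 0.01 between genes, and only fry used the correlation over these replicates. Over the fits that each left out 1 replicate, the RPF NES lay from 1.79 to 2.07 for the secretory machinery list, from 1.90 to 2.49 for the glycoprotein list and from -2.78 to -2.24 for the cell cycle list.

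Without the replicate block, 0 RPF genes (0 higher, 0 lower), 0 total RNA genes (0 higher, 0 lower) and 0 translational efficiency genes (0 higher, 0 lower) passed, against 365, 362 and 506 at an unadjusted p under 0.05. All 6 classes of RPF against total RNA (both up, both down, RPF up only, RPF down only, total RNA up only, total RNA down only) then held 0 genes. On simulated data with the same pairing, the test without the block recovered 0 of the changed RPF and total RNA genes, so the spread between days can remove the calls there. It recovered 24.2% of the changed translational efficiency genes (48 of 198), so the cause of the 0 calls in that test was not shown.

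With each replicate left out in turn, RPF calls ranged from 32 to 3469 (29 to 1982 higher, 3 to 1487 lower), total RNA calls from 63 to 3260 (50 to 1951 higher, 13 to 1309 lower) and translational efficiency calls from 15 to 800 (10 to 508 higher, 3 to 292 lower). The highest counts were those without replicate 4. Each of these fits had fewer libraries. The log2 ratios of pair 4 correlated with the mean of the other pairs at a Pearson r across genes of 0.184 in RPFs and 0.137 in total RNA, against 0.429 to 0.647 for pairs 1 to 3, so pair 4 shared least of the change that the other pairs had in common. At an adjusted p of 0.05, a stricter threshold by construction, 438 RPF genes (320 higher, 118 lower), 321 total RNA genes (251 and 70) and 75 translational efficiency genes (56 and 19) passed.

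Scaling by library size alone gave 1619 RPF genes (482 higher, 1137 lower), 1130 total RNA genes (262 and 868) and 133 translational efficiency genes (105 and 28). Its shifts of the median of all genes, -0.13 in RPFs and -0.16 in total RNA, show the cause for RPFs and total RNA. For translational efficiency the cause was not tested. With no filter on low counts, 1268 total RNA genes (794 and 474) passed among more genes tested. DESeq2 called 136 translational efficiency genes (102 and 34) and placed 86 genes in the class up in total RNA only and 51 in the class down in total RNA only, and the cause was not tested.

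The list of secreted inflammatory factors was the least stable of the lists at a claim. Its RPF NES was -1.07 when ranked by the signed square root of F, and its total RNA NES was 1.09, in the other direction. Over the fits that each left out 1 replicate, the NES ranged from -2.01 to 1.18 in RPFs and from -1.93 to 1.28 in total RNA, above 0 only without replicate 4. Without replicate 3 it was -1.11 and -1.30, past no threshold. Its adjusted p was 0.575 and 0.798 by camera. By fry it was 0.907 in RPFs and 0.964 in total RNA, there in the other direction. The RPF NES of the p53 target list ranged from -1.10 to 1.80 over such fits, below 0 only without replicate 4, against 1.51 with all replicates. In RPF pair 4 the median of the inflammatory list was -0.52 and that of the p53 target list 0.68, the lowest and the highest of the 4 pairs.

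By fry, 1 list was higher and 1 lower in RPFs, and 1 higher and 0 lower in total RNA. The adjusted p was then 0.0612 and 0.0702 for the secretory machinery list, 0.308 and 0.230 for the glycoprotein list, and 0.107 and 0.230 for the cell cycle list. Why fry differed was not tested.

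The Reactome sets were run under 2 alternatives only, no replicate block and camera, and not by fry or with a replicate left out. Of these values 36 kept their direction and side of the threshold and 4 were weaker. The 4 were those of cytokine signalling and of the unfolded protein response under both. Neither alternative uses the correlation between genes over these replicates.

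*Eif4a2* in RPFs had a log2 fold change of -0.34 without the replicate block (adjusted p = 0.998 by edgeR). It ranged from -0.60 to -0.35 with each replicate left out, and with the threshold of 0.05 the value of -0.49 did not pass. Its adjusted p over the alternatives ranged from 0.00304 to 0.998. The median of the Y-linked genes ranged from -1.78 to -0.39 in RPFs and from -1.75 to -1.41 in total RNA under the alternatives, nearest 0 in RPFs with at least 10 counts in every library, which leaves fewer of these genes. Depth limits the scarce genes most, such as *Acp5* with 10 and *Hcn4* with 4 counts in the lower group, whose fold changes are imprecise.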

Differences from the paper's values

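No test in this part was chosen only after the result was seen. The number of genes in 4 classes of the plot of RPF against total RNA fold changes differed from the paper's. The classes in which both kinds moved lay closer, with 313 genes both up (about 340 in Fig. S3J) and 96 both down (about 84). For RPFs up, the paper's count is about 110 in Fig. S3J, read by eye, and 349 genes rose in RPFs alone here. For RPFs down, the paper's count is about 89 in Fig. S3J, and the count here was 274. For totals up, the paper's count is about 17 in Fig. S3J, and the count here was 137. For totals down, the paper's count is about 23 in Fig. S3J, and the count here was 85. With DESeq2 and the replicate block the counts were 320, 188, 86 and 51, and without the replicate block each was 0. Neither of these alternatives, the only ones set for the classes before the data were examined, closed the gaps, and the classes were not counted under other settings. The paper's text does not define the classes. In the legend of Fig. S3J the paper describes translational efficiency as increased in KM^4A2cr cells. Here 187 of the called genes were higher and 100 lower, while 47.4% of all tested genes were above 0. Each kind of library was normalised separately, so a shift of all genes would not be seen.

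The paper states that categories of secreted components of the inflammatory response rose. The list of secreted inflammatory factors had an NES of -1.42 in RPFs and -1.49 in total RNA. Without replicate 4 its NES was 1.18 and 1.28, and ranked by the signed square root of F it was 1.09 in total RNA, above 0 as in the paper but not past the threshold. By fry the total RNA list was also above 0, at an adjusted p of 0.964. The Reactome set for cytokine signalling had an NES of 1.35 in RPFs, in the paper's direction. It did not pass the threshold without the replicate block (fgsea, adjusted p = 0.0676) or by camera (adjusted p = 0.188). The Reactome set of chemokine receptor ligands had an NES of -1.35 (fgsea, adjusted p = 0.155), in the other direction and not past the threshold. The paper's own gene sets were not used here.

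The paper shows oxidative phosphorylation as depleted in RPFs and total RNA (Fig. 2L, S3K). The oxidative phosphorylation list had an NES of -0.85 in RPFs and -0.62 in total RNA, not past the threshold, and its sign was not stable. In total RNA the median of the list was 0.02, and the NES was 0.55 ranked by the signed square root of F, 0.58 without the replicate block, and 0.59, 0.65 and 0.79 without replicates 1, 2 and 3. By fry the total RNA list was above 0 as well. In RPFs the NES was 0.50 without replicate 3 and below 0 in the other fgsea settings. Without replicate 4 it was -1.26 in RPFs and -1.18 in total RNA, in the direction of the paper and not past the threshold.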

Other observations

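The tests of translational efficiency of the lists, of reads shared by *Zfy2* and *Uba1y* with X-linked paralogues, and of Y-linked genes were chosen only after the result was seen, as were the tests of chromosomes.

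The number of calls was compared with other splits of the libraries. Of the 8 splits that part all 4 pairs, only the real one gave as many genes, which is 1 of 8 for RPFs, 1 of 8 for total RNA and 1 of 8 for translational efficiency. The smallest share that these splits allow is 0.125, so the real grouping and a chance one cannot be told apart by this count. The largest counts in the other splits were 327, 558 and 30, and came from the split that exchanges the libraries of replicate 4. The 24 fitted splits that part 2 pairs gave at most 4, 0 and 125 genes.

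More genes rose than fell in RPFs. The share of higher genes among the calls was 65.4% with RLE factors and 53.5% with upper-quartile factors, and 29.8% with library size only. Since a scaling that shifts all genes alike moves this share by construction, an excess of higher genes and an effect of scaling cannot be told apart, and the change per cell was not measured.

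The secretory and glycoprotein lists rose in both RPFs and total RNA. Higher mRNA levels may account for the rise of the lists as a whole, since in translational efficiency the smaller adjusted p of the 2 lists was 0.646. They do not account for every member. Of 94 glycoprotein members, 6 were called higher and 0 lower in translational efficiency, among them *Mgat4b* with a log2 fold change of 0.53 (standard error 0.12, adjusted p = 0.0369 by edgeR, higher in 4 of 4 pairs). Of 89 secretory members, 4 were called higher and 1 lower.

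Without the 5 members of the inflammatory list that fell most, its NES in RPFs was 1.06, above 0 (fgsea, adjusted p = 0.425). Leaving out the lowest members raises the NES of any list, so a fall of a few members and a fall of the list cannot be told apart by this value.

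*Kdm5d* and *Uty* fell in KM 4A2cr cells in 4 of 4 pairs of both kinds of library. Loss of the Y chromosome from part of the pooled KM 4A2cr cells is a candidate explanation. It predicts that the other Y-linked genes fall as well. Of these, *Ddx3y* was lower in 4 of 4 pairs of both kinds. Its log2 fold change in total RNA was -1.57 (standard error 0.20, adjusted p = 0.00321 by edgeR). Scaling is argued against, since the median of the Y-linked genes nearest 0 over the other 3 scalings was -1.58 in total RNA. *Zfy2* and *Uba1y* did not fall past the threshold in RPFs, with log2 fold changes of -0.38 and -0.21. Fragments shared with their X-linked paralogues could account for this, because they had 815 and 108 RPF counts and 0 total RNA counts. Whether the loss preceded the guide or came with single clones was not tested.

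Copy number differences of whole chromosomes are a candidate explanation for part of the calls. By the GRCm38.p6 annotation, 4 chromosomes (2, 14, 16 and 19) lay beyond random gene groups in both total RNA and RPFs. Chromosome 2 had a median log2 fold change of -0.21 in RPFs and -0.17 in total RNA (permutation p = 1e-04 in each, the smallest that the random groups can give). Relative to all other genes it was lower in 4 of 4 pairs of both kinds, with -0.12 in the pair nearest 0. Divided into 4 parts of like size along its length, its medians lay from -0.25 to -0.17 in RPFs, and its median translational efficiency of -0.02 was within random groups (adjusted p = 0.608 by permutation). This is consistent with a lower copy number in part of the pooled cells, and DNA was not measured here. Chromosome 2 held 48 of the 194 lower total RNA genes (24.7%). Without it, 657 RPF genes were higher and 298 lower, and 453 and 146 total RNA genes. *Eif4a2* lies on chromosome 16, whose median was -0.12 in RPFs and -0.13 in total RNA.

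Lists that rose in KM 4A2cr cells in replicates 1 to 3 also rose in KM NTC cells in replicate 4. There the RPF median of the secretory machinery list was 0.63 above the other replicates and that of the unfolded protein response list 0.87. A shared growth-state component is a candidate explanation. Ratios of KM NTC replicate 4 over another KM NTC replicate correlated with the KM 4A2cr ratios of pairs that share no library with them, with a Pearson r across genes of at least 0.254 in 6 comparisons. Genes are not independent replicates, and the growth of the cells was not measured in these libraries.

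In RPFs, the ribosome biogenesis list had an NES of -2.69 (fgsea, adjusted p = 6.3e-13, 6 of 97 genes above 0). The unfolded protein response list had an NES of 1.88 in RPFs and 2.08 in total RNA. The p53 target list had an NES of 1.51 and the extracellular matrix and mesenchymal list one of 1.47 in RPFs (both with an adjusted p of 0.0386). Without replicate 4 the former was -1.10. The latter was 1.06 without replicate 1, 1.40 without replicate 2 and 1.41 without the replicate block, not past the threshold in these fits. *Cdkn1a* had a log2 fold change of 0.63 in total RNA (adjusted p = 0.0794 by edgeR) and 0.41 in RPFs (adjusted p = 0.325 by edgeR). Without replicate 4 these values were 0.40 (adjusted p = 0.00673 by edgeR) and 0.08 (adjusted p = 0.619 by edgeR). The total RNA value also passed by DESeq2 (adjusted p = 0.0399) and with no filter on low counts (adjusted p = 0.00272 by edgeR). It did not pass the threshold without replicate 1, 2 or 3. Nor did it pass with upper-quartile factors, with library size only, with the RPF isoform only, without the replicate block or at the threshold of 0.05. *Cdkn2a* had log2 fold changes of -1.08 in RPFs (adjusted p = 0.00603 by edgeR) and -0.90 in total RNA (adjusted p = 0.0155 by edgeR). It stayed below 0 with each replicate left out, and did not pass the threshold without replicate 3 in either kind of library (-0.95 and -0.76) or without replicate 2 in total RNA (-0.84).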
